# Functional and molecular characterisation of EO771.LMB tumours, a new C57BL/6-mouse-derived model of spontaneously metastatic mammary cancer

**DOI:** 10.1242/dmm.017830

**Published:** 2015-01-29

**Authors:** Cameron N. Johnstone, Yvonne E. Smith, Yuan Cao, Allan D. Burrows, Ryan S. N. Cross, Xiawei Ling, Richard P. Redvers, Judy P. Doherty, Bedrich L. Eckhardt, Anthony L. Natoli, Christina M. Restall, Erin Lucas, Helen B. Pearson, Siddhartha Deb, Kara L. Britt, Alexandra Rizzitelli, Jason Li, Judith H. Harmey, Normand Pouliot, Robin L. Anderson

**Keywords:** Breast cancer, Syngeneic preclinical models, Metastasis, Tumour subtyping, Estrogen receptor alpha

## Abstract

The translation of basic research into improved therapies for breast cancer patients requires relevant preclinical models that incorporate spontaneous metastasis. We have completed a functional and molecular characterisation of a new isogenic C57BL/6 mouse model of breast cancer metastasis, comparing and contrasting it with the established BALB/c 4T1 model. Metastatic EO771.LMB tumours were derived from poorly metastatic parental EO771 mammary tumours. Functional differences were evaluated using both *in vitro* assays and spontaneous metastasis assays in mice. Results were compared to non-metastatic 67NR and metastatic 4T1.2 tumours of the 4T1 model. Protein and transcript levels of markers of human breast cancer molecular subtypes were measured in the four tumour lines, as well as *p53* (*Tp53*) tumour-suppressor gene status and responses to tamoxifen *in vivo* and *in vitro*. Array-based expression profiling of whole tumours identified genes and pathways that were deregulated in metastatic tumours. EO771.LMB cells metastasised spontaneously to lung in C57BL/6 mice and displayed increased invasive capacity compared with parental EO771. By immunohistochemical assessment, EO771 and EO771.LMB were basal-like, as was the 4T1.2 tumour, whereas 67NR had a luminal phenotype. Primary tumours from all lines were negative for progesterone receptor, Erb-b2/Neu and cytokeratin 5/6, but positive for epidermal growth factor receptor (EGFR). Only 67NR displayed nuclear estrogen receptor alpha (ERα) positivity. EO771 and EO771.LMB expressed mutant p53, whereas 67NR and 4T1.2 were *p53*-null. Integrated molecular analysis of both the EO771/EO771.LMB and 67NR/4T1.2 pairs indicated that upregulation of matrix metalloproteinase-3 (MMP-3), parathyroid hormone-like hormone (Pthlh) and S100 calcium binding protein A8 (S100a8) and downregulation of the thrombospondin receptor (Cd36) might be causally involved in metastatic dissemination of breast cancer.

## INTRODUCTION

The high mortality rate associated with advanced breast cancer is due primarily to the growth of metastases, mainly targeting liver, lung, bone and brain. Treating metastatic disease poses many challenges owing to a lack of knowledge of the critical molecular targets for therapy and to the acquisition of resistance both to standard chemotherapy and targeted therapies such as selective estrogen receptor modulators (SERMs) and the anti-HER2 (human epidermal growth factor receptor 2; also known as Erb-b2) antibody, trastuzumab (Eckhardt et al., 2012). The genetic diversity between different tumours and the inherent heterogeneity of individual breast lesions poses additional challenges (Russnes et al., 2011; Stephens et al., 2012).

Gene expression profiling of breast tumours has led to the identification of up to ten subtypes in humans (Curtis et al., 2012; The Cancer Genome Atlas Network, 2012; Lehmann et al., 2011; Perou et al., 2000; Sørlie et al., 2001) and many subtypes in transgenic mouse models of breast cancer (Herschkowitz et al., 2007; Pfefferle et al., 2013). These include the well-accepted luminal A, luminal B, basal-like and HER2-enriched subtypes (Herschkowitz et al., 2007; Perou et al., 2000; Sørlie et al., 2001).

Immunohistochemical phenotyping of tumours has identified the minimum set of biomarkers required to distinguish these groups; in particular, basal-like and triple-negative (ER-, PR- and HER2-negative) tumours (Blows et al., 2010; Cheang et al., 2008; Nielsen et al., 2004). However, more relevant prognostic biomarkers and therapeutic targets are now required within each of the molecular subtypes of human breast cancer, but especially for basal-like and triple-negative tumours, for which no targeted therapies currently exist.

Mouse models of breast cancer include those in which xenografts, either from human cell lines or directly from patients, are transplanted into immunocompromised hosts (DeRose et al., 2011). However, it is becoming increasingly evident that faithful tumour-stromal interactions are very important for clinically relevant tumour progression and metastasis. Although xenografts are of value for the assessment of intrinsic events within the tumour cells, they lack the orthologous extracellular matrix (ECM), the species-matched stromal-tumour interactions and a functional immune system. Syngeneic mouse models of breast cancer, either transgenic or transplantable, overcome these limitations. Transgenic mouse mammary tumour models are of great value to preclinical studies because they incorporate the initiation of the primary tumour. However, with some exceptions, including the murine mammary tumour virus (MMTV)-polyoma middle T antigen (PyMT) (Guy et al., 1992a) and the MMTVneuNT transgenic mice (Guy et al., 1992b; Moody et al., 2002; Muller et al., 1988), the timeframe for tumour development is often months, and metastasis is generally limited to a modest number of lung nodules (Varticovski et al., 2007).

**TRANSLATIONAL IMPACT**

**Clinical issue**

Metastatic disease is the most common cause of major morbidity and death in cancer patients. Approximately 20% of individuals with breast cancer ultimately die from the disease, nearly all owing to the onset of incurable metastatic disease. Hence, research efforts should focus on the identification of metastasis-regulating genes and on the development of new therapies that could prevent the expansion of secondary metastatic lesions. An essential component of development and testing of new pharmacological agents is the assessment of their efficacy in preclinical settings prior to clinical trials. However, very few preclinical models that incorporate the relevant features of human metastatic disease are available. To be relevant to human metastatic breast cancer, these preclinical models should incorporate tumours that are derived from syngeneic (genetically identical) animals – so that they can retain an intact immune system – and tumours should be implanted orthotopically (in the area in which the cancer typically arises). Because breast cancer comprises different tumour subtypes, each requiring different clinical management, it is necessary to develop a range of preclinical models that can reflect this heterogeneity.

**Results**

In this work, the authors describe a new mouse model of metastatic breast cancer based on a spontaneous mammary tumour that arose in a C57BL/6 mouse. From this line, designated EO771, they have derived a tumour variant that is metastatic to the lung (called EO771.LMB). The functional characteristics of EO771 and EO771.LMB tumour lines were compared to those of a pre-existing and widely used mouse model of metastatic mammary cancer, using immunohistochemistry and molecular analyses. By immunohistochemistry, EO771 and EO771.LMB lines were classified as a basal-like tumour, a subtype with poor prognosis in humans. Integrated molecular analysis of these tumours revealed important genes – including those that encode matrix metalloproteinase-3 (MMP-3) and parathyroid hormone-like hormone (Pthlh) – whose dysregulation might be causally involved in metastatic dissemination of breast cancer.

**Implications and future directions**

This new EO771 metastasis model will provide a valuable option for assessing genes that regulate metastasis and for developing new therapies that might be beneficial for individuals with poor-outcome basal-like tumours, who have a higher probability of developing metastatic disease. A further advantage of this model is that it grows in the C57BL/6 mouse strain, which is commonly used to generate transgenic and knockout mice. Hence, tumours derived from this new model will be valuable for analysing the contribution of specific host-derived genes to the metastatic process.

For transplantable models, the tumour cells can be inoculated into the mammary gland as an allograft with genetic and immunological compatibility and the resulting tumours often progress extensively beyond localised growth within a timeframe of weeks rather than months (Varticovski et al., 2007). Genetic manipulation of the cells prior to tumour establishment is also easily achievable. Thus, for studies relating to spontaneous metastasis, transplantable models offer a valuable and cost-efficient alternative. These models are generally established from tumour cells isolated from spontaneous mammary tumours in mice (Aslakson and Miller, 1992; Casey et al., 1951; Lelekakis et al., 1999; Rockwell and Kallman, 1973). The BALB/c isogenic series of mammary tumour lines collectively known as ‘the 4T1 model’ has been the principal transplantable mouse model used to study both tumour- and host-derived factors involved in spontaneous metastasis (Aslakson and Miller, 1992; Eckhardt et al., 2005; Kusuma et al., 2012).

Studies of host-derived factors in oncogenesis are facilitated by inoculating cells into mice that are deficient for the gene under study. Because the majority of genetically ‘pure’ knockout mice have been generated on, or backcrossed onto, the C57BL/6 background, it is desirable to have metastatic transplantation models in this strain. However, C57BL/6 mice are more resistant than BALB/c mice to mammary tumorigenesis induced by p53 loss (Kuperwasser et al., 2000) and are more resistant to metastasis (Hunter, 2012; Lifsted et al., 1998). Moreover, the role of specific host factors in tumour progression can vary depending on the mouse strain used (Martin et al., 2008).

We have now developed and characterised a new syngeneic mouse model of metastatic breast cancer in C57BL/6 mice. EO771.LMB cells were isolated from a rare metastatic lung nodule that had disseminated from an orthotopic primary tumour of the original EO771 mammary adenocarcinoma cell line, derived from a spontaneous mammary tumour in a female C57BL/6 mouse (Casey et al., 1951). Herein, we have characterised the *in vitro* and *in vivo* phenotypes of the EO771 and EO771.LMB lines. In addition, immunohistochemical profiles of EO771 and EO771.LMB tumours were obtained and compared to those of non-metastatic (67NR) and highly metastatic (4T1.2) tumours from the 4T1 BALB/c model. Array-based gene expression profiling was conducted to identify genes commonly dysregulated in metastatic tumours from both isogenic pairs.

Based on immunohistochemical analyses using a five-marker panel and array-based gene expression profiling, we show that these four tumours display features of both luminal and basal-like subtypes. Expression profiling of the isogenic non-metastatic/metastatic pairs identified the genes encoding matrix metalloproteinase-3 (MMP-3), S100 calcium binding protein A8 (S100a8), S100a9 and parathyroid hormone-like hormone (Pthlh) as possible drivers of metastatic progression.

## RESULTS

### *In vitro* and *in vivo* characterisation of EO771.LMB: a new syngeneic model of metastatic breast cancer

EO771.LMB was isolated from a rare spontaneous lung metastasis from an EO771 tumour-bearing mouse as described in the Materials and Methods. Both EO771 and EO771.LMB formed undifferentiated high-grade primary tumours in C57BL/6 mice *in vivo* (supplementary material Fig. S1), as did 67NR and 4T1.2 from the established 4T1 BALB/c model. Following summation of scores for the number of tubules present, nuclear pleomorphism and the number of mitoses, each of the four tumour types were considered high-grade overall. Interestingly, 67NR tumours produced moderate-grade nuclei, rather than the high-grade nuclei observed in the other three tumour types (supplementary material Fig. S1).

Analysis of EO771 and EO771.LMB mammary tumours revealed similar primary tumour growth rates (Fig. 1A) and, when EO771 and EO771.LMB primary tumours were resected 13 days following implantation, comparable primary tumour weights were recorded (Fig. 1B). Lung metastatic burden was assessed 2 weeks after primary tumour resection using various methods. By quantitative PCR of a reporter gene present only in the tumour cells, EO771.LMB tumour-bearing mice were shown to have increased spontaneous lung metastasis (Fig. 1C). Visible surface nodules were increased in EO771.LMB tumour-bearing mice, but this difference did not reach statistical significance (supplementary material Fig. S2). Fluorescence imaging of the mCherry-positive nodules (Fig. 1D,E) and histological analysis (Fig. 1F,G) revealed the presence of large metastatic nodules in mice with EO771.LMB tumours. Metastasis to bone was not detected (data not shown). It is important to note that counting only visible nodules will miss the inclusion of micrometastases or those within the lung parenchyma. However, the trend towards more visible, and hence larger, nodules on the lungs of EO771LMB-bearing mice might be due to earlier release of tumour cells from the primary tumour, resulting in earlier homing of tumour cells to lung and larger metastatic nodules. No difference in lung colonising ability was found between EO771 and EO771.LMB cells in experimental metastasis assays following intravenous inoculation of cells, with both lines giving rise to extensive lung metastasis (supplementary material Fig. S3), indicating key differences between the two lines in the early steps of metastasis.

**Fig. 1.**
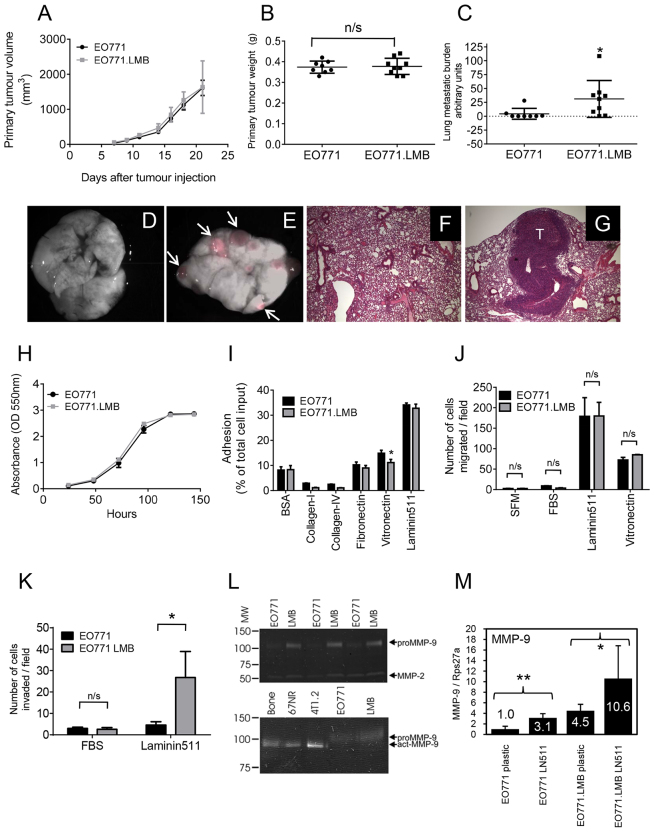
**Functional characterisation of the parental EO771 tumour line and its metastatic variant, EO771.LMB.** (A) Parental EO771 (*n*=10) and metastatic variant EO771.LMB (*n*=5) primary tumour volumes were measured three times per week following implantation of cells into the mammary gland of C57BL/6 mice [mean tumour volume (mm^3^) ± s.d.]. (B) Primary tumour weights following resection on day 13 after implantation (mean weight ± s.d.; *n*=8, EO771; *n*=9, EO771.LMB). (C) Tumour burden in the lungs (mean ± s.d.) measured by qPCR quantification of mCherry DNA in genomic DNA isolated from whole lungs 2 weeks following primary tumour resection (*n*=8, EO771; *n*=9, EO771.LMB). (D,E) Superimposed brightfield/fluorescent image of lungs from EO771 (D) or EO771.LMB (E) tumour-bearing mice. Arrows indicate tumour nodules. (F,G) Hematoxylin- and eosin-stained lung sections from an EO771- (F) or EO771.LMB- (G) bearing mouse. Magnification: 40×. T: metastatic tumour deposit. (H) Proliferation of EO771 and EO771.LMB cells (mean ± s.d. of 12 replicate wells of one of three representative experiments). (I) Adhesion of EO771 and EO771.LMB cells to different substrates after 30 min. Adhesion is represented as the percentage of total cell input [mean of triplicate wells ± s.d. of a representative experiment (*n*=3) is shown]. (J) Chemotactic migration towards serum-free medium (SFM) or 5% (v/v) FBS after 5 hours and haptotactic migration towards laminin-511 or vitronectin after 4 hours, using Transwell inserts. The number of migrated cells was counted from three fields of view per membrane at 20× magnification (mean ± s.d. of one of three independent experiments). (K) Chemotactic and haptotactic invasion through Matrigel towards 5% (v/v) FBS or laminin-511 using Transwell inserts. The assay was run for 18 hours in triplicate wells and the number of invaded cells counted from three fields of view per membrane at 20× magnification. The data represent the mean number of invaded cells ± s.d. of one of two independent experiments. (L) Gelatin zymography of triplicate EO771 and EO771.LMB (LMB) conditioned medium from cells cultured on plastic (upper panel). The positions of molecular weight (MW) markers are shown on the left. The locations of proMMP-9 and MMP-2 are indicated on the right. Mean proMMP-9 band intensity was sixfold higher for EO771.LMB compared with EO771 (*P*=0.0003). Conditioned medium from primary culture of whole bone explant (bone), 67NR and 4T1.2 cells were used as positive controls for active MMP-9 (act-MMP-9) to distinguish from proMMP-9 produced by EO771 lines (lower panel). (M) qRT-PCR analysis of *MMP-9* mRNA levels in mouse mammary tumour cell lines cultured on plastic or laminin-511 (LN-511, 2 μg/ml). Triplicate cultures were set up for each condition and triplicate PCR reactions run for each culture. Thus, each data point represents the mean ± s.d. from nine PCR reactions. Mean expression in EO771 on plastic was set to one. Statistical significance in B,C,I,J,K and M was determined using the Student’s *t*-test, whereas that in A and H were determined using two-way ANOVA. *P<0.05; **P<0.01; n/s, not significant.

Using a suite of *in vitro* surrogate assays for metastasis, EO771.LMB cells were compared to parental EO771 cells. There was no morphological distinction between EO771 and EO771.LMB cell lines cultured *in vitro* (supplementary material Fig. S4), with both lines displaying an undifferentiated spindle-shaped morphology. However, the EO771 and EO771.LMB cells were larger and had a more elongated shape compared with the 4T1.2 cells. As found *in vivo*, EO771 and EO771.LMB cells proliferated at the same rate when cultured *in vitro* (Fig. 1H). Thus, enhanced proliferation does not account for the increased metastatic capacity of EO771.LMB tumours. Similarly, no significant differences were found between the two lines in their ability to grow independent of anchorage in soft agar (supplementary material Fig. S5), nor in their capacity to form mammospheres (supplementary material Fig. S6). The number and size of the mammospheres formed by day 10 as primary cultures or by day 7 as secondary mammosphere cultures was similar between the two lines (supplementary material Fig. S6). Thus, we cannot conclude that there are any differences in potential numbers of metastasis-initiating cells between the two lines.

Interaction with the surrounding stroma is an important factor in metastatic dissemination (Bhowmick et al., 2004; Pouliot et al., 2013; Zetter, 1993). Hence, the ability to adhere to various ECM proteins that are present in the microenvironment was measured (Prince et al., 2002). Both lines showed strongest adhesion to laminin-511, whereas EO771.LMB cells had a slightly reduced ability to adhere to vitronectin (Fig. 1I). Neither EO771 nor EO771.LMB were motile towards fetal bovine serum (FBS) in chemotactic migration assays but demonstrated robust motility in haptotactic migration assays towards laminin-511 and to a lesser extent towards vitronectin (Fig. 1J). However, there were no differences between the two lines on either substrate. Although both lines were poorly invasive toward FBS (Fig. 1K), EO771.LMB showed markedly increased haptotactic invasion through Matrigel toward laminin-511 compared with EO771 (Fig. 1K). As a comparison, metastatic 4T1.2 cells were slightly more adherent than 67NR cells on most substrates, with both lines remaining only weakly adherent to collagen I, collagen IV and fibronectin. However, 4T1.2 adhesion to vitronectin and laminin-511 was elevated approximately fourfold compared with 67NR (supplementary material Fig. S7), consistent with previous results using Matrigel as the substrate (Eckhardt et al., 2005). We have shown previously that 4T1-derived metastatic variants display higher chemotactic migration and invasion than 67NR cells (Eckhardt et al., 2005), and are particularly migratory and invasive towards laminin-511 (Chia et al., 2007; Kusuma et al., 2012). These responses are dependent in part on gelatinase activity (Denoyer et al., 2014; Sloan et al., 2006). Gelatin zymography assays revealed the presence of both MMP-2 and MMP-9 in the culture supernatants of EO771 and EO771.LMB (Fig. 1L, upper panel), with EO771.LMB showing sixfold higher MMP-9 protein levels compared with EO771 cells. Only pro-MMP-9 was detected in EO771 or EO771LMB cells *in vitro* (Fig. 1L, lower panel). The absence of detectable active MMP-9 in EO771 and EO771LMB monocultures is likely to be due to the relatively low abundance of MMP-9 in these cultures compared to the levels in whole bone cultures (a positive control for active MMP-9) and/or to the need for a higher concentration of MMP-3 or other proteases present *in vivo* to fully process MMP-9. As reported previously (Tester et al., 2000), 4T1.2 cells produce more active MMP-9 than do 67NR cells (Fig. 1L, lower panel). Because laminin-511 selectively induced the invasive capacity of EO771.LMB (Fig. 1K), we evaluated whether engagement with this substrate modulated MMP-9 expression. Basal *MMP-9* mRNA levels in cells cultured on plastic were 4.5-fold higher in EO771.LMB compared with EO771 (Fig. 1M), consistent with the higher protein levels. Culturing of cells on laminin-511 significantly increased *MMP-9* mRNA levels by 3.1-fold in EO771 and by 2.4-fold in EO771.LMB relative to the cells seeded on plastic.

### Immunohistochemical profiling of mouse models of breast cancer

Standard clinical phenotyping of human tumours involves immunohistochemical staining for estrogen receptor alpha (ERα), progesterone receptor (PR) and HER2 amplification or high expression, to inform selection of therapy. Additional staining for cytokeratin 5/6 (KRT5/6), epidermal growth factor receptor (EGFR) and Ki-67 has also been used as a surrogate for gene expression profiling to allocate tumours to luminal A, luminal B, HER2 or basal-like molecular subtypes (Blows et al., 2010). Inclusion of the three additional markers better predicts survival (Cheang et al., 2008) and loco-regional relapse (Voduc et al., 2010).

Thus, primary EO771 and EO771.LMB tumours were analysed by immunohistochemistry (Fig. 2) for markers of the luminal A/B subtypes (ERα, ERβ, PR), the HER2 subtype (Erb-b2/Neu) and the basal-like subtype (KRT5/6, EGFR) and compared to 67NR and 4T1.2 tumours. ERα is located in the nuclei of primary human breast cancers (Pertschuk et al., 1985) and ERα-positive MCF7 xenografts, but is absent in the triple-negative MDA-MB-231 tumours (supplementary material Fig. S8). 67NR tumours revealed nuclear ERα positivity as well as diffuse cytoplasmic staining. Nuclear staining was negligible in the other three tumours, which instead showed diffuse cytoplasmic positivity (Fig. 2). Cytoplasmic ERα is also present at low incidence in human breast cancer specimens (Welsh et al., 2012), but the significance of this localisation is not known. The closely related ERβ protein, which is required for normal terminal differentiation of the murine mammary gland (Förster et al., 2002), was not present in any of the tumours (Fig. 2). Similarly, all four tumours were negative for PR and Erb-b2/Neu protein. In humans, tumours are considered basal-like if they are negative for nuclear ERα, PR and HER2 (triple-negative) but positive for KRT5/6 or EGFR (Carey et al., 2006; Cheang et al., 2008; Nielsen et al., 2004). All four tumours were negative for KRT5/6 protein but positive for EGFR staining (Fig. 2). Therefore, immunohistochemical analysis indicates that 4T1.2, EO771 and EO771.LMB have a triple-negative and basal-like phenotype, whereas 67NR, owing to the presence of nuclear ERα, displays a mixed luminal/basal phenotype.

**Fig. 2.**
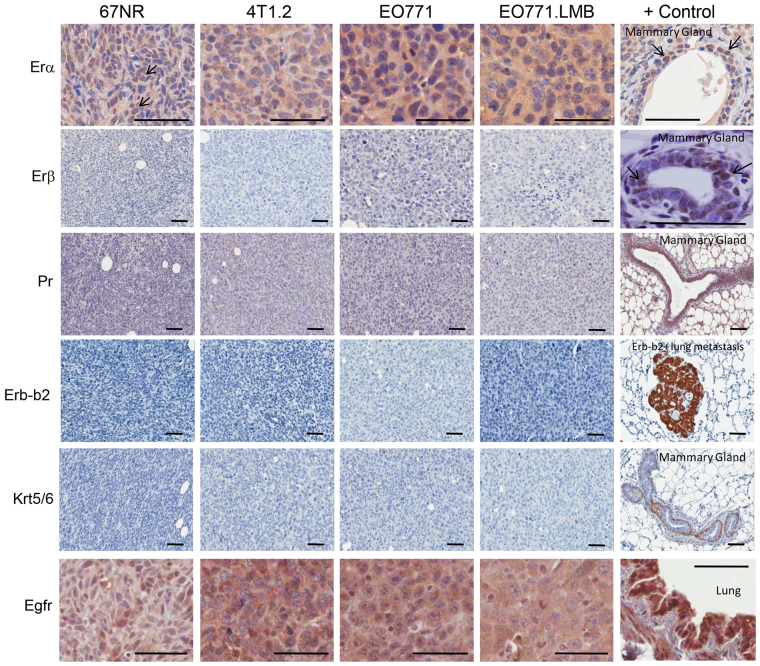
**Immunohistochemical staining of primary murine mammary tumours for markers of human breast cancer subtypes.** From top to bottom: Luminal marker ERα. A normal mammary duct adjacent to a 67NR tumour was used as a positive control. Arrows indicate examples of ERα-positive nuclei in 67NR tumour and mammary duct. Luminal marker ERβ. A normal mammary duct was used as a positive control with arrows indicating examples of ERβ-positive nuclei. Luminal marker PR. A normal mammary gland shows high levels of this protein. Erb-b2/Neu. A metastatic tumour from the lungs of an MMTV-Neu transgenic mouse was used as a positive control. Basal markers cytokeratin 5/6 (Krt5/6) and EGFR. Positive controls (myoepithelial layer of mammary gland for Krt5/6 and mouse lung for EGFR) are shown at the right of each row. Scale bars: 50 μm.

### *p53* status of mouse mammary tumours

Mutations in p53 are associated with the basal-like subtype of breast cancer (Carey et al., 2006). Because point mutations in *p53* stabilise the protein, a positive signal by immunohistochemistry is commonly used as a surrogate marker of tumours bearing a missense mutation (Wynford-Thomas, 1992; Yemelyanova et al., 2011). Both EO771 and EO771.LMB primary tumours showed uniform nuclear staining for p53, whereas 67NR and 4T1.2 were negative (Fig. 3A). Constitutive p53 expression by cultured EO771 and EO771.LMB cells was confirmed by western blot, and protein levels could not be further enhanced by exposure to ultraviolet (UV) radiation, indicating the presence of mutant p53. In contrast, p53 is inducible in mouse embryonic fibroblasts that express wild-type p53 (Fig. 3B). Both control and UV-radiation-exposed 67NR and 4T1.2 cells were negative for p53, which is in agreement with earlier reports on the 4T1 model (Wang et al., 1998; Yerlikaya and Erin, 2008).

**Fig. 3.**
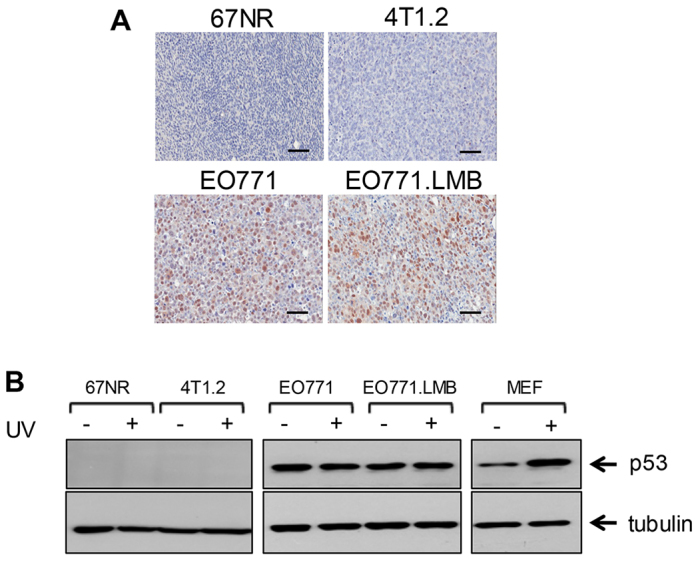
**Evaluation of p53 status.** (A) Immunostaining of primary tumours for tumour suppressor p53. Scale bars: 50μm. (B) Cell lines were exposed to UVC irradiation (+) or sham-irradiated (−) and then assessed 4 hours later for p53 levels by western blot. The blots were re-probed with an antibody for α-tubulin as a loading control. UVC-treated mouse embryonic fibroblasts (MEF) with wild-type p53 were used as a positive control. The data are representative of two independent experiments.

### Responses of murine mammary tumours to tamoxifen

Given the lack of nuclear ERα protein but the presence of diffuse cytoplasmic ERα in the EO771-derived tumours and in 4T1.2 tumours, we determined whether their growth was impacted by administration of the ERα antagonist tamoxifen to the mice, with continuous treatment beginning on the day of tumour-cell inoculation. Tamoxifen significantly inhibited growth of 67NR tumours (Fig. 4A), consistent with the presence of nuclear ERα. Tamoxifen administration had no significant effect on the growth of 4T1.2 (Fig. 4B) or EO771.LMB (Fig. 4D), but did reduce growth of EO771 tumours (Fig. 4C). To help gain insight into epithelial versus possible stromal actions of tamoxifen *in vivo*, proliferation *in vitro* was measured in response to the active metabolite 4-hydroxytamoxifen. 4-hydroxytamoxifen significantly abrogated proliferation in 67NR cells (Fig. 4E), but had no effect on the growth rates of 4T1.2, EO771 or EO771.LMB cells (Fig. 4F–H). Thus, response to tamoxifen *in vitro* was correlated with the presence of nuclear ERα; the reduction of EO771 tumour growth and the trend towards decreased growth of EO771.LMB and 4T1.2 tumours *in vivo* upon tamoxifen administration might be attributable to effects on stromal cells.

**Fig. 4.**
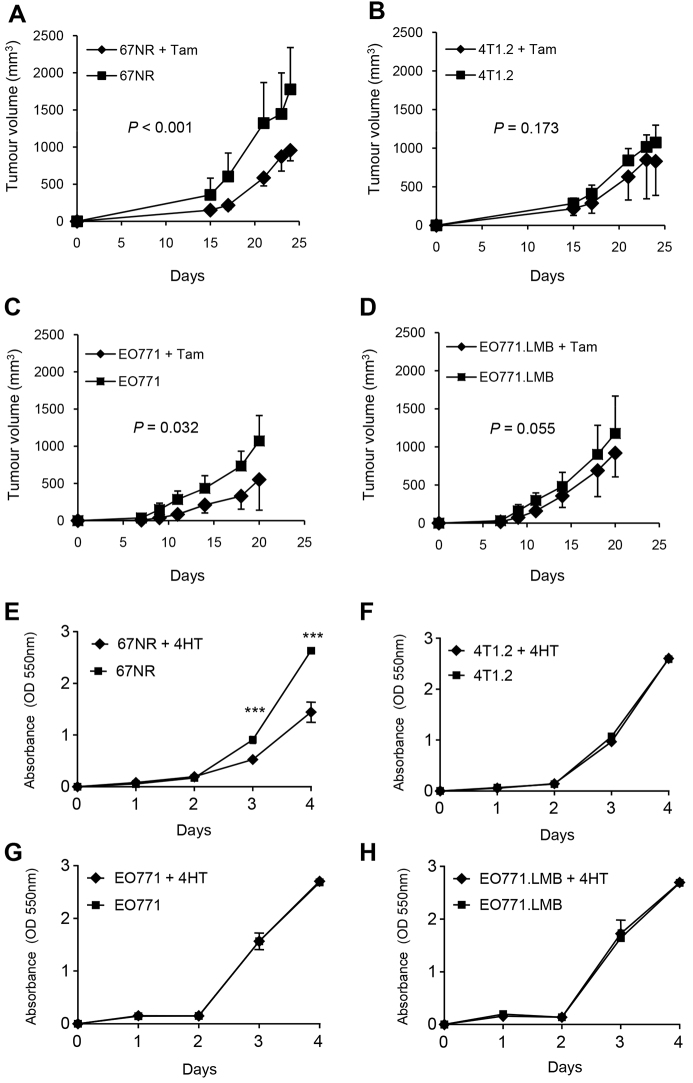
**Response of primary murine mammary tumours and cell lines to treatment with an estrogen receptor antagonist.** Mice were implanted with 67NR (A), 4T1.2 (B), EO771 (C) or EO771.LMB (D) cells and divided into two groups. One group received tamoxifen (Tam, 10 μg/g of chow) beginning on the day of cell implantation and the other did not receive tamoxifen. For 67NR and 4T1.2 tumour-bearing mice, *n*=6/group, for EO771 and EO771.LMB, *n*=10/group. Graphs depict the mean tumour volume (mm^3^) ± s.d. for each group. (E-H) Response of cultured tumour cells to treatment with 4-hydroxytamoxifen (4HT). Cells were incubated with vehicle alone (1% ethanol) or 4HT at 500 nM. Proliferation (mean ± s.d. of six replicate wells) was measured over 4 days. One of two representative experiments is shown. ***P<0.001 by Student’s *t*-test.

The different responses to tamoxifen prompted us to assess *ERα* transcript levels in tumours and cultured cells (Fig. 5). *ERα* mRNA levels in whole 67NR and 4T1.2 tumours were higher than those in EO771 and EO771.LMB tumours, although no significant differences were found between 67NR and 4T1.2, or between EO771 and EO771.LMB pairs (Fig. 5A). However, tumour cells isolated from 67NR primary tumours expressed three- to four-fold higher *ERα* mRNA levels than those from 4T1.2 (Fig. 5B), confirming their intrinsic responsiveness to tamoxifen. Cells isolated from EO771.LMB tumours expressed more *ERα* than did EO771 (Fig. 5B), but the low expression in both lines compared with that in 67NR indicates that the *in vivo* responsiveness of EO771 tumours to tamoxifen is most likely mediated by the stromal compartment. The differential expression of ERα between 67NR and 4T1.2 and between EO771 and EO771.LMB was retained when the cells were cultured *in vitro* (Fig. 5C).

**Fig. 5.**
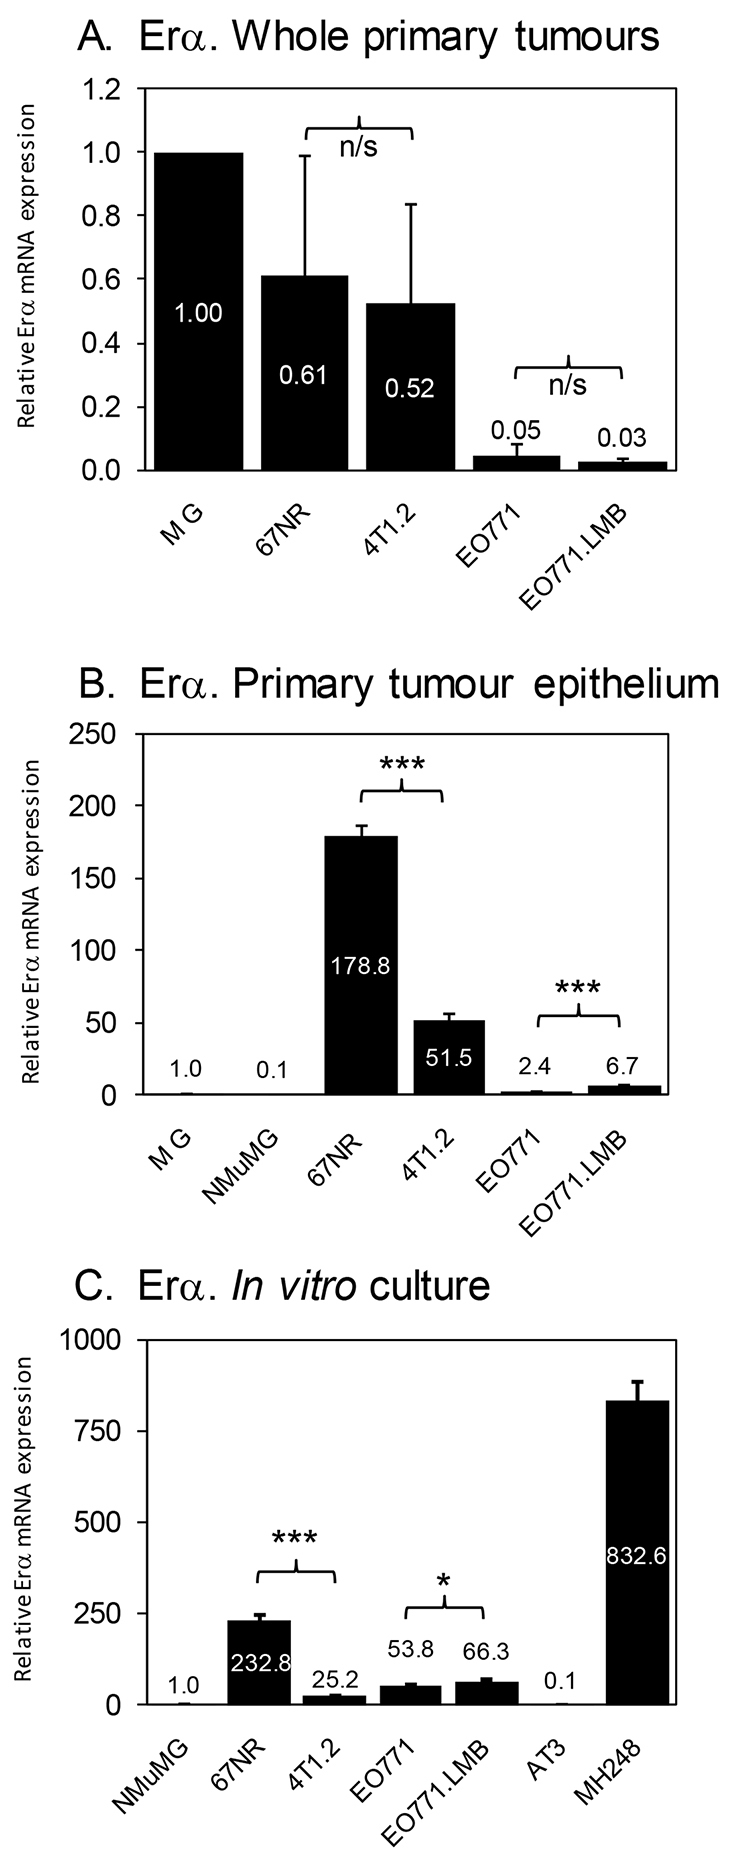
**Analysis of *ERα* mRNA expression.** (A) qRT-PCR analysis of *ERα* mRNA levels in whole primary tumours. Three different primary tumours were analysed in duplicate by qRT-PCR for each tumour model. Thus, each data point represents the mean ± s.d. of six qPCR reactions across three different tumours. Expression in whole mammary gland (MG) was set to 1. (B) qRT-PCR analysis of *ERα* mRNA levels in whole mammary gland (MG), cultured NMuMG cells and in isolated tumour epithelial cells from the indicated primary tumours. RNA was isolated from the primary tumour cells of two mice for each tumour type and pooled. Each data point represents the mean ± s.d. of triplicate reactions. Expression in mammary gland (MG) was set to 1. (C) qRT-PCR analysis of *ERα* mRNA levels in cultured mammary tumour cell lines. Each data point represents the mean ± s.d. of triplicate reactions. Expression in NMuMG cells was set to 1. AT3 and MH248 murine mammary tumour lines were used as negative and positive controls, respectively. *P<0.05; ***P<0.001; n/s, not significant.

### Gene expression signatures in mouse mammary tumours

To delineate molecular features of the four tumour models (EO771/EO771.LMB and 67NR/4T1.2), whole primary tumours were subjected to array-based gene expression profiling and gene set enrichment analysis (GSEA), completed by applying eight different gene expression signatures relevant to breast cancer biology (supplementary material Tables S1–S3; Fig. S9A–H). 

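Whole primary tumours of 5 types were profiled, with 3 tumours of each type and 15 in all. 67NR and 4T1.2 are mouse mammary tumour lines that were implanted in BALB/c mice, and EO771 and EO771.LMB were implanted in C57BL/6 mice. EMT6.5, another line grown in BALB/c mice, enters the values at the signatures through the mean of the 15 tumours. EO771 and EO771.LMB tumours resembled each other about as closely as tumours of one type did. Across transcript clusters, the arrays' units of measurement, Pearson's r was 0.983 to 0.989 between tumours of one type and 0.978 to 0.989 between EO771 and EO771.LMB tumours. It was 0.948 to 0.957 between 67NR and 4T1.2 tumours and 0.920 to 0.938 between tumours of the EO771 pair and those of the 4T1 pair. These correlations run across clusters of the same arrays, which are not independent replicates. RNA was hybridised to Affymetrix Mouse Gene 1.0 ST arrays. The methods describe background adjustment, quantile normalization and median-polish summarization with GCRMA, whereas the submitters' processing notes name RMA and Partek 6.6. The deposited values are log2 signals of 35556 transcript clusters. They ran from 3.26 to 13.98, with array medians of 6.32 to 6.44, and were used without further normalization. The mice were 8 to 10 weeks old according to the methods and 6 to 8 weeks old according to the sample labels. Differences were tested with limma on the log2 values of all 15 tumours with tumour type as the only term, which gives all types one shared estimate of the spread. The p-values were adjusted over all clusters by the Benjamini-Hochberg method, and clusters with an adjusted p under 0.05 were called. Of the clusters, 25440 carry a gene symbol, and each of 21975 genes was represented by its brightest cluster. The study's signatures are not given as text, so 8 gene lists on the same themes were written instead, with 19 lists of other processes and cell types. These lists, the comparisons, the tests, the rule for the genes named and the alternative settings were fixed before the data were examined, apart from the tests and settings named as added later. A list was tested as a whole with limma's camera at a preset correlation of 0.01, with an estimated correlation beside it. The number of tumours limits the precision, since each type has 3.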

According to this genomic analysis, a basal cell expression signature was not enriched in any of the tumours (supplementary material Fig. S9A; Table S1); however, a luminal expression signature was unexpectedly enriched in 4T1.2 tumours (supplementary material Fig. S9B). 

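In 4T1.2 tumours, a few luminal genes stood well above the mean of the 15 tumours, while most luminal and basal genes did not pass the test. Gata3, a transcription factor of luminal mammary cells, was higher by 2.26 on the log2 scale (standard error 0.16, adjusted p = 1.0e-07 from limma). The luminal keratin gene Krt18 was higher by 1.83 (standard error 0.13, adjusted p = 1.5e-07), as was Cd24a. Areg, which encodes the EGFR ligand amphiregulin, was lower, with a log2 difference of -0.74. Of 37 luminal genes, 5 were higher, 3 were lower and 29 did not pass in 4T1.2, with the same counts when adjusted over the list alone. The list as a whole was not called there (median log2 difference 0.05, adjusted p = 0.52 from camera over the 8 lists and 4 tumour types). In EO771.LMB the luminal list fell, with a median of -0.10 (adjusted p = 0.029), but not with an estimated correlation (adjusted p = 0.41 with an estimated correlation). That call also ended with one-way analysis of variance in place of limma's shared spread (adjusted p = 0.051), without EO771.LMB replicate 2 (adjusted p = 0.052) and over the clusters above the median signal. Among 36 basal genes, 5 were higher and 8 lower in 67NR, 6 and 5 in 4T1.2, 4 and 8 in EO771, and 4 and 10 in EO771.LMB. Adjusted over the list alone, 7 rather than 6 were higher in 4T1.2 and 11 rather than 10 lower in EO771.LMB. Tns4, which encodes the focal adhesion protein tensin 4, was higher in 4T1.2 by 3.54 (standard error 0.11, adjusted p = 2.4e-11). Egfr was lower there (log2 difference -1.47, standard error 0.09, adjusted p = 1.9e-08). Camera called the basal list in no type, with adjusted p-values of 0.55, 0.80, 0.082 and 0.061. By the study's rule of an unadjusted p, the share of luminal genes higher in 4T1.2 was 18.9%, and the basal share there was 22.2%. Over the clusters above the median signal, these shares were 35.7% and 40.0%. Fewer members were left there, with standard errors over them of 12.8 and 15.5 percentage points. Without 4T1.2 replicate 1 the basal share was 30.6%.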

EO771 and EO771.LMB tumours both displayed enrichment of proliferation genes (supplementary material Fig. S9C), hypoxia-regulated genes (supplementary material Fig. S9D) and upregulation of a subset of interferon-regulated genes (supplementary material Fig. S9E), thus distinguishing them from tumours of the 4T1 model. 

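Cell-cycle and interferon-induced genes were higher in both EO771 and EO771.LMB tumours and lower in 67NR tumours, relative to the mean of the 15 tumours. Of 84 proliferation genes, 59 were higher in EO771 and 63 in EO771.LMB, whereas 66 were lower in 67NR and 59 lower in 4T1.2. Adjusted over the list alone, these counts were 63, 67, 68 and 61. Set directly against the 4T1 pair, the EO771 pair had 75 proliferation genes higher and 3 lower. They included the DNA repair nuclease gene Exo1 (1.73 on the log2 scale, standard error 0.14, adjusted p = 2.3e-07 from limma) and Uhrf1, a gene of DNA methylation maintenance (1.68, standard error 0.14). Mki67, which encodes the Ki-67 antigen, went the other way, with a log2 difference of -0.90 (standard error 0.09, adjusted p = 1.0e-06). Of 56 interferon genes, 45 were higher and 1 lower in EO771, and 38 were higher and 4 lower in EO771.LMB (46 and 41 higher when adjusted over the list alone). In 67NR none was higher and 46 were lower, while 4T1.2 had 9 higher and 16 lower. Ifit1, an antiviral effector gene, was above the mean by 1.82 in EO771 and by 1.70 in EO771.LMB. Hypoxia genes went both ways in both EO771 types. Of 50, 12 were higher and 9 lower in EO771, and the same numbers in EO771.LMB, with list medians of 0.02 and 0.00 (adjusted p = 0.44 and 0.87 from camera). In 4T1.2, 18 were higher and 6 lower, led by Stc1 (2.93) and the prolyl hydroxylase gene Egln3 (1.79), and in 67NR 2 were higher and 33 lower. By the study's rule, the shares of members higher in EO771 and EO771.LMB were 76.2% and 79.8% for proliferation, 82.1% and 73.2% for interferon and 30.0% and 34.0% for hypoxia. The hypoxia share was 6.00% in 67NR and 46.0% in 4T1.2, and that in EO771.LMB was 24.0% without EO771.LMB replicate 1. Camera called proliferation higher in both EO771 types (adjusted p = 3.2e-14 and 2.3e-16) and interferon likewise (adjusted p = 3.9e-21 and 1.3e-10). With an estimated correlation none of these calls remained (adjusted p = 0.20 and 0.19 for proliferation and 0.14 and 0.20 for interferon with an estimated correlation). The calls of hypoxia genes in 4T1.2 (adjusted p = 0.0027) and 67NR (adjusted p = 2.0e-09) ended too (adjusted p = 0.46 and 0.19 with an estimated correlation). Markers of macrophages ran with the same grouping of tumours, since 25 of 28 were lower in the EO771 pair than in the 4T1 pair, with a median log2 difference of -1.38 (adjusted p = 4.6e-13 from camera, 0.046 with an estimated correlation).

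**Figure D1:**
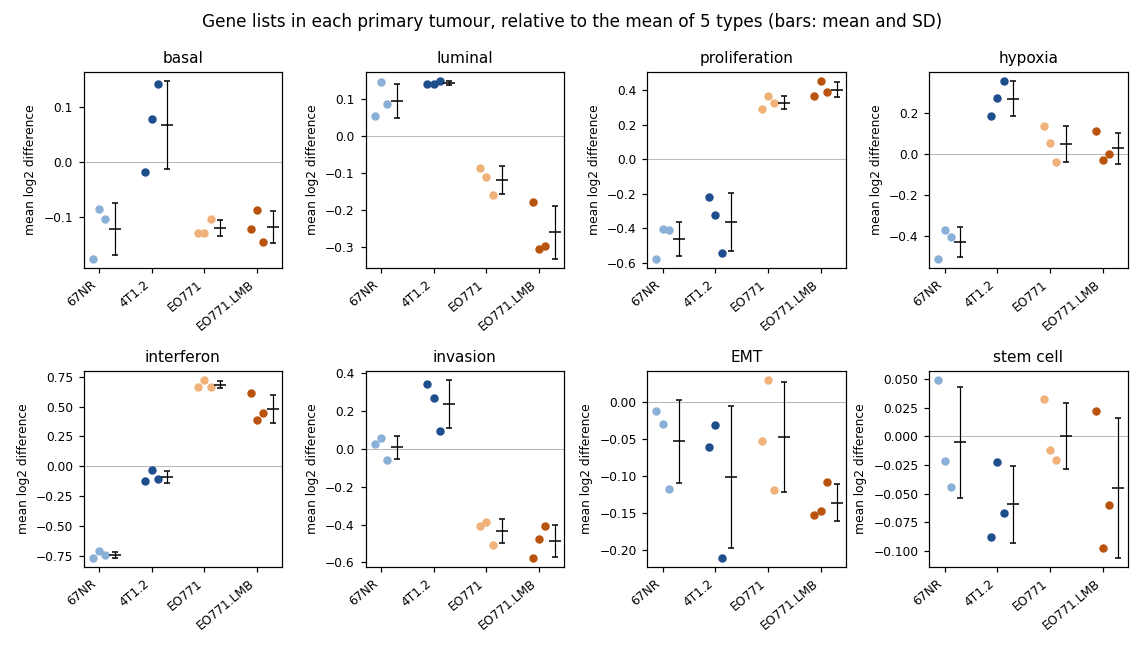
Mean log2 difference of each gene list from the mean of the 5 types, for each of the 3 tumours of 67NR, 4T1.2, EO771 and EO771.LMB. Each point is a tumour, and the list values are on the log2 scale. Interferon and proliferation points of EO771 and EO771.LMB tumours lie above those of 67NR tumours.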

None of the tumours was significantly enriched for invasion, epithelial-to-mesenchymal transition (EMT) or breast cancer stem cell signatures (supplementary material Fig. S9F–H), indicating that these latter three phenotypes are not the sole determinants of metastatic capacity.

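Genes of matrix remodelling, which make up the invasion list, were higher in 4T1.2 tumours and lower in both EO771 types, whereas EMT and stem cell genes went both ways in 67NR, 4T1.2, EO771 and EO771.LMB. Of 53 invasion genes, 25 were higher and 7 lower in 4T1.2 relative to the mean of the 15 tumours, including the fibronectin gene Fn1 (1.45 on the log2 scale, standard error 0.09, adjusted p = 2.4e-08 from limma) and Lum, which encodes the collagen-binding proteoglycan lumican (1.38). In EO771, 5 were higher and 30 lower, and in EO771.LMB 6 and 35, where Fn1 had log2 differences of -2.08 and -2.15. The collagen gene Col6a3 went the other way in EO771 (1.67, standard error 0.12, adjusted p = 1.9e-07). In 67NR, 18 invasion genes were higher and 16 lower. Adjusted over the list alone, 27 and 11 passed in 4T1.2, 6 and 34 in EO771, 6 and 37 in EO771.LMB and 20 and 20 in 67NR. Camera called the invasion list higher in 4T1.2 (median 0.31, adjusted p = 0.00098) and lower in EO771 and EO771.LMB (median -0.51 in each, adjusted p = 5.5e-09 and 3.6e-11), but no call held with an estimated correlation (adjusted p = 0.38, 0.19 and 0.14 with an estimated correlation). Fibroblast markers, some of which, such as Lum, are also on the invasion list, ran the same way. Of 36, 15 were higher and 5 lower in 4T1.2, 5 and 20 in EO771 and 3 and 22 in EO771.LMB (20 and 7, 5 and 21, and 4 and 25 when adjusted over the list alone). Camera called them in these types (adjusted p = 0.0020, 1.6e-05 and 1.1e-07), but not with an estimated correlation (adjusted p = 0.43, 0.35 and 0.11 with an estimated correlation). Of 49 EMT genes, 11 were higher and 18 lower in 67NR, 11 and 16 in 4T1.2, 13 and 16 in EO771, and 10 and 19 in EO771.LMB. Cdh2, which encodes N-cadherin, was higher in 67NR (3.18, standard error 0.09, adjusted p = 6.2e-12), and the EMT transcription factor gene Zeb1 was lower in 4T1.2 (log2 difference -1.90). Of 45 stem cell genes, 13 were higher and 12 lower in 67NR, 8 and 14 in 4T1.2, 11 and 14 in EO771, and 15 and 17 in EO771.LMB. Cd24a was among the stem cell genes furthest from the mean, at 2.56 in 67NR and -2.14 in EO771.LMB. Adjusted over the list alone, 12, 13, 14 and 11 EMT genes and 14, 9, 12 and 15 stem cell genes were higher in 67NR, 4T1.2, EO771 and EO771.LMB. Camera called neither list in these 4 types. Shares of members higher by the study's rule were 37.7%, 52.8%, 11.3% and 11.3% for invasion in 67NR, 4T1.2, EO771 and EO771.LMB, 24.5%, 28.6%, 28.6% and 22.4% for EMT, and 31.1%, 22.2%, 26.7% and 33.3% for stem cells. Of all genes, 17.0%, 19.0%, 20.0% and 21.5% were higher in these types by that rule. The EMT share in 4T1.2 was 22.4% without 4T1.2 replicate 2, that in 67NR was 26.5% without EO771 replicate 2, and the stem cell share in EO771 was 24.4% without EO771 replicate 1.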

### Gene expression profiling identifies an association of MMP-3, Pthlh and S100a8 with the metastatic phenotype

To identify candidate genes that might be causal in metastatic dissemination, the array data were analysed for transcripts commonly upregulated or downregulated in both 67NR/4T1.2 and EO771/EO771.LMB isogenic pairs (supplementary material Fig. S10; Tables S2, S3). 

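The 4T1 pair differed in many transcript clusters and the EO771 pair in very few. Between 4T1.2 and 67NR, 3091 clusters were higher and 3244 lower by limma. Npnt, an extracellular matrix gene, was higher in 4T1.2 by 5.30 on the log2 scale (standard error 0.14, adjusted p = 3.0e-12), together with Itga8 (4.65), which encodes an integrin subunit that binds nephronectin. The hedgehog-binding gene Hhip (4.84) and the fructose transporter gene Slc2a5 (4.79) were also higher. The guidance factor gene Sema3a and the transcription factor gene Foxd1 were lower, with log2 differences of -5.77 and -5.69. Between EO771.LMB and EO771, limma called 0 clusters higher and 7 lower, and one-way analysis of variance over the 5 types called 0 and 4. At an unadjusted p under 0.05, limma gave 1392 higher and 1560 lower, where 889 each would be met by chance. The 7 included Cdh5, which encodes VE-cadherin of endothelial cells (log2 difference -1.55, standard error 0.12, adjusted p = 0.00022), and Pdpn, which encodes podoplanin (-1.43, standard error 0.19, adjusted p = 0.022). Both were also lower in 4T1.2, and they were the only clusters called in the same direction in both pairs. The call of Pdpn in the EO771 pair ended without EO771 replicate 1 (adjusted p = 0.11) and without EO771.LMB replicate 3 (adjusted p = 0.18), among other settings. Without EO771.LMB replicate 1, 12 clusters were higher and 42 lower in EO771.LMB. At the unadjusted threshold, 299 clusters were higher and 310 lower in both metastatic tumours, where independent lists would share 218.8 and 215.4. Clusters changed in opposite directions were also more frequent than in independent lists, with 321 against 245.2 and 242 against 192.2. The odds ratio of same against opposite directions was 1.19, and 44 of 100 splits of the tumours gave one as large. Without EO771 replicate 1, the shared clusters were 198 and 195. Those higher in both had as leading genes, besides Mmp3, Pthlh and S100a8, the kinase gene Prkg2 (1.20 in the 4T1 pair and 1.11 in the EO771 pair), Matn2 (1.00 and 0.81) and Ccbe1 (1.48 and 0.81), a gene of lymphatic development. A dimmer cluster of Prkg2, with a mean log2 signal of 5.31, gave 0.21 in the 4T1 pair (adjusted p = 0.26 from limma) and 0.14 in the EO771 pair (adjusted p = 0.84). Those lower in both included the granzyme genes Gzmf (-3.19 and -2.00) and Gzmg (-3.19 and -1.49) and Ceacam1 (-1.23 and -1.16). None of the genes named here as shared, apart from Cdh5 and Pdpn, passed in the EO771 pair after adjustment. The log2 differences of the pairs were hardly related, with r = 0.036 across clusters, which are not independent replicates. The paper reasons that transcripts changed in both isogenic pairs are candidates for a part in metastatic dissemination, and it chose genes from them for further work by fold change, P-value and the size of the difference in the EO771 pair.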

Candidate genes common to both pairs were selected for further interrogation based on fold change, *P*-value and extent of differential expression in the EO771/EO771.LMB pair. Differential gene expression was confirmed by qRT-PCR in whole tumours (Table 1; supplementary material Fig. S11).

**Table 1.**
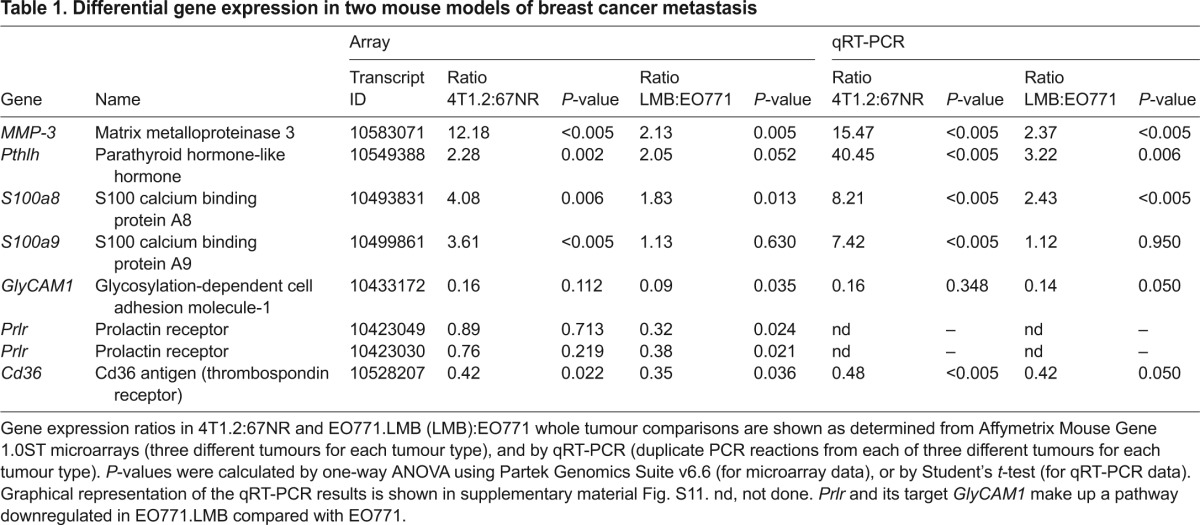
Differential gene expression in two mouse models of breast cancer metastasis

Matrix metalloproteinase-3 (*MMP-3*) and parathyroid hormone-like hormone (*Pthlh*) genes encode secreted factors implicated previously in breast cancer progression (Kremer et al., 2011; Sternlicht et al., 1999). These two genes were upregulated in 4T1.2 and EO771.LMB primary tumours compared with their non-metastatic counterparts, by both microarray and qRT-PCR. 

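Mmp3 was far higher in 4T1.2 than in 67NR tumours and lay higher in every EO771.LMB tumour than in EO771. Its log2 signal was 10.09 ± 0.26 (SD, n = 3) in 4T1.2 and 6.48 ± 0.28 (SD, n = 3) in 67NR, a ratio of 12.2 (log2 difference 3.61, standard error 0.18, adjusted p = 3.2e-09 from limma). In EO771.LMB it was 9.64 ± 0.26 (SD, n = 3) and in EO771 8.55 ± 0.22 (SD, n = 3), a ratio of 2.13 with all EO771.LMB tumours above all EO771 tumours. This difference of 1.09 (standard error 0.18) did not pass after adjustment over all clusters (adjusted p = 0.072), with an unadjusted p = 2.7e-05 from limma. It passed when only clusters with a gene symbol were tested (adjusted p = 0.028), a setting added after the values were seen. Pthlh was 7.51 ± 0.16 (SD, n = 3) in 4T1.2 and 6.32 ± 0.24 (SD, n = 3) in 67NR, a ratio of 2.28 (adjusted p = 0.0041 from limma). Its signal was 9.19 ± 0.62 (SD, n = 3) in EO771.LMB and 8.15 ± 0.22 (SD, n = 3) in EO771, a ratio of 2.05 (log2 difference 1.04, standard error 0.25, adjusted p = 0.22). Without EO771.LMB replicate 1 this log2 difference was 1.39 and passed the test (adjusted p = 0.011). That value is the low end of the range over all settings run, and other settings moved the adjusted p further from the threshold. Other matrix metalloproteinase genes also rose in 4T1.2. Of 27 genes of MMPs and their inhibitors, the TIMPs, which include Mmp3, 10 were higher than in 67NR and none was lower (13 higher when adjusted over the list alone). Besides Mmp3, those higher included the collagenase gene Mmp13 (3.43), the stromelysin-2 gene Mmp10 (2.31) and the macrophage elastase gene Mmp12 (2.19). Camera called this list higher in 4T1.2 (adjusted p = 1.7e-05 over 27 lists), also with an estimated correlation (adjusted p = 0.012). In EO771.LMB against EO771 no gene of the list passed over all clusters, 1, Mmp3, was higher when adjusted over the list alone, and camera did not call the list (adjusted p = 0.57).

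**Figure D2:**
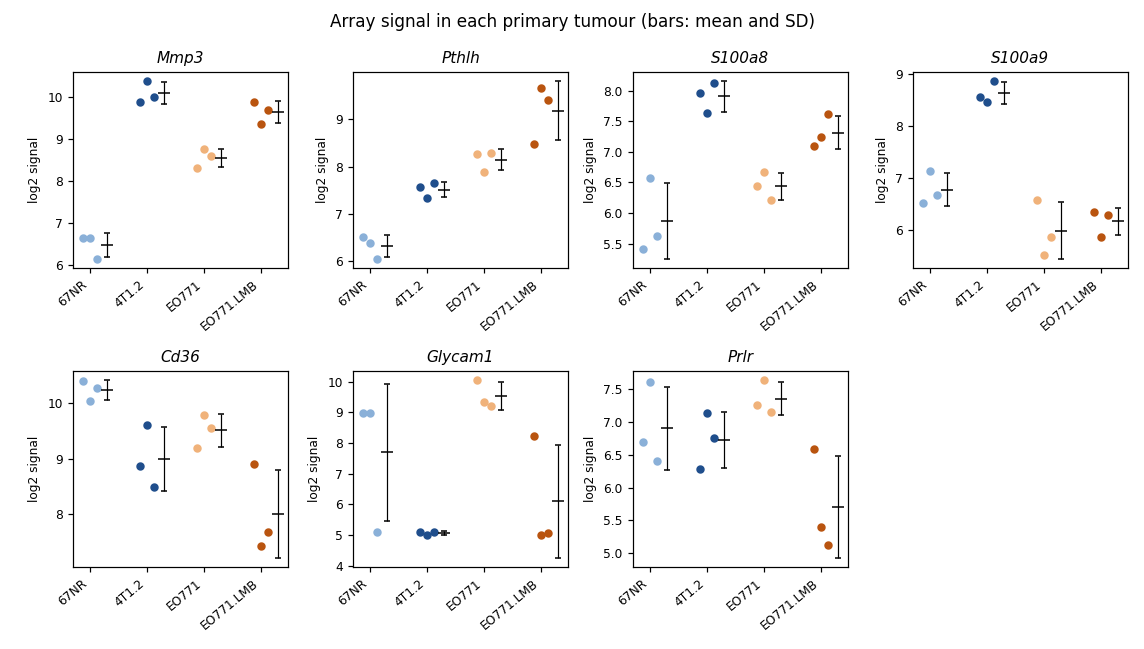
Log2 array signal of 7 genes in the tumours of 67NR, 4T1.2, EO771 and EO771.LMB. Each point is a tumour, and the bars give the mean and the SD of 3 tumours. Mmp3 points of 4T1.2 and EO771.LMB tumours lie above those of 67NR and EO771 tumours, respectively, and Glycam1 points of 67NR and EO771.LMB tumours are spread over several log2 units.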

The secreted neutrophil chemotactic factor calprotectin is a stable heterodimer of the related S100A8 and S100A9 proteins, although each protein is also able to form homodimers (Ehrchen et al., 2009). Both proteins are co-expressed in human breast cancers, where they are associated with aggressive tumour characteristics (Acharyya et al., 2012; Arai et al., 2008; Moon et al., 2008). Secretion of S100a8 by primary tumours has also been implicated in the formation of the pre-metastatic niche in mouse lung (Hiratsuka et al., 2008). S100a8 was elevated in both 67NR/4T1.2 and EO771/EO771.LMB tumour comparisons, although differential expression of S100a9 was found only in 4T1.2/67NR (Table 1; supplementary material Fig. S11). 

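S100a8 and S100a9 both rose in 4T1.2 together with other neutrophil genes, whereas neither passed the test in EO771.LMB against EO771. The log2 signal of S100a8 was 7.91 ± 0.25 (SD, n = 3) in 4T1.2 and 5.88 ± 0.62 (SD, n = 3) in 67NR, a ratio of 4.08 (adjusted p = 3.9e-05 from limma). That of S100a9 was 8.63 ± 0.21 (SD, n = 3) and 6.78 ± 0.32 (SD, n = 3), a ratio of 3.61 (adjusted p = 9.4e-05). In EO771.LMB, S100a8 was 7.31 ± 0.27 (SD, n = 3) against 6.44 ± 0.22 (SD, n = 3) in EO771, a log2 difference of 0.87 (standard error 0.25, adjusted p = 0.32). All EO771.LMB tumours lay above all EO771 tumours. S100a9 was 6.18 ± 0.26 (SD, n = 3) in EO771.LMB and 6.00 ± 0.54 (SD, n = 3) in EO771 (log2 difference 0.18, standard error 0.25, adjusted p = 0.92). Tested directly, the change in the 4T1 pair exceeded that in the EO771 pair by 1.67 for S100a9 (standard error 0.35, adjusted p = 0.0063 from limma) and by 1.16 for S100a8 (standard error 0.35, adjusted p = 0.0497). The call of S100a8 ended under several settings, such as one-way analysis of variance (adjusted p = 0.11), with a range from 0.0016 to 0.12 over all settings run. Of 36 neutrophil genes, which include both, 18 were higher and 2 lower in 4T1.2 (19 and 2 when adjusted over the list alone), among them Lcn2, which encodes the granule protein lipocalin-2 and had a ratio of 12.1, and Retnlg, with a log2 difference of 2.41. Camera called the neutrophil list higher (adjusted p = 6.5e-07, 0.045 with an estimated correlation). Of 19 neutrophil recruitment genes, 6 were higher and 1 lower, led by the cytokine genes Il1a (2.46) and Il23a (2.43) (adjusted p = 0.0091 from camera, but 0.31 with an estimated correlation). Of 17 S100 family genes, 2 were higher in 4T1.2, S100a8 and S100a9, and 5 were lower (6 when adjusted over the list alone), including S100a4 (log2 difference -2.21). That list was not called (adjusted p = 0.059). In EO771.LMB no gene of these 3 lists passed over all clusters, and camera called none of the lists.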

Two genes downregulated in metastatic tumours were also evaluated. Cd36 is a scavenger receptor for oxidized low-density lipoprotein (LDL) found on the surface of myeloid cells, erythrocytes, endothelium and adipocytes in the tumour microenvironment (Koch et al., 2011). It binds collagen and thrombospondin (Koch et al., 2011), and its loss in tumour stroma is associated with poor outcome in breast cancer (Defilippis et al., 2012). Cd36 was downregulated approximately twofold in whole metastatic tumours from each model (Table 1; supplementary material Fig. S11). 

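Cd36 was lower in 4T1.2 than in 67NR, and in EO771.LMB it lay below EO771 by an amount that did not pass the test after adjustment. Among markers of cells that express it, the lists of fat and blood vessel cells were called lower in EO771.LMB with few or no single genes past the test, and the macrophage list was called lower in both pairs at the preset correlation alone. The erythroid list went the other way, called higher in EO771.LMB at the preset correlation alone. The log2 signal of Cd36 was 8.99 ± 0.57 (SD, n = 3) in 4T1.2 and 10.23 ± 0.18 (SD, n = 3) in 67NR, a ratio of 0.424 (log2 difference -1.24, standard error 0.33, adjusted p = 0.018 from limma). In EO771.LMB it was 8.01 ± 0.78 (SD, n = 3) and in EO771 9.51 ± 0.30 (SD, n = 3), a ratio of 0.352. This log2 difference of -1.51 (standard error 0.33) did not pass after adjustment (adjusted p = 0.16), with an unadjusted p = 0.00047 from limma. Without EO771.LMB replicate 1, whose signal of 8.90 lay above those of the other tumours of its type, 7.43 and 7.69, the log2 difference was -1.95 and passed the test (adjusted p = 0.011). This is the low end of the range over all settings run, some of which raised the adjusted p. The call in the 4T1 pair ended with one-way analysis of variance (adjusted p = 0.052), without 67NR replicate 1 (adjusted p = 0.064), without 4T1.2 replicate 1 (adjusted p = 0.055) and without 4T1.2 replicate 3 (adjusted p = 0.084). Of 34 adipocyte genes, which include Cd36, 11 were lower in EO771.LMB than in EO771 when adjusted over the list alone, none was higher, and none passed over all clusters. Car3, which encodes carbonic anhydrase 3, had a log2 difference of -2.60 (adjusted p = 0.083), and Cfd, which encodes adipsin, one of -1.81 (adjusted p = 0.095). Camera called the adipocyte list lower (median -0.16, adjusted p = 7.3e-12, 0.019 with an estimated correlation). Of 32 endothelial genes, 1 was lower in EO771.LMB, Cdh5, and 3 were lower when adjusted over the list alone. Camera called that list lower too (median -0.21, adjusted p = 2.1e-11, 0.019 with an estimated correlation). Of 28 macrophage genes, 13 were lower and 1 higher in 4T1.2 than in 67NR (18 and 1 when adjusted over the list alone), and camera called the list lower (adjusted p = 1.1e-06), but not with an estimated correlation (adjusted p = 0.086 with an estimated correlation). In EO771.LMB no macrophage gene passed over all clusters and 2 were lower when adjusted over the list alone, and the list was called lower (median -0.21, adjusted p = 1.1e-06), but not with an estimated correlation (adjusted p = 0.11 with an estimated correlation). In 4T1.2 against 67NR the adipocyte list was not called, with 3 genes higher and 5 lower, and neither was the endothelial list, with 2 higher and 5 lower (adjusted p = 0.83 and 0.13).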

Glycosylation-dependent cell adhesion molecule-1 (GlyCAM1) is a secreted proteoglycan found in high endothelial venules of lymph nodes and in murine mammary epithelium during pregnancy and lactation (Hou et al., 2000). GLYCAM1 expression has not been evaluated in human breast cancer (Lister et al., 1998). 

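Glycam1 signals were high in some tumours and low in others, also among tumours of one type. The log2 signals of the EO771 tumours were 10.05, 9.32 and 9.21, and those of the EO771.LMB tumours 8.22, 5.02 and 5.07. Among 67NR tumours they were 8.98, 8.98 and 5.11, and all 4T1.2 tumours lay near 5, with a mean of 5.07 ± 0.06 (SD, n = 3). EO771.LMB averaged 6.10 ± 1.84 (SD, n = 3) against 9.53 ± 0.45 (SD, n = 3) in EO771. This log2 difference of -3.43 had a standard error of 1.10 (adjusted p = 0.39 from limma, unadjusted p = 0.0076), and all EO771.LMB tumours lay below all EO771 tumours. Without EO771.LMB replicate 1 the ratio of EO771.LMB to EO771 was 0.0447 in place of 0.0931, and the difference did not pass either (adjusted p = 0.16). 67NR averaged 7.69 ± 2.23 (SD, n = 3), and the log2 difference of 4T1.2 from it was -2.63 (standard error 1.10, adjusted p = 0.12 from limma). Against a ratio of 4T1.2 to 67NR of 0.162 with all tumours, it was 0.066 without 67NR replicate 3, where the difference passed the test (adjusted p = 0.016), and 0.253 without 67NR replicate 1 or replicate 2 (adjusted p = 0.35). Signals near 5 were not told apart from none, which limits what these ratios measure. Glycam1 encodes a mucin-like protein, and it belongs to a list of 35 genes of mammary secretory cells. In this list, no gene of EO771.LMB passed against EO771, and in 4T1.2 against 67NR 4 genes were higher and 2 lower. Camera called the list in neither pair (adjusted p = 0.46 and 0.82). Across the 15 tumours, deviations of Glycam1 from the type means ran with those of a list of B cell genes, a relation tested after the result was seen (Pearson's r = 0.818 and Spearman's rho = 0.911, each with permutation p = 0.000129, the smallest that the permutations can give, and adjusted p = 0.000257 over 4 tests). Without the 2 tumours farthest from the median, r was 0.827, and since Glycam1 was either high or low in most tumours, r describes mainly which tumours were high. With the other mammary secretory genes, r was 0.462 (permutation p = 0.274, adjusted p = 0.274) and rho 0.475 (permutation p = 0.207, adjusted p = 0.274), and r was 0.704 without the 2 tumours farthest from the median.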

*GlyCAM1* mRNA levels were strongly reduced in the more metastatic variants of both isogenic pairs but did not reach significance in 67NR/4T1.2 (Table 1; supplementary material Fig. S11). Interestingly, GlyCAM1 is induced by prolactin in murine mammary epithelium (Hou et al., 2000). Accordingly, prolactin receptor (Prlr) expression was also significantly reduced in EO771.LMB compared with EO771 (Table 1), indicating that attenuated Prlr signalling might be responsible for the lower GlyCAM1 levels found in EO771.LMB.

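Prlr was lower in EO771.LMB than in EO771 by an amount that did not pass the test after adjustment, and its difference between 4T1.2 and 67NR did not pass either. Its brighter transcript cluster had a log2 signal of 5.70 ± 0.77 (SD, n = 3) in EO771.LMB and 7.36 ± 0.25 (SD, n = 3) in EO771. This is a ratio of 0.318 (log2 difference -1.65, standard error 0.69, adjusted p = 0.55 and unadjusted p = 0.031 from limma). The EO771.LMB tumours had signals of 6.58, 5.40 and 5.13, all below the lowest EO771 tumour at 7.16. The dimmer cluster gave a log2 difference of -1.41 (standard error 0.62, adjusted p = 0.58, unadjusted p = 0.039), a ratio of 0.375. In 4T1.2 the brighter cluster was 6.73 ± 0.43 (SD, n = 3) against 6.90 ± 0.63 (SD, n = 3) in 67NR (log2 difference -0.17, standard error 0.69, adjusted p = 0.90). EMT6.5 tumours spread widely, at 6.90 ± 1.92 (SD, n = 3), which widens the shared standard error of this gene. The change in the 4T1 pair did not differ from that in the EO771 pair by the direct test (1.48, standard error 0.97, adjusted p = 0.43 from limma).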

Because differential gene expression was shown in whole tumours, it was unclear whether these genes were expressed by the tumour cells, by the surrounding stroma, or by both. To check this, we evaluated expression levels of selected genes in adenocarcinoma cells isolated directly from the primary tumours by flow cytometry. MMP-3, S100a8, S100a9 and Pthlh transcripts were all upregulated significantly in isolated primary tumour cells of the metastatic variants in both pairs (Fig. 6), reflecting the deregulation observed in whole tumours. However, Cd36 levels were not significantly downregulated in the more metastatic tumour cells (Fig. 6). Thus, the reduction found in whole tumour Cd36 expression is likely to be due to deregulation in the stroma, as suggested previously (DeFilippis et al., 2012).

**Fig. 6.**
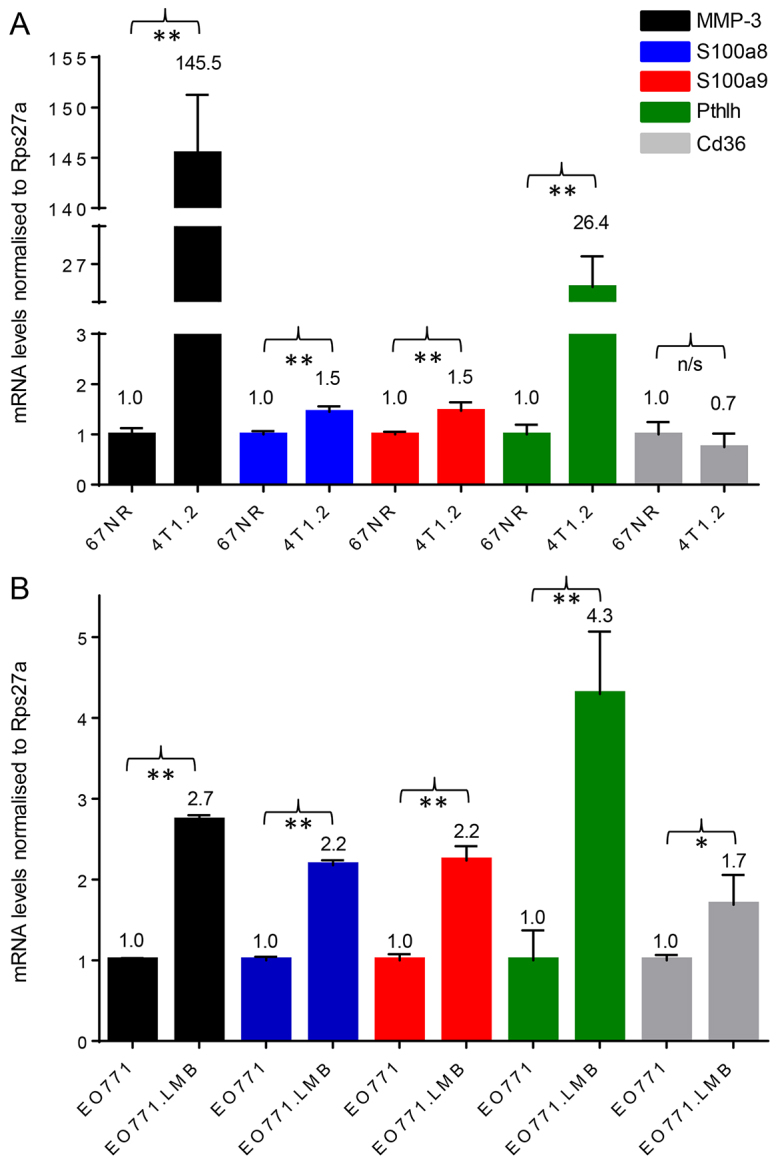
**qRT-PCR analysis of *MMP-3*, *S100a8*, *S100a9*, *Pthlh* and *Cd36* mRNA levels in isolated primary tumour cells.** RNA was isolated from the primary tumour epithelium of two mice for each tumour type and pooled. Each data point represents the mean ± s.d. of triplicate reactions. For the pairwise comparisons, gene expression levels in non-metastatic 67NR and EO771 were set to 1 for each gene analysed. (A) 67NR and 4T1.2. (B) EO771 and EO771.LMB. *P<0.05; **P<0.01; n/s, not significant.

To determine whether differential gene expression in tumour epithelium requires the unique surroundings of the tumour microenvironment, transcript levels were also measured in cultured cells. As observed for primary tumour cells, upregulation of MMP-3 and S100a8 was also found in the *in vitro* comparisons of both 67NR/4T1.2 and EO771/EO771.LMB (supplementary material Fig. S12), indicating that expression of these genes in tumours is regulated in a cell autonomous way and that tumour epithelium might be the major site of expression *in vivo*. However, the upregulation of Pthlh and S100a9, and the downregulation of Cd36, observed in primary tumour epithelium were not found consistently in cultured tumour cells from both of the isogenic non-metastatic/metastatic pairs (supplementary material Fig. S12).

Genes upregulated in the metastatic murine tumours were evaluated for association with patient outcome in a collection of human breast cancer datasets (Madden et al., 2013). Higher levels of MMP-9, S100A8 and S100A9 transcripts were each significantly associated with worse relapse-free survival over a 20-year interval when all breast cancers were considered (supplementary material Fig. S13). However, none of these genes reached statistical significance when only basal breast cancers were analysed. On the other hand, although MMP-3 was not prognostic when all breast cancers were considered, it was prognostic of poor outcome in basal-like breast cancers (supplementary material Fig. S13). Expression of PTHLH was not associated with patient survival (data not shown).

## DISCUSSION

A range of mouse models of breast cancer that incorporate appropriate stromal elements, immune surveillance and spontaneous metastasis from the mammary gland to distant organs are required for preclinical testing of novel therapeutics that prevent and/or target secondary tumours. Here, we report the establishment of a new syngeneic model of breast cancer metastasis, EO771.LMB in immunocompetent C57BL/6 mice, a background that is inherently resistant to metastasis. Functional assays indicated that the underlying reason for the increased metastatic proclivity of EO771.LMB compared with EO771 was the acquisition of enhanced matrix-dependent invasive ability. EO771.LMB expressed higher levels of MMP-9 and MMP-3 that have been shown to facilitate tumour cell invasion (Bernhard et al., 1994; Huang et al., 2009).

We compared the functional and molecular characteristics of EO771 with those of the well-established 4T1 model. Only 67NR displayed nuclear ERα and an inhibitory response to tamoxifen both *in vitro* and *in vivo*. Despite the lack of nuclear ERα, EO771 primary tumours, but not cells in culture, also responded to tamoxifen. We therefore conclude that tamoxifen might be acting through modulation of ERα activity in the tumour microenvironment in these tumours, as reported previously (Gupta et al., 2007; Pontiggia et al., 2012; Ribas et al., 2011). In luminal human breast cancer, ERα is usually co-expressed with PR (Stierer et al., 1993), and HER2 expression is usually absent. However, all four mouse tumours were negative for both PR and Erb-b2/Neu protein. Therefore, the immunohistochemical data indicate that EO771, EO771.LMB and 4T1.2 are of the core basal phenotype, defined as triple-negative tumours expressing either CK5/6 and/or EGFR (Blows et al., 2010). The 67NR tumour is classified as luminal 1 (similar to luminal A), as defined by Blows et al. (Blows et al., 2010). On the other hand, our genomic analysis demonstrated that only 18% of the human luminal gene signature was significantly upregulated in 67NR tumours, thereby providing discordance between the immunohistochemical classification and the genomic classification. Furthermore, none of the three tumours classified as core basal by immunohistochemistry showed enrichment of basal-like gene expression by GSEA. 

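In 67NR tumours 6 luminal genes lay above the mean of the 15 tumours, 5 lay below it and 26 did not pass the test, with the same numbers when adjusted over the list alone. Those above included Cd24a (2.56 on the log2 scale, standard error 0.28, adjusted p = 7.3e-06 from limma), Gata3 (2.01, standard error 0.16) and the estrogen receptor gene Esr1 (1.17, standard error 0.08, adjusted p = 9.4e-08). Krt18, a keratin gene of luminal cells, was lower, with a log2 difference of -1.95. Camera did not call the luminal list in 67NR (median 0.02, adjusted p = 0.55). By the study's rule, 16.2% of these genes were higher in 67NR. The list is not the study's signature. Over the clusters above the median signal the share was 35.7%, with a standard error over the fewer members left of 12.8 percentage points.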

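Basal genes differed one by one between the EO771 and the 4T1 pair without moving as a group. Set against the mean of 67NR and 4T1.2, the mean of EO771 and EO771.LMB had 4 of 36 basal genes higher and 9 lower, the same counts when adjusted over the list alone. Egfr was higher by 3.13 on the log2 scale (standard error 0.10, adjusted p = 6.6e-12 from limma), and the laminin receptor gene Itga6 had a ratio of 4.29. The transcription factor gene Foxc1 was lower (log2 difference -2.54), as was Tns4 (-2.20). For the basal keratin genes the log2 differences were -0.27 for Krt5, 0.01 for Krt6a and -0.20 for Krt6b, and none passed (adjusted p = 0.24, 0.985 and 0.21). Camera did not call the basal list (median -0.11, adjusted p = 0.31). Trp53, which encodes p53, was itself higher in the EO771 pair (0.66, standard error 0.11, adjusted p = 0.00015 from limma). Of 33 genes that p53 activates, 8 were higher and 13 lower in the EO771 pair (9 and 14 when adjusted over the list alone). Sulf2 (-3.00), Ephx1 (-2.48) and Sesn1 (-2.16) were among those lower, and the list as a whole was not called by camera (adjusted p = 0.20).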

Despite harbouring a likely point mutation in *p53*, which is associated with a basal-like phenotype in human tumours, the basal-like genes were no more enriched in EO771 and EO771.LMB than in 67NR or 4T1.2. Therefore, taken together, the data show that EO771, EO771.LMB and 4T1.2 are predominantly basal-like, and that 67NR is predominantly luminal-like. An additional point of distinction is that 67NR primary tumours have a moderate level of nuclear pleomorphism, whereas each of the other three tumour types contained high-grade nuclei.

Several studies of human breast cancer also report discordance between immunohistochemical and transcriptional profiles. For example, Gazinska et al. reported that, of 142 triple-negative breast cancers, 116 basal-like cancers were identified by one of three classifiers (histology, immunohistochemistry or PAM50 gene signature), but only 13 cancers were classified as basal-like by all three methods (Gazinska et al., 2013). Hence, depending on the classification method used, the subtyping of breast cancers can vary. Discordance between ERα expression and assessment of molecular subtype by RNA-based methods has also been observed in human breast tumours, with between 1 and 3% of ERα-positive tumours displaying a basal-like phenotype (Perou et al., 2000; Sørlie et al., 2001; Sorlie et al., 2003). Similarly, up to 60% of tumours classified as HER2-positive by immunohistochemistry were classified otherwise by gene expression profiling (de Ronde et al., 2010).

Recent studies have indicated that human basal-like tumours can contain at least three different subgroups, including ‘claudin-low’, ‘molecular apocrine’ and ‘interferon-rich’. Owing to an upregulation of interferon-inducible genes, including *Ifit1*, *Ifit3* and *Bst2*, the EO771 and EO771.LMB tumours might correspond more closely to the interferon-rich subtype of human basal-like tumours (Hu et al., 2006; Teschendorff et al., 2007). 

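Ifit1, Ifit3 and Bst2, which encode interferon-induced antiviral proteins, were all several-fold higher in EO771 and EO771.LMB tumours than in 67NR and 4T1.2 tumours. The log2 signal of Ifit1 was 10.68 ± 0.26 (SD, n = 3) in EO771 and 10.55 ± 0.26 (SD, n = 3) in EO771.LMB, against 7.53 ± 0.21 (SD, n = 3) in 67NR and 8.00 ± 0.35 (SD, n = 3) in 4T1.2. The EO771 pair exceeded the 4T1 pair by 2.85 for Ifit1 (standard error 0.14, adjusted p = 8.3e-10 from limma), by 2.34 for Ifit3 (standard error 0.15, adjusted p = 9.4e-09) and by 2.50 for Bst2 (standard error 0.10, adjusted p = 9.0e-11). Between EO771.LMB and EO771 the log2 differences of Ifit1 and Ifit3 were -0.13 and -0.23, Bst2 averaged 10.05 in both, and none passed the test. Of 56 interferon genes, 46 were higher and 2 lower in the EO771 pair than in the 4T1 pair (47 and 2 when adjusted over the list alone). The chemokine gene Cxcl10 and the antiviral gene Rsad2 were each higher by 2.53. Camera called the list (median 0.98, adjusted p = 3.3e-15), but not with an estimated correlation (adjusted p = 0.21 with an estimated correlation). The EO771 pair was grown in C57BL/6 mice and the 4T1 pair in BALB/c mice, so line and host strain go together in this comparison. Macrophage markers ran in the opposite direction, with 25 of 28 lower in the EO771 pair and 1 higher. Of genes of T and NK cells, 8 of 34 genes of T and NK cells were higher there and 1 was lower, with the list not called (adjusted p = 0.85).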

The results of these analyses are broadly in agreement with previous studies of transgenic mouse models of breast cancer that found conservation of some but not all features of the principal human breast cancer molecular subtypes (Herschkowitz et al., 2007; Pfefferle et al., 2013). In summary, the molecular subtyping of breast cancers based on their transcriptome varies with the intrinsic gene list or with the single sample predictors used for the classification (Weigelt et al., 2010). For current clinical use, histological features of tumours combined with immunohistochemical assessment of ERα, PR and HER2 are still the main classifiers used to decide on treatment options.

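The changes of Mmp3, Pthlh, S100a8 and Cd36 had the same sign in both isogenic pairs, and their sizes were compared between the pairs directly. For Mmp3 the log2 difference in the 4T1 pair exceeded that in the EO771 pair by 2.51 (standard error 0.25, adjusted p = 1.3e-05 from limma). For S100a8 it exceeded that in the EO771 pair by 1.16, a call near the threshold that ended under several settings. For Pthlh the changes of the pairs lay 0.15 apart (standard error 0.36, adjusted p = 0.87), and for Cd36 0.27 apart (standard error 0.47, adjusted p = 0.815), neither past the test. Of the genes of this group, all were called in 4T1.2 against 67NR, and none was called in EO771.LMB against EO771 after adjustment over all clusters. The call of Cd36 in 4T1.2 ended with one-way analysis of variance and without some single tumours. At the study's unadjusted threshold, all of these genes passed in EO771.LMB against EO771 by limma.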

Integrated genomic analysis of microarray data from primary tumours of the two different isogenic pairs revealed that *MMP-3*, *Pthlh* and *S100a8* were commonly upregulated and that *Cd36* was commonly downregulated, indicating that these genes might be causal in tumour cell dissemination. All four genes were expressed by the tumour cells and are also likely to be expressed by several stromal cell lineages in the tumour microenvironment. Elevated expression of MMP-3, Pthlh and S100a8 was confirmed in isolated primary tumour epithelial cells of the two metastatic variants, as was expression of S100a9, a binding partner for S100a8. MMP-3 and S100a8 were also upregulated in the metastatic cells *in vitro*. However, it is likely that stromal cells contribute to *in vivo* expression as well, especially for S100a8 and S100a9. As well as contributing to the recruitment of neutrophils and myeloid-derived suppressor cells (MDSCs) into tumours (Ehrchen et al., 2009), the S100A8-S100A9 heterodimer (calprotectin) is synthesized by MDSCs and regulates their functions (Acharyya et al., 2012; Lukanidin and Sleeman, 2012). MDSC-derived calprotectin enhances survival of human MDA-MB-231 breast cancer xenografts in a paracrine manner at metastatic sites (Acharyya et al., 2012), and elevated levels of calprotectin in lung metastases of breast cancer patients is associated with a worse overall survival (Acharyya et al., 2012). Both S100a8 homodimers and calprotectin signal via Toll-like receptor-4 (Tlr4) (Vogl et al., 2007), consistent with expression of Tlr4 in all four tumour lines (data not shown). Therefore, tumour-cell-derived S100a8/a9 proteins are likely to signal in both autocrine and paracrine ways in these tumours.

Pthlh was upregulated in the metastatic tumours from both models. *PTHLH* encodes a 36-amino-acid mature peptide strongly implicated in multiple aspects of breast cancer progression. However, its roles are complex and yet to be completely elucidated. A germline polymorphism near *PTHLH* was associated with increased risk for the development of both sporadic (Ghoussaini et al., 2012) and *BRCA1*-mutation-associated breast cancer (Antoniou et al., 2012), and tumour expression of PTHLH promotes the formation of osteolytic lesions in bone (Guise et al., 1996; Sloan and Anderson, 2002). However, whereas *Pthlh* activity promoted primary tumour growth and metastatic dissemination in the MMTV-PyMT transgenic mouse model of breast cancer (Li et al., 2011), it delayed tumour initiation in the MMTV-Neu model (Fleming et al., 2009). PTHLH expression in primary human tumours was also reported to be associated with ERα positivity and reduced incidence of bone metastasis (Henderson et al., 2006), as well as improved overall survival (Henderson et al., 2006; Surowiak et al., 2003). However, other reports have indicated that primary-tumour PTHLH-positivity is associated with poorer disease-free survival (Linforth et al., 2002; Yoshida et al., 2000), an effect that is enhanced if co-expressed with the PTHLH receptor (Linforth et al., 2002). The function of PTHLH as either a promoter or attenuator of cancer progression might depend on the nature of the processed PTHLH peptides present in the tumour milieu. Interestingly, a recent report showed that MMP-3, known to have broad substrate specificity (Coussens and Werb, 1996), is capable of processing pro-PTHLH into its mature form as well as further cleaving mature PTHLH into smaller bioactive fragments (Frieling et al., 2012). EO771.LMB cells produce higher MMP-9 levels than do EO771, and we have shown previously that 4T1.2 cells have higher levels of MMP-9 than do 67NR (Tester et al., 2000). MMP-3 is also able to process pro-MMP-9 into its enzymatically active form (Ramos-DeSimone et al., 1999). Thus, MMP-3 might promote spontaneous metastasis in 4T1.2 and EO771.LMB tumours in part via proteolytic processing of PTHLH and MMP-9. Indeed, exposure of mammary epithelial cells to MMP-3 results in the induction of epithelial-to-mesenchymal transition (Lochter et al., 1997a; Lochter et al., 1997b; Radisky et al., 2005; Sternlicht et al., 1999), invasion (Lochter et al., 1997a; Lochter et al., 1997b; Sternlicht et al., 1999), genomic instability (Radisky et al., 2005) and transformation (Lochter et al., 1997a; Sternlicht et al., 1999).

In summary, the EO771-derived isogenic model of spontaneous breast cancer metastasis described here and the 4T1 model described primarily in previous publications (Eckhardt et al., 2005; Lelekakis et al., 1999) have enabled the identification of genes and molecular pathways that might regulate metastasis in two different strains of mice. These tumour models display features of both luminal and basal-like cancers, demonstrating their phenotypic diversity as is seen also in human breast cancer. Because no single model accurately depicts human breast cancer, a diversity of syngeneic preclinical models is required for a more comprehensive analysis of metastasis-regulating genes and for testing new therapies that target metastatic disease. We have provided a characterisation of the EO771 metastasis model in C57BL/6 mice that can be used in addition to other models to improve our ability to understand metastasis and develop therapies for individuals with advanced breast cancer.

## MATERIALS AND METHODS

### Cell lines and cell culture

The EO771 cell line was derived from a spontaneous mammary tumour in a C57BL/6 mouse (Casey et al., 1951) and was stored in liquid nitrogen vapour phase. Early-passage parental EO771 cells were transduced with the pMSCV (murine stem cell virus) retroviral vector expressing the mCherry fluorescent protein (Denoyer et al., 2011). The lungs from a mouse orthotopically implanted with EO771_mCherry cells in our laboratory were excised and sorted by flow cytometry for mCherry-positive cells that were expanded in culture. This sequence of orthotopic growth *in vivo* followed by recovery of mCherry-positive cells from the lung was repeated. Upon the second round of mammary fat-pad injections of these mCherry-positive cells, visible lung nodules were detected. One of these nodules was designated Lung Metastasis nodule B and, after being returned to culture, became the EO771.LMB cell line. 67NR and 4T1 cell lines were derived from a subpopulation of a single mammary tumour that arose in a BALB/c/C3H mouse (Aslakson and Miller, 1992), with the 4T1.2 cell line being derived from a single-cell clone of the 4T1 population (Lelekakis et al., 1999). EMT6.5 (Ellis et al., 2000) is a single-cell clone derived from the EMT6 mammary tumour (Rockwell and Kallman, 1973). NMuMG immortal murine mammary epithelial cells were obtained from ATCC. The *Pik3ca*-mutant murine mammary tumour line MH248 was a kind gift from Dr Wayne Phillips (Tikoo et al., 2012). The murine mammary tumour line AT3, derived from polyoma-middle T antigen transgenic mice (Stewart and Abrams, 2007), was a kind gift from Dr Trina Stewart (Griffith University, Queensland, Australia). 67NR and 4T1.2 mammary adenocarcinoma cells were maintained in Eagle’s minimum essential medium (alpha modification) supplemented with 5% (v/v) fetal bovine serum (FBS) (SAFC Biosciences, Brooklyn, Victoria, Australia) and 1% (v/v) penicillin-streptomycin, whereas EO771, EO771.LMB, EMT6.5, AT3, MH248 and NMuMG cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) containing HEPES (20 mM) supplemented with 10% (v/v) FBS, penicillin (100 IU/ml) and streptomycin (100 μg/ml). All cells were cultured at 37°C in 5% CO_2_ (v/v) in air and were maintained in culture for a maximum of 4-5 weeks.

### Adhesion assay

Short-term adhesion assays (30 minutes) were completed using the calcein-AM (Life Technologies, Mulgrave, Victoria, Australia) labelling method as described previously (Chia et al., 2007). The experiment was repeated three times with results showing the mean of triplicate wells ± standard deviation (s.d.) of a representative experiment.

### Proliferation assay

Proliferation assays were completed using the sulforhodamine B (SRB) colorimetric assay as described previously (Vichai and Kirtikara, 2006). Cells were seeded into 96-well plates at an initial density of 1×10^3^ cells/well. Proliferation was also assessed in the presence of 500 nM 4-hydroxytamoxifen (4-HT) dissolved in ethanol and diluted to a final ethanol concentration of 1% (v/v).

### Migration and invasion assays

Migration and invasion assays were run in triplicate porous (8-μm pore size) Transwell migration chambers (BD Biosciences, Bedford, MA, USA) as described previously (Chia et al., 2007; Kusuma et al., 2012; Sloan et al., 2006). Transwells were coated with ECM proteins overnight at 4°C (Chia et al., 2007). Recombinant human laminin-511 (alpha5beta1gamma1) was isolated as previously described (Doi et al., 2002), and vitronectin was obtained from Sigma. For migration assays, cells (2×10^5^/200 μl) in serum-free medium (SFM) were seeded into the top chamber of the Transwell. For invasion assays, a cell suspension of 1×10^5^ cells in 50 μl of SFM was mixed with 50 μl Matrigel (BD Biosciences). 80 μl of the mixture was placed in the Transwell and allowed to set for 30 minutes, followed by addition of 100 μl of SFM. Cells were allowed to migrate for 4–5 hours or invade for 18 hours. The data represent the mean number of migrated or invaded cells ± s.d. of a representative experiment (*n*=3).

### Gelatin zymography

Gelatinase assays were completed as described previously (Kusuma et al., 2011), with minor modifications. Briefly, the cells (5×10^5^/400 μl SFM) were incubated for 24 hours at 37°C and secreted proteins in the supernatants separated by SDS-PAGE on 8% polyacrylamide gels supplemented with 1% bovine gelatin. Proteolytic digestion occurred over the next 24 hours. Gels were scanned and clear MMP-2 and MMP-9 signals quantitated by densitometry using ImageJ software (NIH).

### UV irradiation and western blotting

Cultured cells were exposed to 7 J/m^2^ ultraviolet C (UVC) or mock-exposed and whole-cell lysates prepared 4 hours later. Lysates were separated by SDS- PAGE, transferred to a nitrocellulose membrane, and incubated overnight with anti-p53 antibody (1:500, CM5p, Novocastra, Leica Microsystems, North Ryde, NSW, Australia). Blots were stripped and re-probed with a mouse monoclonal anti-α-tubulin antibody (1:10,000, T5168, Sigma). Bands were visualised using a horseradish peroxidase (HRP)-conjugated secondary antibody and an enhanced chemiluminescence-based detection system.

### Quantitative real-time RT-PCR

A representative sample of primary tumour was lysed in Trizol reagent using a FastPrep automated bench-top homogeniser (MP Biomedical, Seven Hills, NSW, Australia), and total RNA isolated in accordance with the manufacturer’s instructions (Life Technologies). Total RNA was subsequently re-purified using RNeasy mini-columns with on-column DNaseI digestion (Qiagen, Doncaster, Victoria, Australia). For cell lines, total RNA was isolated using RNeasy mini-kits with on-column DNaseI digestion (Qiagen). RNA quality was determined using an RNA6000 Nano chip and 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). cDNA was synthesised using SuperscriptIII reverse transcriptase (Life Technologies). qPCR was completed using either inventoried TaqMan gene expression assays (ERα, ERβ, PR, Erb-b2, Cd36, MMP-3, Glycam1) in a 15 μl reaction volume (Life Technologies) or using SYBR-green reagent (Life Technologies) in a 15 μl reaction volume in conjunction with the primers listed in supplementary material Table S4, as previously described (Johnstone et al., 2004). Rps27a was used as an internal reference gene for all reactions. PCR reactions were run for 45 cycles in 96-well plates using a StepOne-Plus real-time PCR platform (Life Technologies).

### Primary tumour cell sorting by flow cytometry

The mCherry-expressing 67NR, 4T1.2, EO771 and EO771.LMB primary tumours were disaggregated by collagenase I digestion (Worthington Biochemical Corporation, Lakewood, NJ, USA) and filtered through a series of sieves prior to sorting for mCherry-positive cells using a FACSDiva cell sorter (BD Biosciences). SYTOX green (Invitrogen) was used to exclude non-viable cells.

### Immunohistochemistry

Tissue sections (6 μm) were stained using a standard protocol. Briefly, slides were heated for antigen retrieval by pressure cooker treatment in 0.01 M sodium citrate buffer, pH 6.0 (125°C for 3 minutes, 90°C for 10 seconds). Sections were blocked in 3% (v/v) normal goat serum in 0.05% (v/v) PBS-Tween 20 for 1 hour at room temperature. Primary antibody incubation was conducted in blocking buffer overnight at 4°C. Non-specific rabbit IgG (Dako, Campbellfield, Victoria, Australia) or mouse IgG (Dako) antibodies were used as isotype controls. Biotin-conjugated goat anti-rabbit or anti-mouse secondary antibodies (Dako) were used at 1:250 or 1:300 dilution for 1 hour at room temperature. Specific primary-secondary antibody complexes were detected using ABC reagent (Vector Laboratories, Burlingame, CA, USA) and visualised using a 3, 3′-diaminobenzidine peroxidase substrate kit (Vector Laboratories). Sections were counterstained with hematoxylin, dehydrated and mounted. The primary antibodies and dilutions used were as follows: mouse monoclonal anti-human ERα (1:100, clone 1D5, Dako), chicken polyclonal anti-human ERβ (1:500, a kind gift from Dr Jan-Åke Gustafsson, University of Houston, TX, USA), rabbit polyclonal anti-human PR (1:4500, sc-538, Santa Cruz Biotechnology, Dallas, TX, USA), rabbit polyclonal anti-human HER2 (1:400, A0485, Dako), mouse monoclonal anti-human cytokeratin 5/6 (KRT5/6, 1:100, clone D5/16 B4, Merck Millipore, Kilsyth, Victoria, Australia), rabbit polyclonal anti-EGFR (1:50, ab2430, Abcam, Cambridge, UK) and rabbit polyclonal anti-mouse p53 (1:300, CM5p, Novocastra).

### Tumour growth and analysis

Female BALB/c or C57BL/6 mice (obtained from Walter and Eliza Hall Institute of Medical Research, Parkville, Victoria, Australia) were maintained in a specific pathogen-free environment and fed *ad libitum.* All procedures involving mice conformed to National Health and Medical Research Council animal ethics guidelines and were approved by the Animal Experimentation and Ethics Committee (AEEC) of the Peter MacCallum Cancer Centre. To generate primary tumours, 1×10^5^ cells were implanted into the fourth inguinal mammary gland [in 20 μl of Hank’s balanced salt solution (HBSS)] of 8- to 10-week-old female BALB/c (67NR, 4T1.2 or EMT6.5) or C57BL/6 (EO771 or EO771.LMB) mice. Primary tumour volume was measured three times per week using electronic callipers. The greatest longitudinal diameter (length) and the greatest transverse diameter (width) were measured. Tumour volumes were estimated by the modified ellipsoidal formula: volume=1/2(length×width^2^) (Tomayko and Reynolds, 1989). In resection experiments, primary tumours were excised at a size of 400–600 mm^3^. For experiments involving tamoxifen administration (Xianju Green Leaf Pharmaceutical Factory, Zhejiang, China), mice were administered tamoxifen (10 μg tamoxifen citrate per gram of chow), commencing on the day of tumour cell implantation. Differences in primary tumour growth rates were calculated by determining the area under each curve using the trapezoid rule (Atkinson, 1989), and then comparing the area under the curve values using a two-sample Student’s *t*-test (Bryant, 1983).

### Experimental lung metastasis assay

EO771 or EO771.LMB cells (5×10^5^ cells in 200 μl of HBSS) were injected into C57BL/6 mice via the tail vein using a 26 gauge needle. 19 days later the metastatic burden in the lung was analysed by TaqMan qPCR.

### Analysis of lung metastatic burden

Dissected lungs were stained with India Ink to visualise metastatic nodules and the number of surface nodules enumerated. Alternatively, metastatic burden in lung was determined by TaqMan qPCR-based detection of the mCherry nucleotide sequence in whole lung genomic DNA as described previously (Denoyer et al., 2011; Eckhardt et al., 2005).

### Anchorage independent growth in soft agar

Soft agar assays were conducted in six-well plates as previously described (Mongroo et al., 2004). Colonies were stained with calceinAM dye (Enzo Life Sciences, Farmingdale, NY, USA) and fluorescent images generated (32× magnification) using an Olympus fluorescent dissecting stereomicroscope. The number of colonies >50 μm in size were counted in three fields per well and averaged.

### Generation of mammospheres

Mammosphere cultures were conducted using serum-free DMEM:Ham’s F12 medium containing bFGF, EGF and B27 supplement (Life Technologies) as previously described (Dontu et al., 2003; To et al., 2010). Briefly, 2000 single and viable cells in 2 ml of medium were seeded in triplicate into six-well ultra-low-attachment plates (Corning, In Vitro Technologies, Noble Park North, Victoria, Australia) and primary mammospheres allowed to form over 10 days. After analysis, mammospheres were dissociated into single cells using 0.1% (2×) Trypsin-EDTA at 37°C for 15 min and cell viability determined by Trypan Blue exclusion. Single cells were again seeded into triplicate wells as above and secondary mammospheres allowed to form over 7 days. Mammospheres were imaged using a Leica DM IRB inverted microscope (50× magnification). Only mammospheres with a diameter of >150 μm were counted. Mammosphere area was determined using ImageJ software (NIH).

### Xenograft tumour growth

One million MCF-7 or MDA-MB-231 human breast cancer cells were inoculated into the 4th mammary gland of NOD scid gamma (NSG) mice and allowed to grow for 6 weeks. Mice implanted with MCF-7 cells were supplemented with 1 μM 17β-estradiol in the drinking water *ad libitum*. Tumours were fixed overnight in 10% neutral buffered formalin prior to processing for immunohistochemistry.

### Gene expression profiling

Total RNA was isolated from primary tumours using the procedure described above. In solution DNaseI digestion (TURBO DNase, Ambion, Life Technologies) was completed on a portion of the total RNA, followed by verification of RNA integrity using a RNA6000 Nano chip and 2100 Bioanalyzer (Agilent Technologies). RNA was processed using NuPAGE reagents (Affymetrix, Santa Clara, CA, USA) and applied to GeneChip Mouse Gene 1.0ST Arrays as per the manufacturer’s instructions (Affymetrix). Three different tumours were processed per tumour type (15 tumours in total). A confocal scanner was used to acquire the fluorescence signal after excitation at 570 nm. Background adjustment, quantile normalization and median-polish summarization was completed using the GC Robust Multi-array Average (GCRMA) algorithm. Microarray profiling data were deposited into the Gene Expression Omnibus (G.E.O.) with Accession No. GSE42272 (http://www.ncbi.nlm.nih.gov/geo/).

### Bioinformatics

Affymetrix.cel files were obtained and differential gene expression between 4T1.2/67NR and EO771.LMB/EO771 calculated by one-way ANOVA using Partek Genomics Suite v6.6 (Partek Inc., St Louis, MO, USA). Gene set enrichment analysis was completed using the R program (http://www.R-project.org/). Firstly, the mean expression level of each gene was calculated across 15 different tumours (three each from 67NR, 4T1.2, EO771, EO771.LMB and EMT6.5). Then, the number of genes within each signature that were significantly upregulated or significantly downregulated (*P*<0.05) in 67NR, 4T1.2, EO771 or EO771.LMB tumours was calculated relative to the mean expression level of each gene across all 15 tumours analysed. Gene expression signatures were obtained from the Molecular Signatures Database (http://www.broadinstitute.org/gsea/msigdb/index.jsp) or from the following references: basal epithelial (54 genes) (Huper and Marks, 2007), luminal epithelial (59 genes) (Huper and Marks, 2007), proliferation (97 genes) (Ghazoui et al., 2011), hypoxia-regulated (75 genes) (Dowsett et al., 2011), core EMT markers (91 genes) (Taube et al., 2010), interferon-regulated (27 genes) (Einav et al., 2005), breast cancer stem cells (93 genes) (Creighton et al., 2009) and cancer cell invasion (64 genes) (Kim et al., 2010).

## Supplementary Material

Supplementary Material

# Supplementary material for: Functional and molecular characterisation of EO771.LMB tumours, a new C57BL/6-mouse-derived model of spontaneously metastatic mammary cancer
**Source:** Dis Model Mech. 2015 Jan 29;8(3):237–51. doi: 10.1242/dmm.017830
**Supplement:** Supplementary Material

Functional and molecular characterisation of EO771.LMB tumours, a new C57BL/6-mouse-derived model of spontaneously metastatic mammary cancer — Supplementary Material 

# Functional and molecular characterisation of EO771.LMB tumours, a new C57BL/6-mouse-derived model of spontaneously metastatic mammary cancer

## DMM017830 Supplementary Material

**Files in this Data Supplement:**

- **Supplementary Material**

# Supplementary material for: Functional and molecular characterisation of EO771.LMB tumours, a new C57BL/6-mouse-derived model of spontaneously metastatic mammary cancer
**Source:** Dis Model Mech. 2015 Jan 29;8(3):237–51. doi: 10.1242/dmm.017830
**Supplement:** Supplementary Material

Supplementary Figure Legends

Figure S1: Histological classification of murine mammary tumours. (A) EO771 and EO771.LMB primary tumours were sectioned (3 μm), stained with haematoxylin and eosin (H&E), and compared to 67NR and 4T1.2 primary tumours. H&E stained sections from at least two primary tumours of each tumour type were assessed by a qualified breast pathologist in accordance with the Bloom Richardson Ellis classification system (Elston and Ellis, 2002). Circles indicate highly pleomorphic nuclei. (B) An overall grade was calculated dependent on tubular differentiation/formation (score 1: >75% of tumor area forming glandular/tubular structures, score 2: 10% to 75% and score 3: <10%), nuclear pleomorphism (score 1: nuclei with little increase in size in comparison with normal breast epithelium with minimal variation in size, score 2: larger nuclei with moderate variability and visible nucleoli and score 3: marked nuclear variation with prominent nucleoli) and tumour mitotic count determined by numbers of mitosis seen in 10 consecutive high power fields (score 1: <9 mitosis per 10 HPF, score 2: 9-17 mitosis per 10 HPF, score 3: 18 or more mitosis per 10 HPF). Adding the scores for each parameter determined tumour grade as follows: grade 1 - scores 3,4 and 5, grade 2 - scores 6 and 7, grade 3 - scores 8 and 9.

Black scale bars represent 100 μm . White circles denote highly pleomorphic nuclei.

Figure S2: Whole lungs were dissected from mice inoculated with the indicated tumour lines and stained with India ink. The number of metastatic nodules on the surface of each lung was counted. $P = 0.20$ (Mann-Whitney test).

Figure S3: Experimental lung metastasis assay. EO771 or EO771.LMB cells were inoculated into C57Bl/6 mice via the tail vein. 19 days later, the metastatic burden in the lung was analyzed by TaqMan qPCR. $P = 0.51$ (Student's t test).

Figure S4: The cell lines indicated were cultured on plastic or monomeric type I bovine collagen (PureCol, Advanced Biomatrix, Carlsbad, CA) for at least 2 days. Images (x100 magnification) were generated using a Leica DM IRB inverted microscope (Leica Microsystems, North Ryde, NSW, Australia).

Figure S5: Anchorage independent growth in soft agar. Colonies in soft agar were stained with calcein^{AM} and fluorescent images generated. The number of colonies > 50 μm in size were counted in three fields per well and averaged. The graph depicts the average number of colonies per field across three wells $\pm$ SD. Differences in colony forming ability between EO771 and EO771.LMB were not significant (Student's t test).

Figure S6: Mammosphere forming capacity of EO771 and EO771.LMB cells in vitro. Representative images from primary (A) and secondary (B) mammosphere cultures from EO771 and EO771.LMB (LMB) are shown. Scale bar = 200 μm . (C) Mammospheres from primary or secondary cultures were enumerated after 10 or 7 days of growth, respectively, and expressed as the mean number of mammospheres per 10 fields $\pm$ SEM. No significant differences in mammosphere number was found between EO771 and EO771.LMB in either primary or secondary cultures. (D) The graph depicts mean mammosphere area in $\mu\text{m}^2 \pm$ SEM for primary and secondary cultures after 10 or 7 days of growth, respectively. The number of individual

mammospheres measured in each condition is indicated above the bars. n/s, not significant.

Figure S7: Adhesion of 67NR and 4T1.2 tumour cells to different substrates after 30min. Adhesion is presented as the percentage of total cell input (mean of triplicate wells $\pm$ SD of one of three representative experiments). *, $P < 0.05$.

Figure S8: ER α -positive human breast cancer cells (MCF7, top panels) or ER α -negative human breast cancer cells (MDA-MB-231, bottom panels) were grown as xenografts in the mammary glands of immunodeficient mice. Tumour sections were stained with anti-human ER α antibody (left panels) or an isotype control antibody (right panels). Scale bars represent 100 μ m.

Figure S9: Distribution of eight gene expression signatures across 67NR, 4T1.2, EO771, and EO771.LMB primary tumours displayed as heat maps. Triplicate tumour specimens are indicated along the X axes and individual genes are shown on the Y axes. Gene expression signatures were obtained from the following references or from the

	Molecular	Signatures	Database
	(http://www.broadinstitute.org/gsea/msigdb/index.jsp).		
(A)	Basal epithelial (54 genes)		
(Huper and Marks, 2007),	(Huper and Marks, 2007),		
(B)	luminal epithelial (59 genes)		
(C)	proliferation (97 genes)		
(Ghazoui et al., 2011),	(Ghazoui et al., 2011),		
(D)	hypoxia-regulated (75 genes)		
(E)	interferon-regulated (27 genes)		
(Einav et al., 2005),	(Einav et al., 2005),		
(F)	cancer invasion (64 genes)		
(Kim et al., 2010),	(Kim et al., 2010),		
(G)	EMT (91 genes)		
(Taube et al., 2010),	(Taube et al., 2010),		
(H)	breast cancer stem cells (94 genes)		
(Creighton et al., 2009).	(Creighton et al., 2009).		

Figure S10: Venn diagrams were generated from Affymetrix array data showing genes significantly (unadjusted $P < 0.05$) upregulated (**A**), or downregulated (**B**) in 4T1.2 v 67NR (red) and EO771.LMB v EO771 (green). P values were determined by one-way ANOVA using Partek Genomics Suite v6.6. 205 genes were commonly upregulated and 220 genes commonly downregulated in both isogenic tumour comparisons.

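Over each pair's own 6 tumours, one-way analysis of variance at an unadjusted p under 0.05 gave 4444 clusters higher and 3993 lower in 4T1.2, and 1477 higher and 1278 lower in EO771.LMB. These lists shared 205 higher and 220 lower clusters, where independent lists of those sizes would share 184.6 and 143.5. Clusters that changed in opposite directions numbered 217, higher in 4T1.2 and lower in EO771.LMB, and 200 the other way, against 159.7 and 165.9 in independent lists. This setting was added after the values were seen. The test over all 5 types at the same threshold gave 336 and 288 shared clusters. The units counted are transcript clusters, some without a gene symbol. With limma over all tumours, the shared clusters belonged to 195 genes higher and 234 genes lower, each by its brightest cluster. Lum, which encodes lumican, was among the genes higher in both by limma at this threshold (1.33 in the 4T1 pair and 0.88 in the EO771 pair), and Cxcl13, which encodes a chemokine that attracts B cells, was among those lower in both (-2.73 and -2.12).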

Figure S11: qRT-PCR data showing mRNA expression levels of MMP-3 (A), Pthrp (B), S100a8 (C), S100a9 (D), Cd36 (E) and GlyCAM1 (F) in whole 67NR, 4T1.2, EO771 and EO771.LMB (LMB) primary tumours. Three different primary tumours were analysed in duplicate for each tumour model. Thus, each data point represents the mean $\pm$ SD of 6 qRT-PCR reactions across 3 tumours. Expression levels in normal adult mouse mammary gland (MG) were included for each gene for comparison and set to 1. Values on the Y axis represent mRNA expression levels of the gene of interest normalised to Rps27a. *, $P = 0.05$; **, $P < 0.01$; ***, $P < 0.005$; n/s, not significant.

Figure S12: qRT-PCR data showing mRNA expression levels of MMP-3 (A), Pthrp (B), S100a8 (C), S100a9 (D), Cd36 (E) and GlyCAM1 (F) in 67NR, 4T1.2, EO771 and EO771.LMB (LMB) cell cultures. Each data point represents the mean $\pm$ SD of triplicate qRT-PCR reactions. Expression levels in the immortalised mouse mammary epithelial cell line NMuMG were included for comparison and set to 1. Values on the Y axis represent mRNA expression levels of the gene of interest normalised to Rps27a. *, $P < 0.05$; **, $P < 0.01$; n/s, not significant; n/e, not expressed.

Figure S13: Kaplan-Meier survival curves (disease-free survival) for selected genes in primary human breast cancer samples. The BreastMark database (<http://glados.ucd.ie/BreastMark/index.html>) was analyzed for the individual genes indicated above the curves for all patients (all, upper row) or in basal-like tumours only (basal, lower row). Gene expression was measured in primary tumours using Affymetrix microarrays (Madden et al., 2013). A median split was used to allocate 50% of tumours to the "high expression" category (blue curve) and 50% to the "low expression" category (red curve). Patient clinical follow-up was for at least 200 months (X axes). A logrank P value ≤ 0.05 was considered statistically significant. s, significant, n/s, not significant.

Supplementary Table 1: Eight different expression signatures were analysed across four murine mammary cancer models (67NR, 4T1.2, EO771, EO771.LMB) using the R program. The Table depicts the number of genes and percentage of genes (in parentheses) within each signature that were significantly ($P < 0.05$) upregulated (UP), or significantly ($P < 0.05$) downregulated (DOWN) in 67NR, 4T1.2, EO771, or EO771.LMB tumours relative to the mean expression level of each gene across all 15 tumours analyzed (see Materials and Methods). The number and percentage of genes within each signature that were not significantly deregulated is also indicated. Yellow highlighting indicates tumour types where $\geq 25\%$ of the genes within the signature were significantly upregulated, and were thereby considered enriched for the signature. The enriched gene expression signatures are summarised at the bottom of the Table.

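The table counts, for each tumour type, the members of a signature that differ from the mean of the 15 tumours, and compares the share of those higher with a line at 25%. A share of this kind can be set beside that of all genes on the arrays. Of the 21975 genes with a symbol, 17.0% were higher in 67NR than the mean of the 15 tumours at an unadjusted p under 0.05 from limma, 19.0% in 4T1.2, 20.0% in EO771 and 21.5% in EO771.LMB. The shares of genes lower were 22.1%, 21.7%, 17.7% and 17.1%. Gene lists on the same 8 themes, which are not the study's signatures, lay between none and 82.1% by the same rule.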

Supplementary Table 2: Genes significantly **downregulated** (unadjusted $P < 0.05$, $n=220$) in both 4T1.2 v 67NR and EO771.LMB v EO771 comparisons. P values were determined by one-way ANOVA using Partek Genomics Suite v6.6.

Supplementary Table 3: Genes significantly **upregulated** (unadjusted $P < 0.05$, $n=205$) in both 4T1.2 v 67NR and EO771.LMB v EO771 comparisons. P values were determined by one-way ANOVA using Partek Genomics Suite v6.6.

Supplementary Table 4: Sequences of oligonucleotide primers used for SYBR-green qRT-PCR.

Supplementary References

Creighton, C. J., Li, X., Landis, M., Dixon, J. M., Neumeister, V. M., Sjolund, A., Rimm, D. L., Wong, H., Rodriguez, A., Herschkowitz, J. I. et al. (2009). Residual breast cancers after conventional therapy display mesenchymal as well as tumor-initiating features. *Proc. Natl. Acad. Sci. U. S. A.* **106**, 13820-5.

Einav, U., Tabach, Y., Getz, G., Yitzhaky, A., Ozbek, U., Amariglio, N., Izraeli, S., Rechavi, G. and Domany, E. (2005). Gene expression analysis reveals a strong signature of an interferon-induced pathway in childhood lymphoblastic leukemia as well as in breast and ovarian cancer. *Oncogene* **24**, 6367-75.

Elston, C. W. and Ellis, I. O. (2002). Pathological prognostic factors in breast cancer. I. The value of histological grade in breast cancer: experience from a large study with long-term follow-up. *Histopathology* **41**, 154-61.

Ghazoui, Z., Buffa, F. M., Dunbier, A. K., Anderson, H., Dexter, T., Detre, S., Salter, J., Smith, I. E., Harris, A. L. and Dowsett, M. (2011). Close and stable relationship between proliferation and a hypoxia metagene in aromatase inhibitor-treated ER-positive breast cancer. *Clin. Cancer Res.* **17**, 3005-12.

Huper, G. and Marks, J. R. (2007). Isogenic normal basal and luminal mammary epithelial isolated by a novel method show a differential response to ionizing radiation. *Cancer Res.* **67**, 2990-3001.

Kim, H., Watkinson, J., Varadan, V. and Anastassiou, D. (2010). Multi-cancer computational analysis reveals invasion-associated variant of desmoplastic reaction involving INHBA, THBS2 and COL11A1. *BMC Med. Genomics* **3**, 51.

Madden, S. F., Clarke, C., Gaule, P., Aherne, S. T., O'Donovan, N., Clynes, M., Crown, J. and Gallagher, W. M. (2013). BreastMark: an integrated approach to mining publicly available transcriptomic datasets relating to breast cancer outcome. *Breast Cancer Res.* **15**, R52.

Taube, J. H., Herschkowitz, J. I., Komurov, K., Zhou, A. Y., Gupta, S., Yang, J., Hartwell, K., Onder, T. T., Gupta, P. B., Evans, K. W. et al. (2010). Core epithelial-to-mesenchymal transition interactome gene-expression signature is associated with claudin-low and metaplastic breast cancer subtypes. *Proc. Natl. Acad. Sci. U. S. A.* **107**, 15449-54.

A

67NR

4T1.2

EO771

EO771.LMB

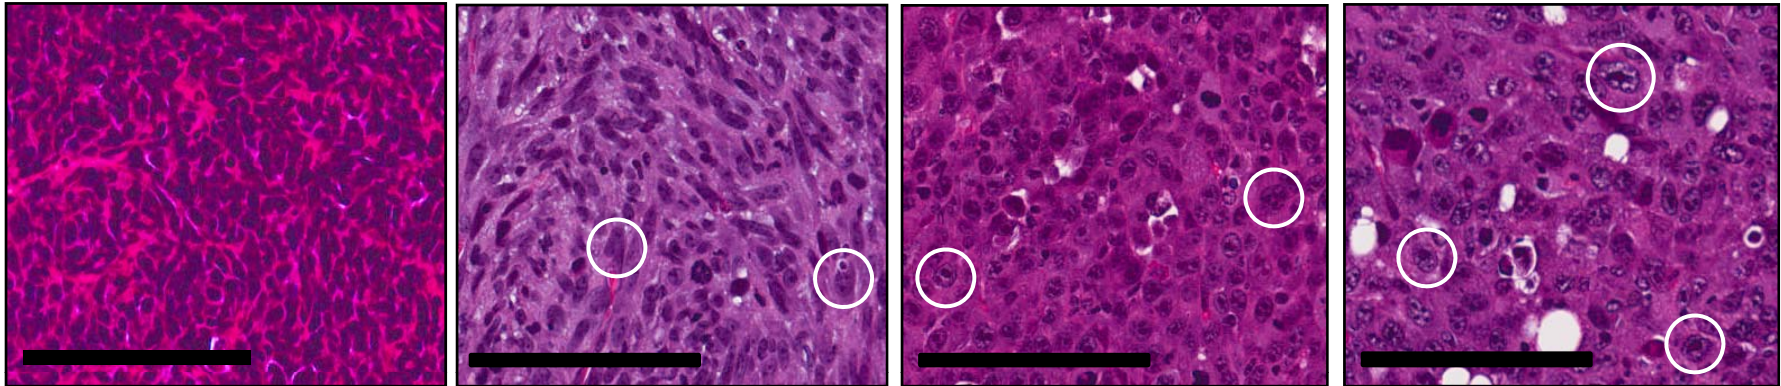

B

Tumour	Overall Grade	Tubule Formation Score	Nuclear Pleomorphism Score	Mitosis Score	Mitoses per 10 HPF
67NR-A	3	3	2	3	29
67NR-B	3	3	2	3	32
4T1.2-A	3	3	3	2	15
4T1.2-B	3	3	3	3	42
EO771-A	3	3	3	3	27
EO771-B	3	3	3	3	90
EO771.LMB-A	3	3	3	3	57
EO771.LMB-B	3	3	3	3	66

Supp. Figure 1

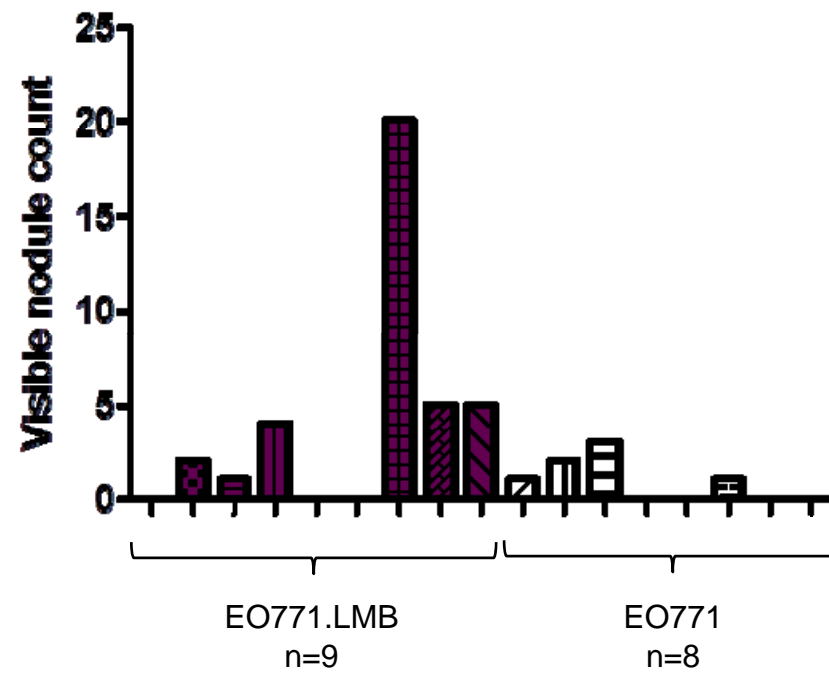

$P = 0.20$

Supp. Fig. 2

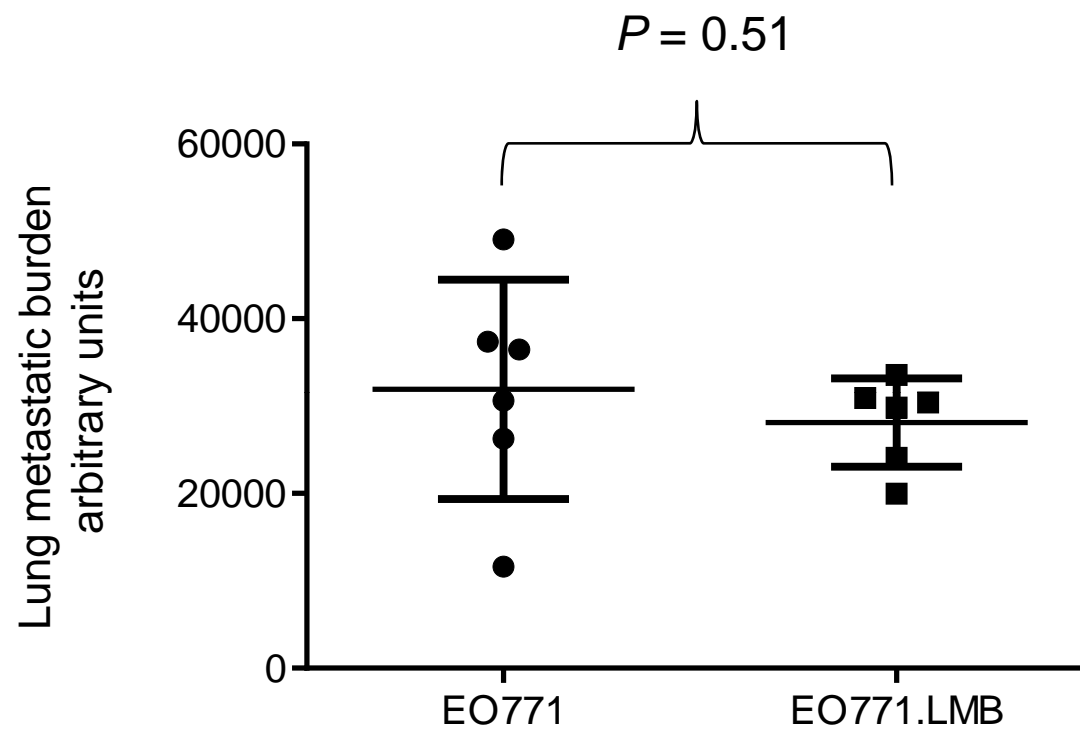

Supp. Figure 3

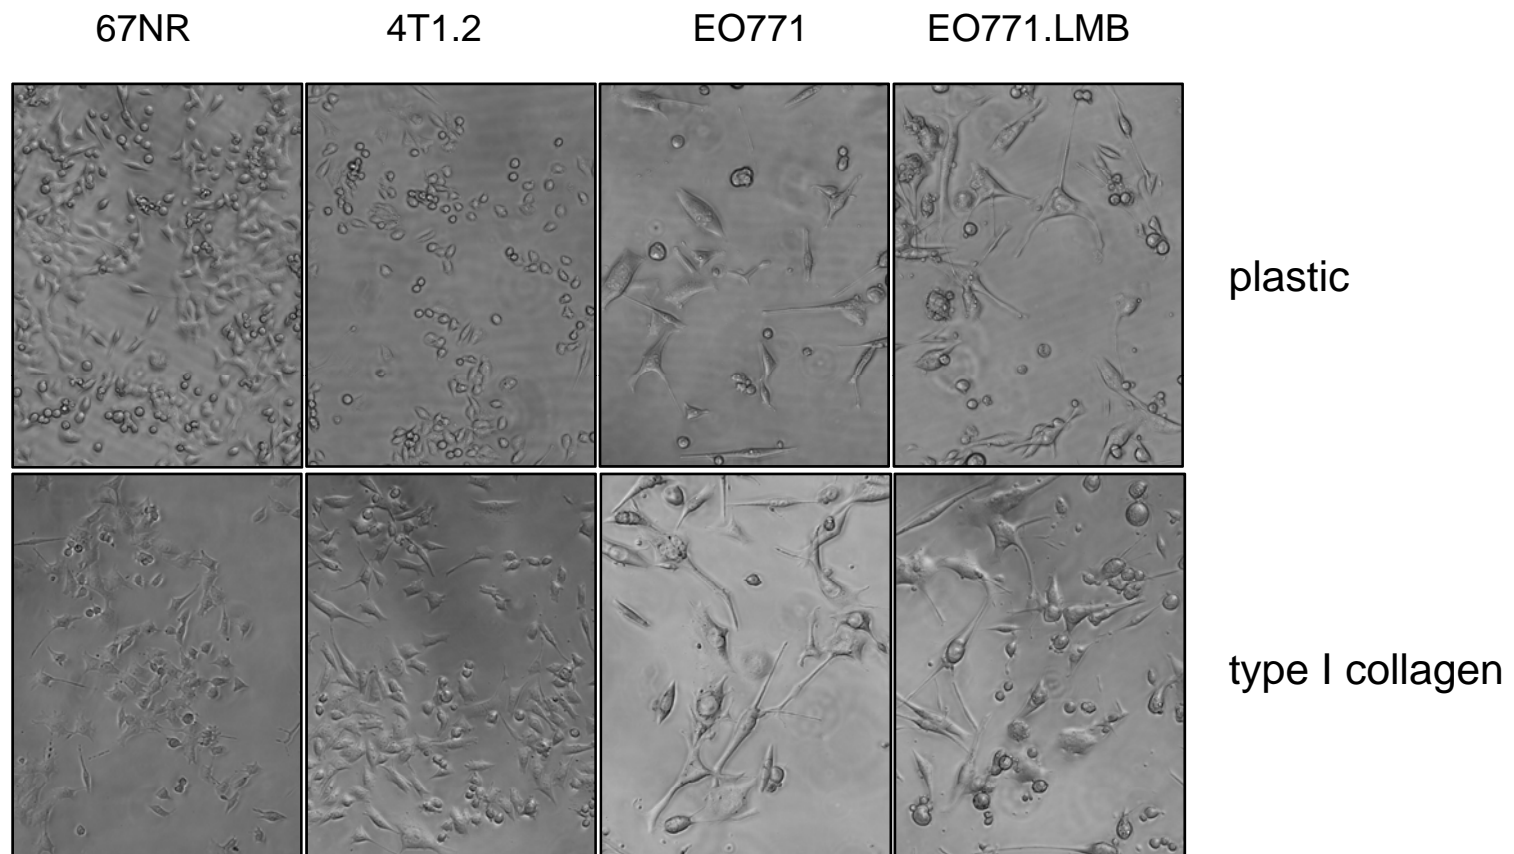

Supp. Figure 4

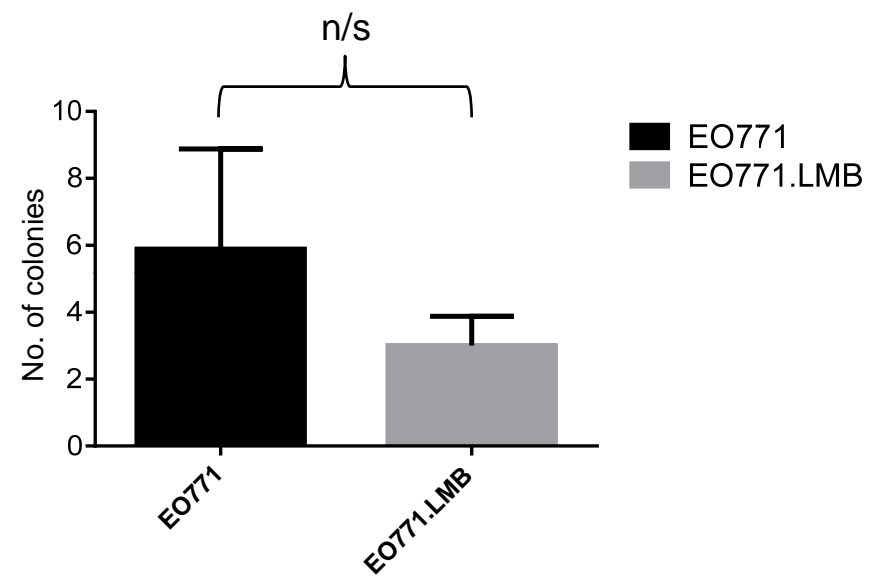

Supp. Figure 5

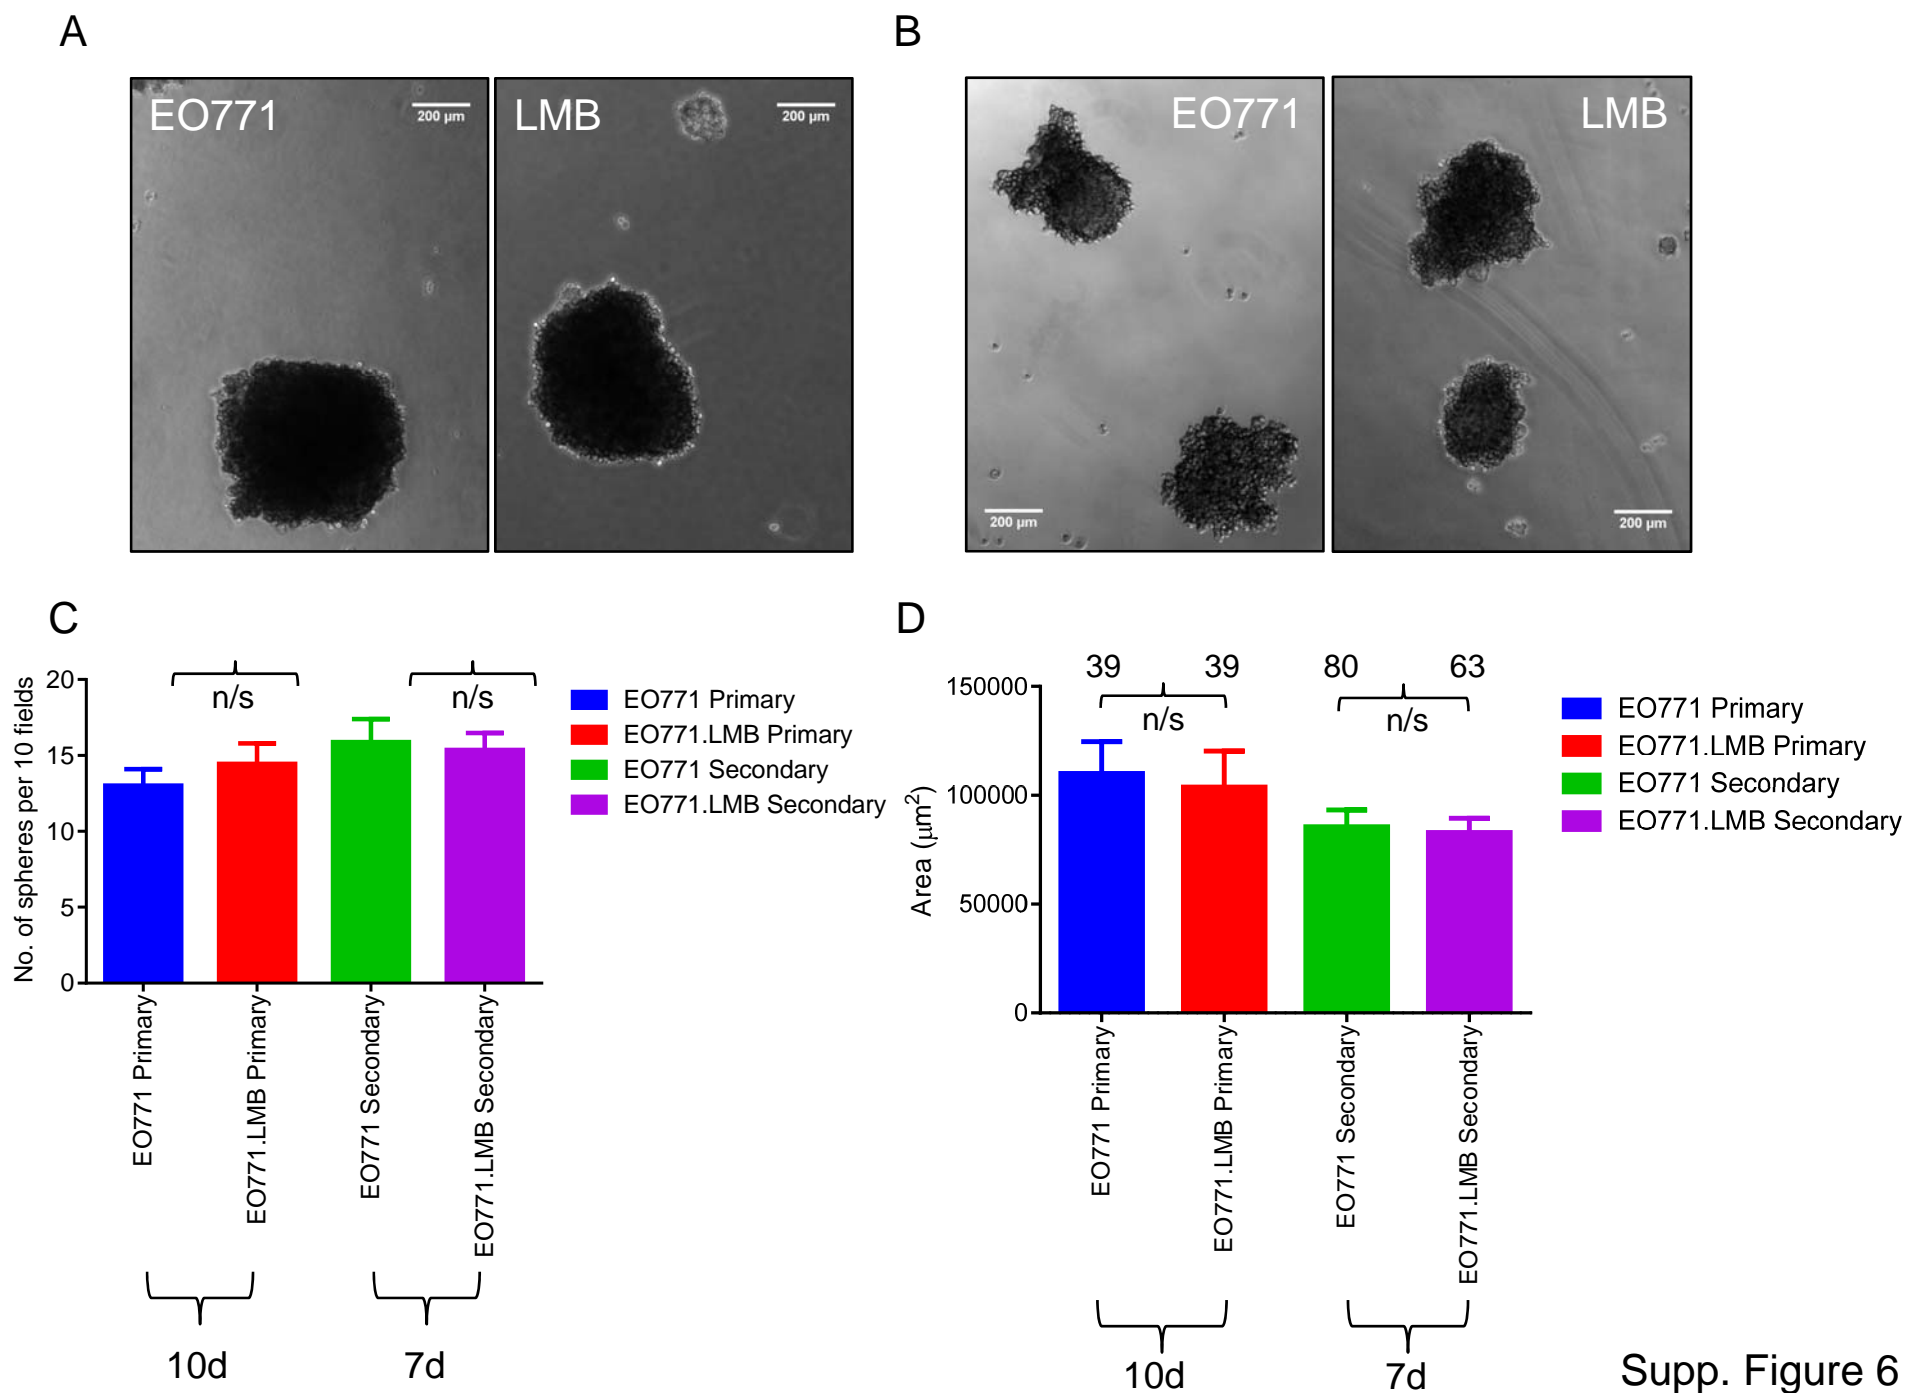

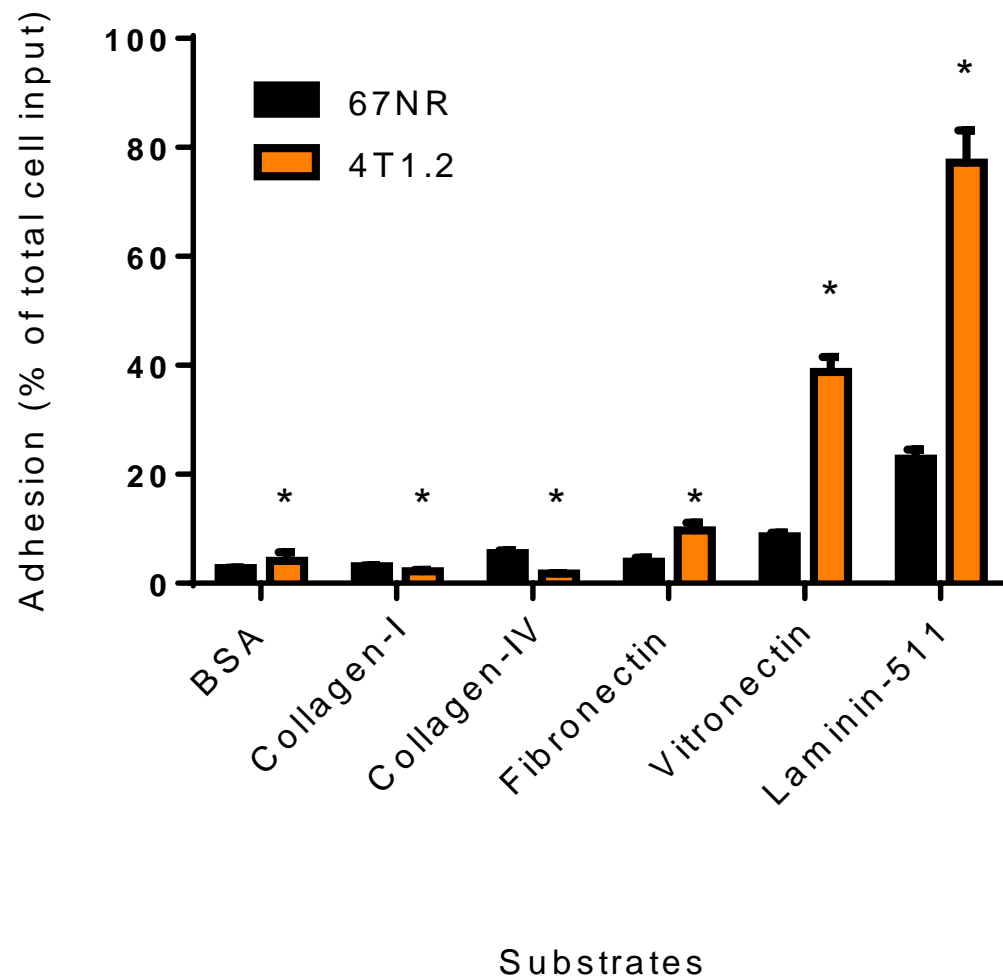

Supp. Figure. 7

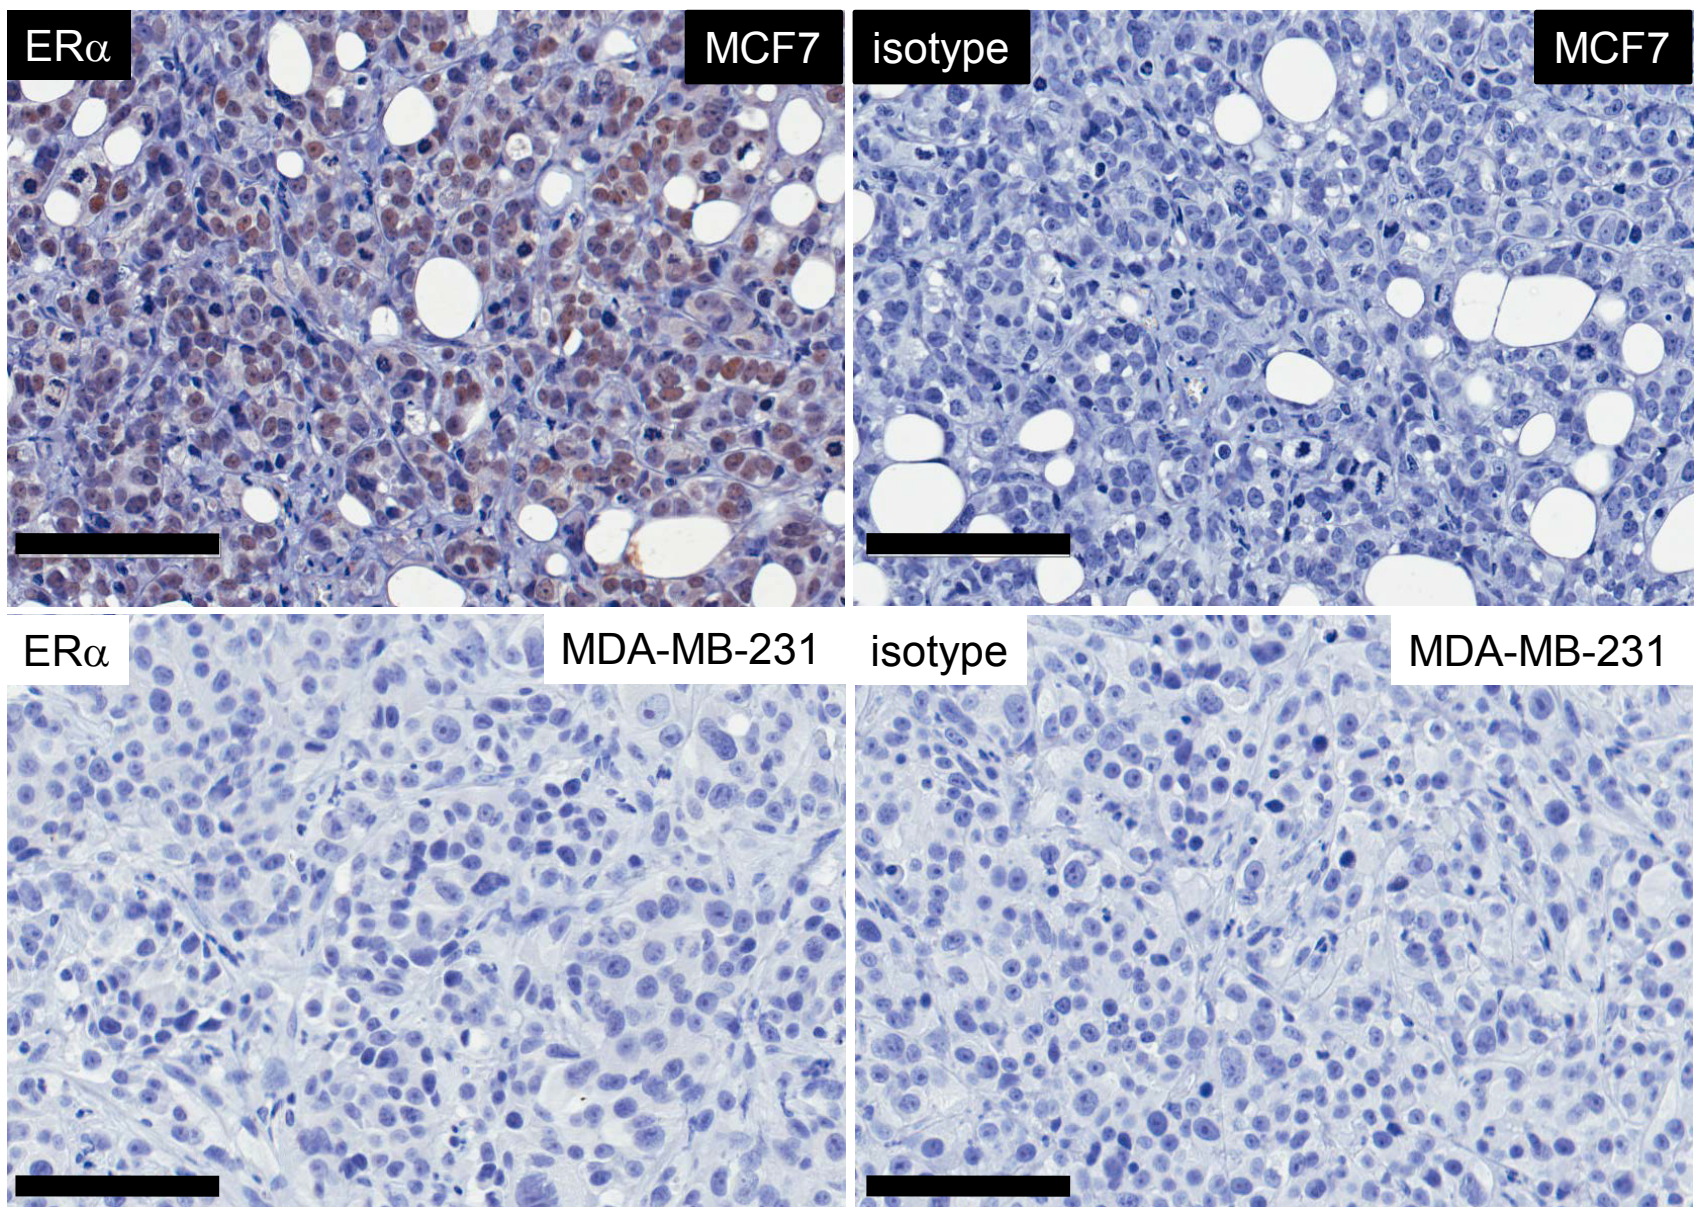

Supplementary Figure 8

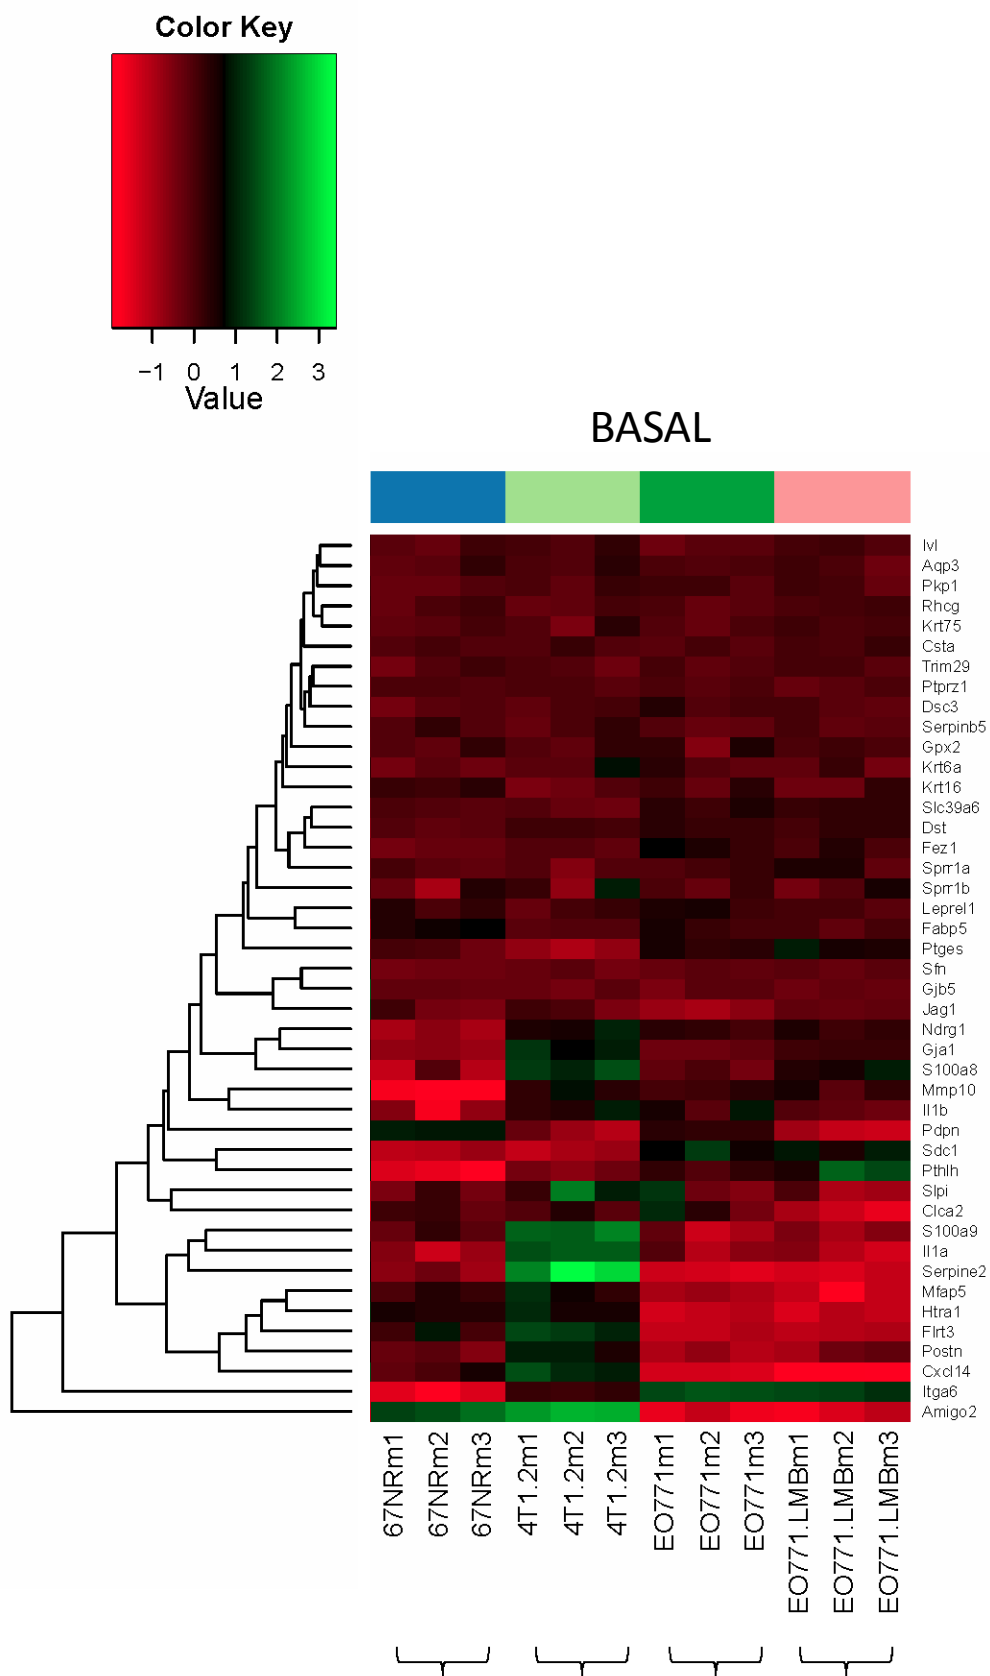

Supp. Figure 9A

Color Key

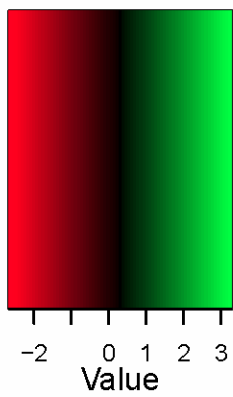

LUMINAL

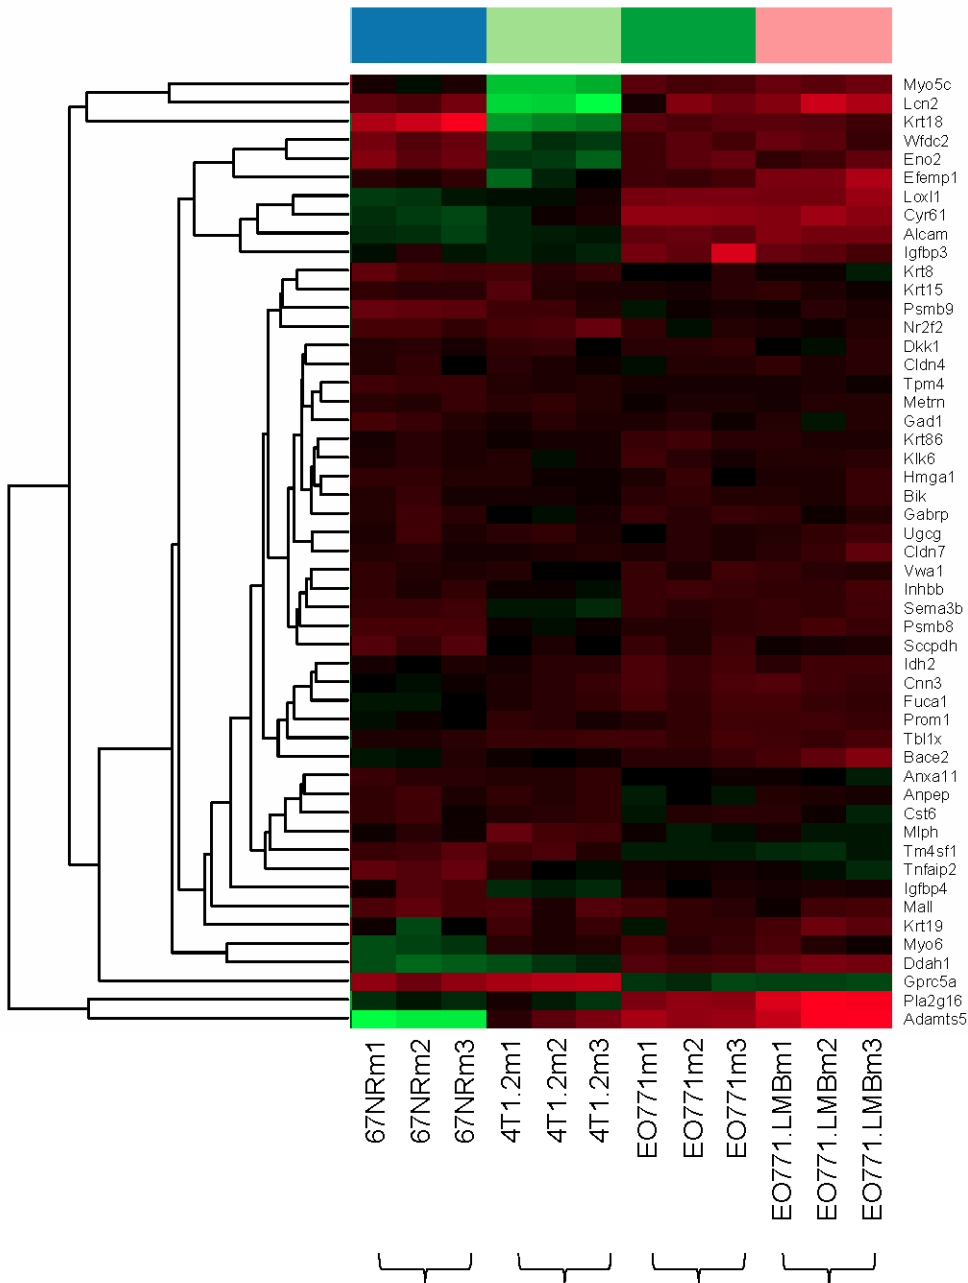

Supp. Figure 9B

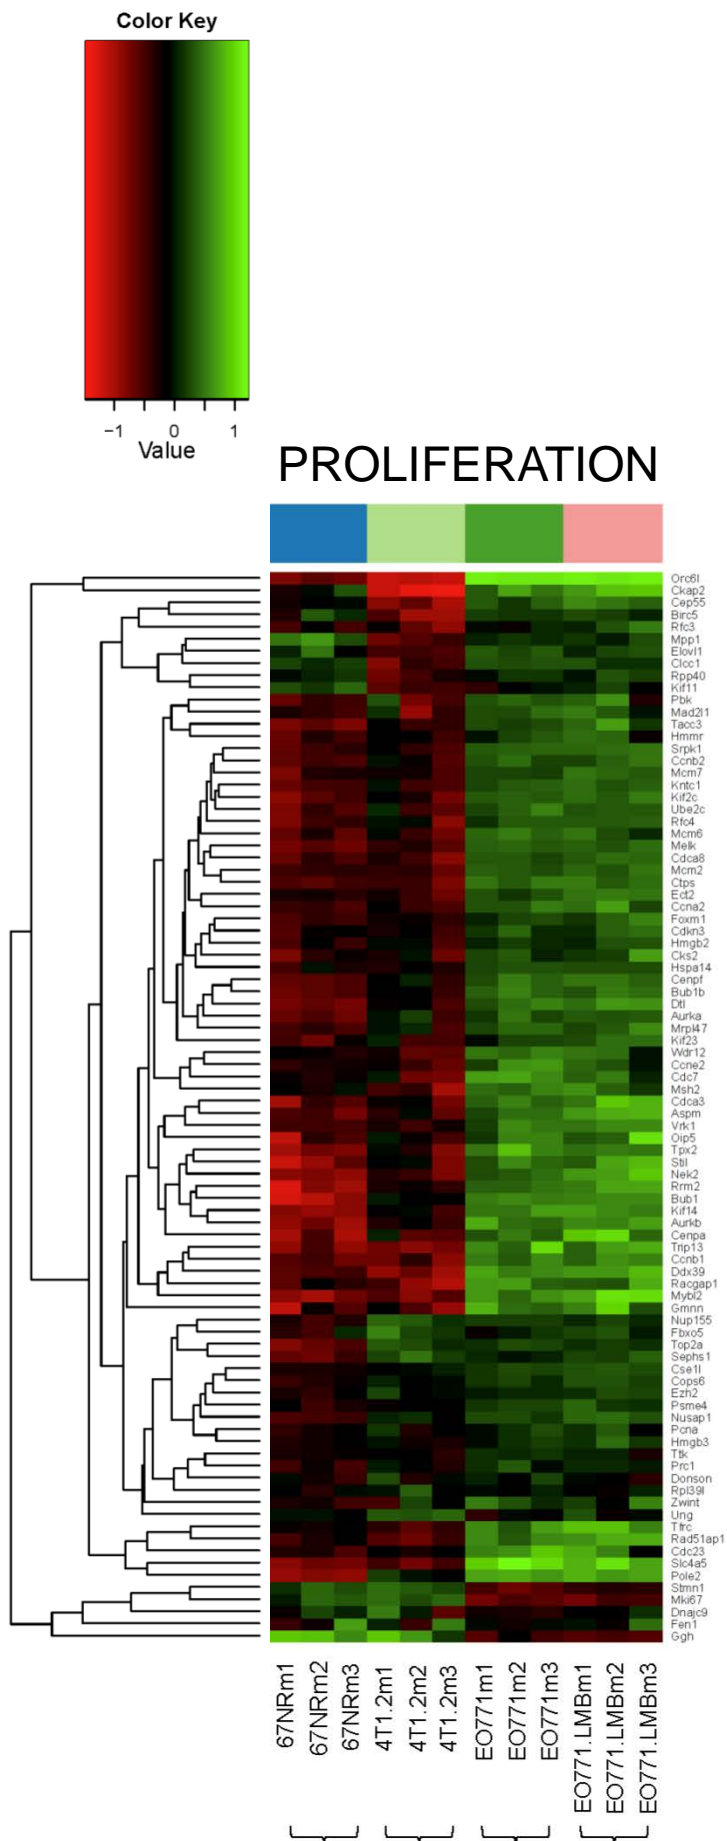

Supp. Figure 9C

Color Key

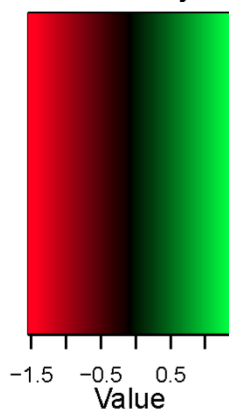

HYPOXIA

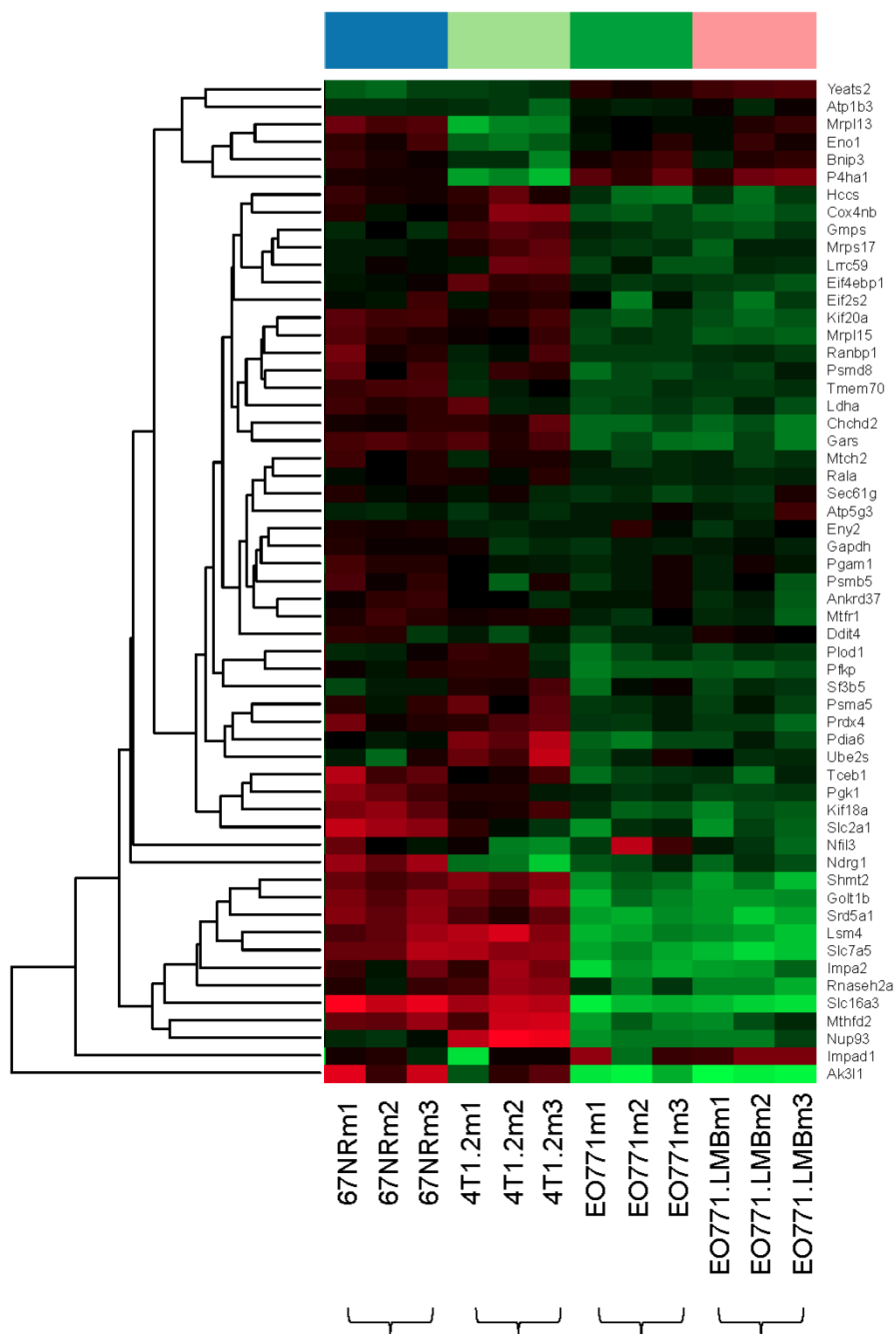

Supp. Figure 9D

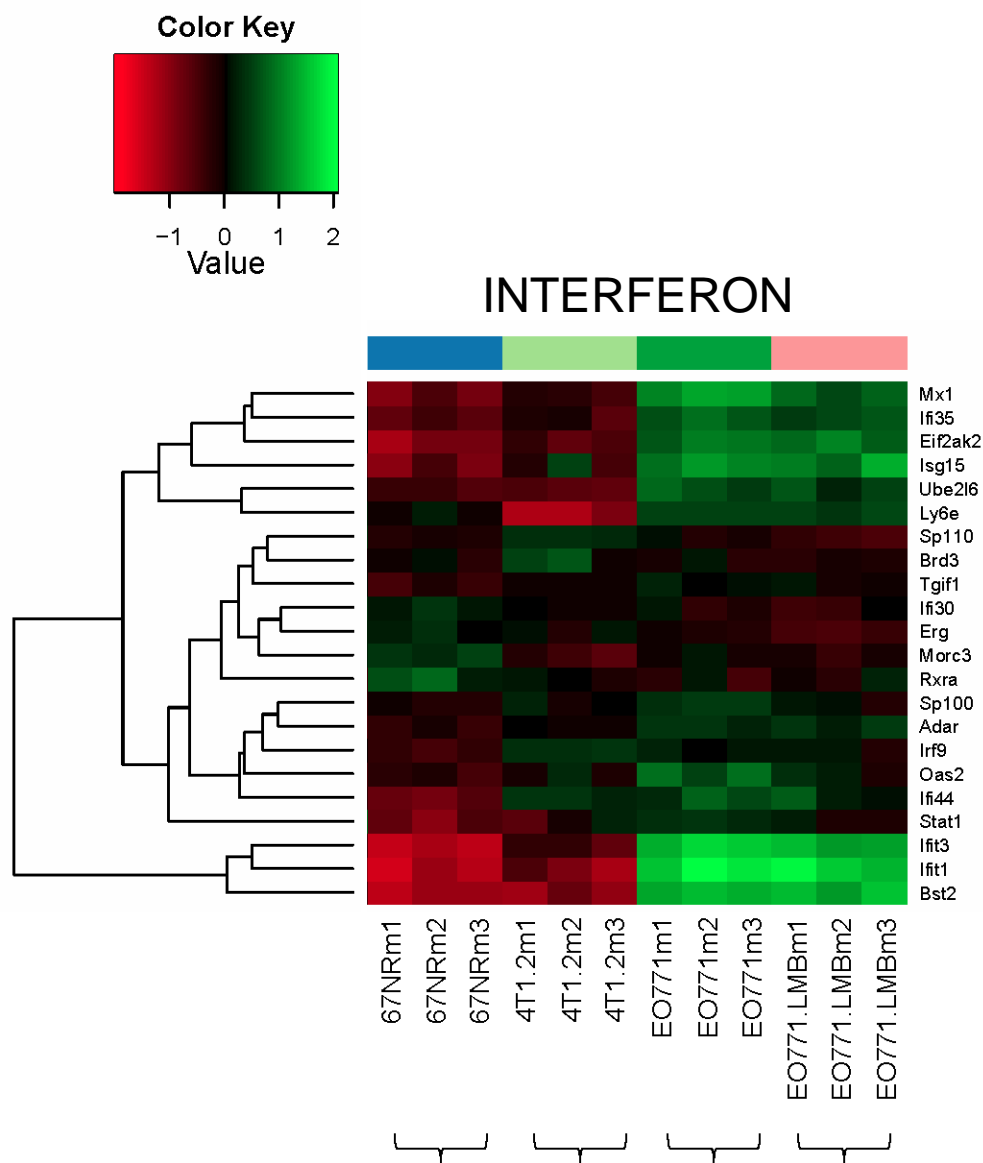

Supp. Figure 9E

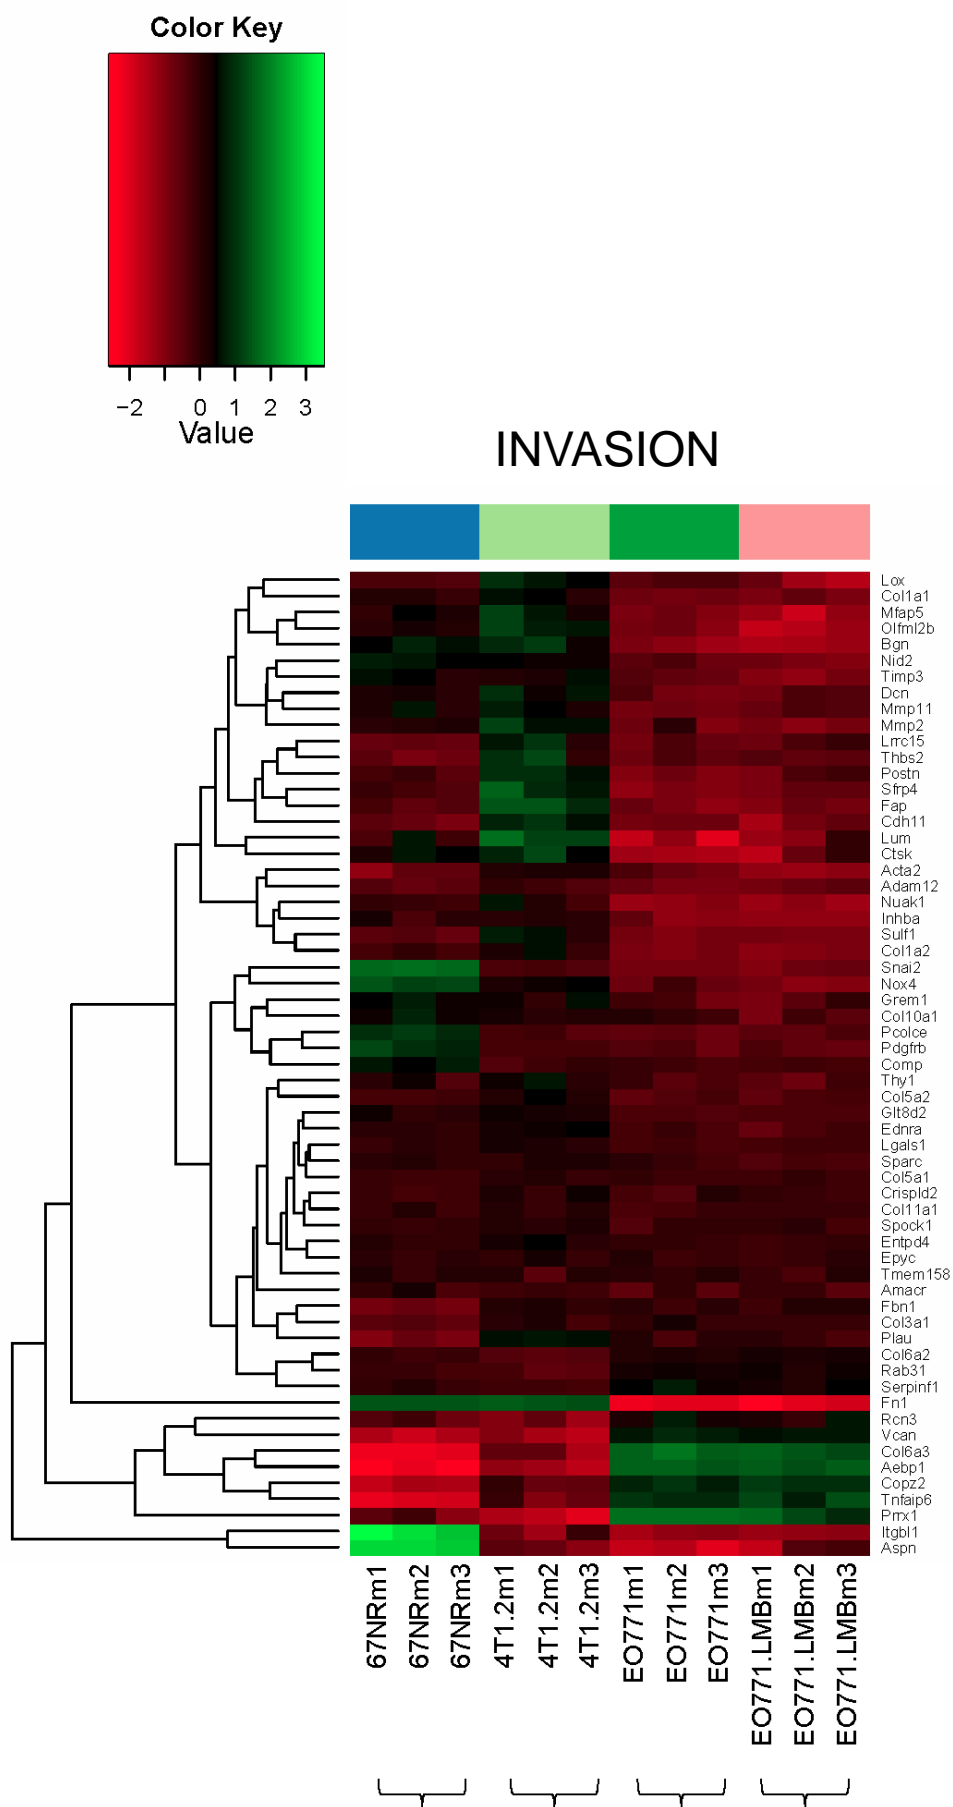

Supp. Figure 9F

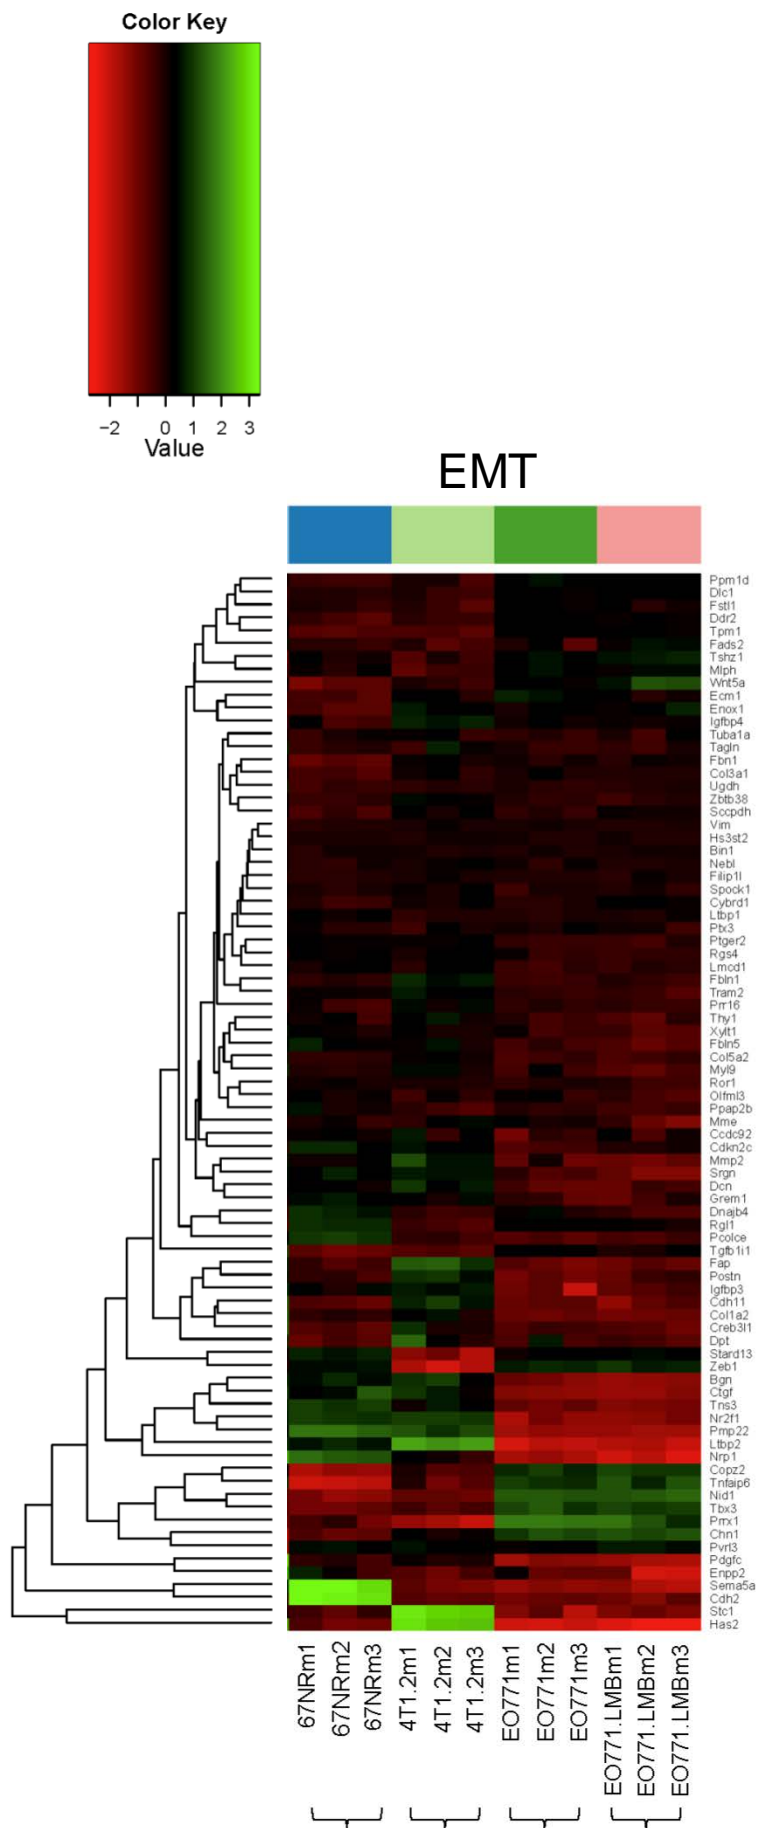

Supp. Figure 9G

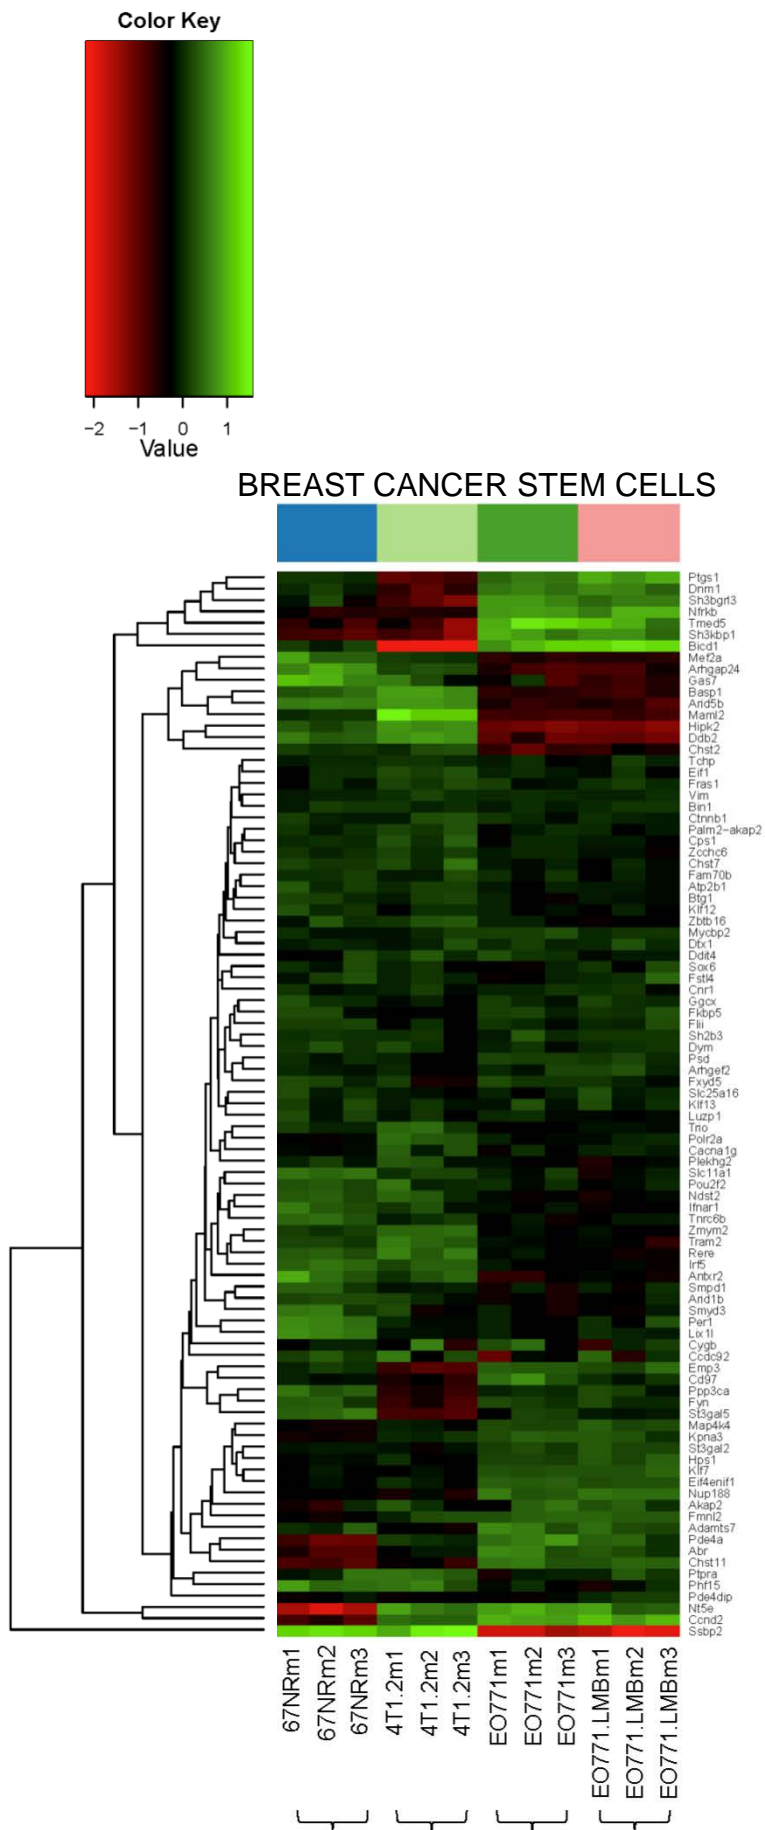

Supp. Figure 9H

A. Upregulated

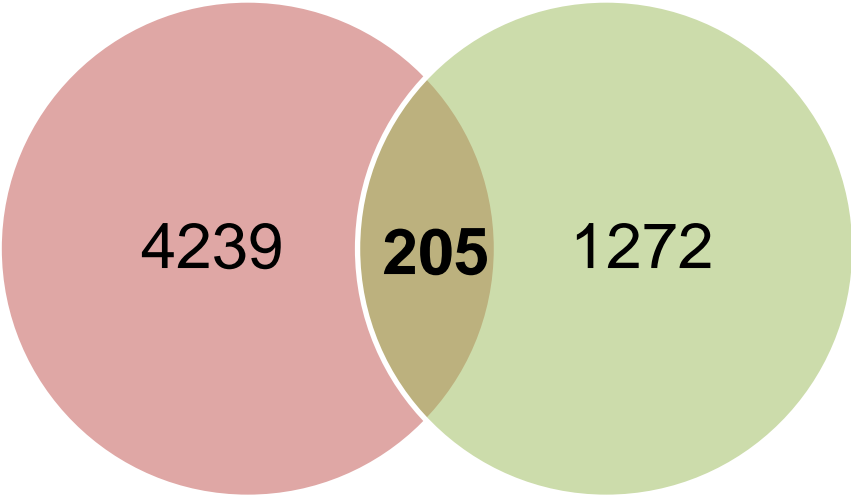

4T1.2 v 67NR
n=4444

EO771.LMB v EO771
n=1477

B. Downregulated

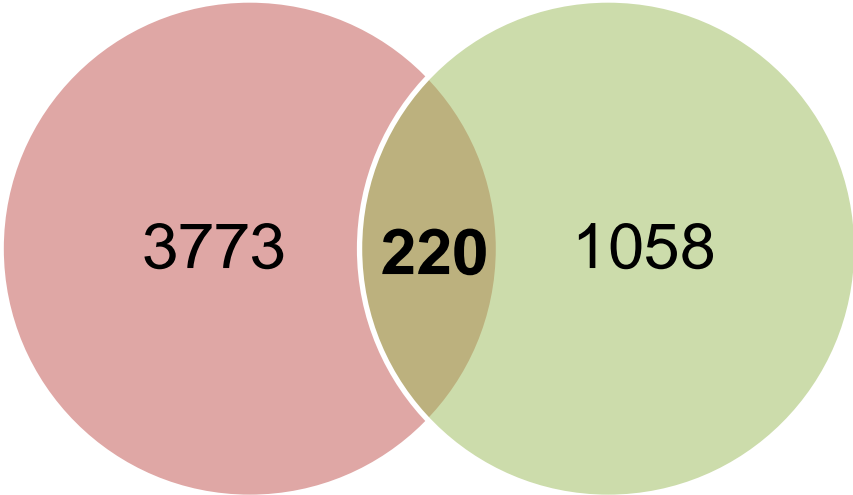

4T1.2 v 67NR
n=3993

EO771.LMB v EO771
n=1278

A

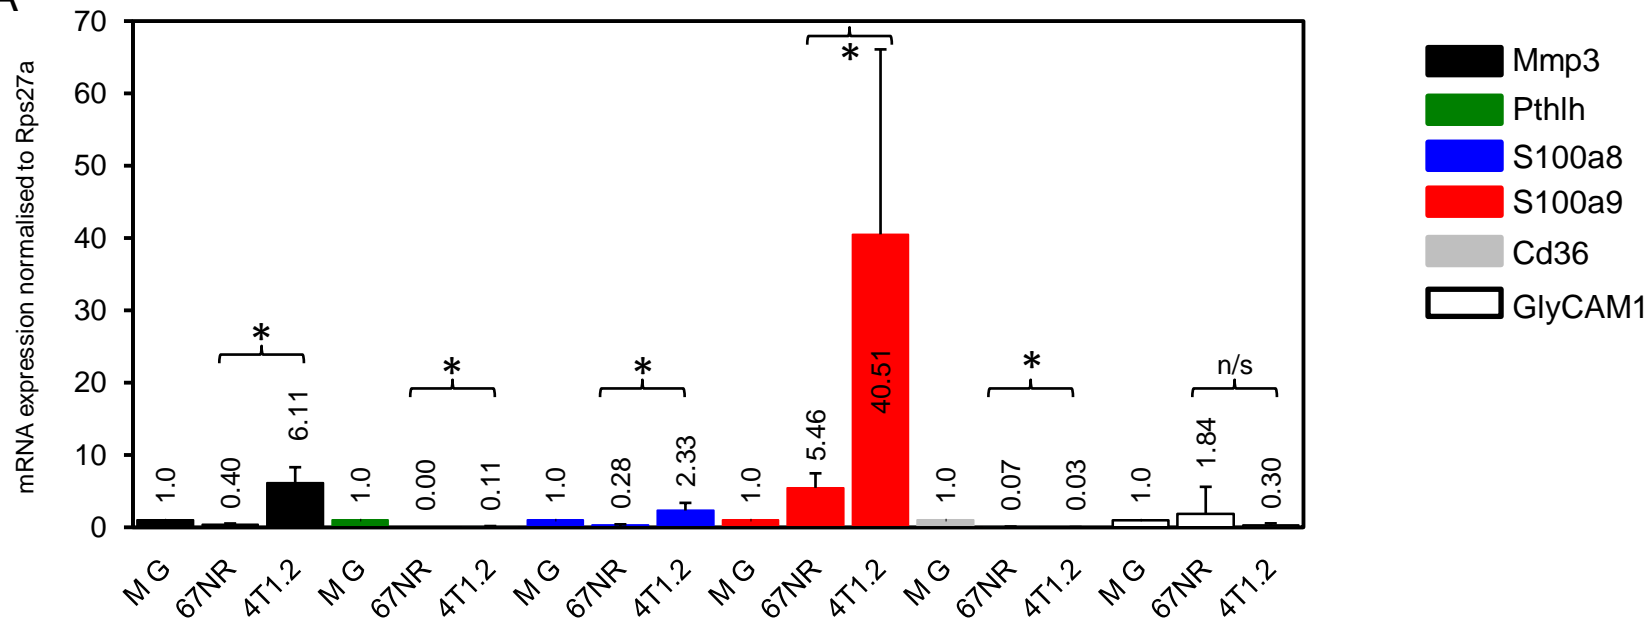

B

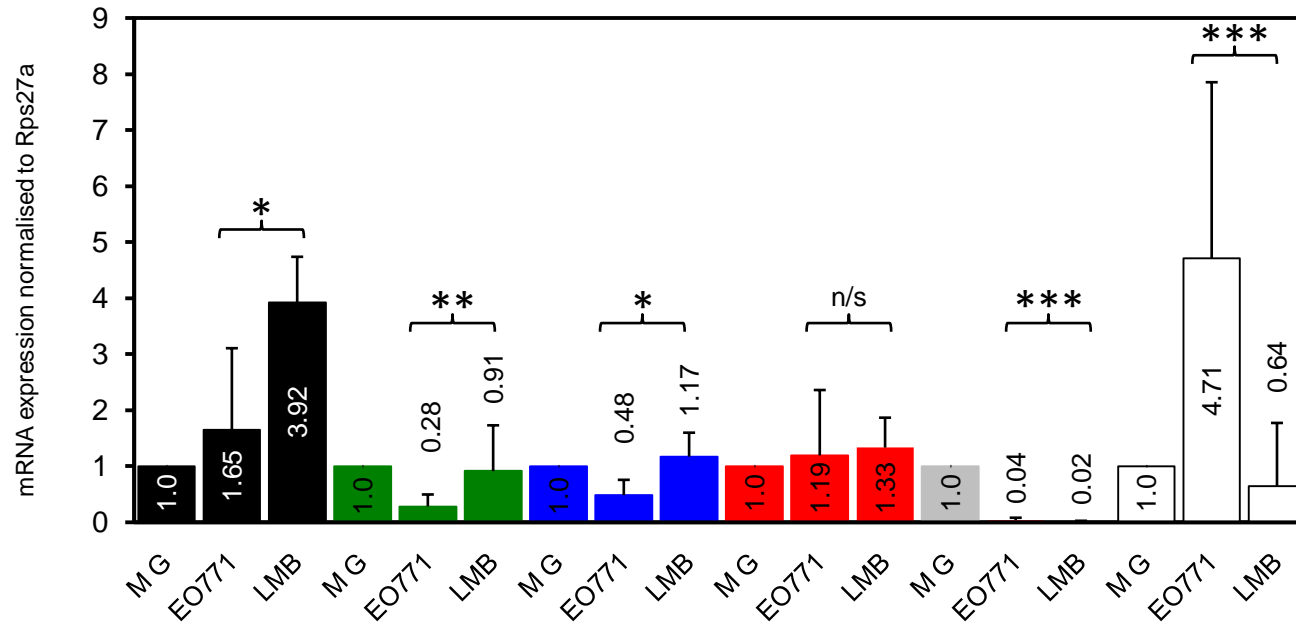

Supp. Figure 11

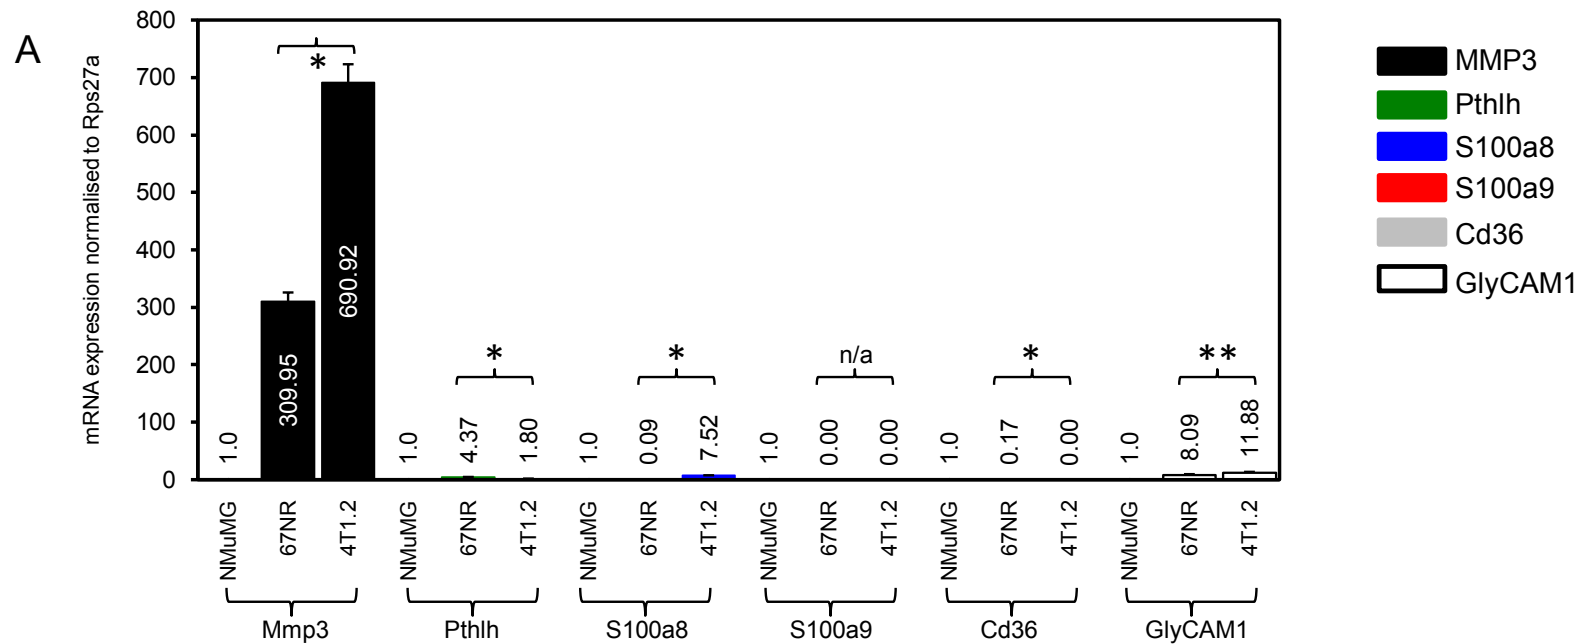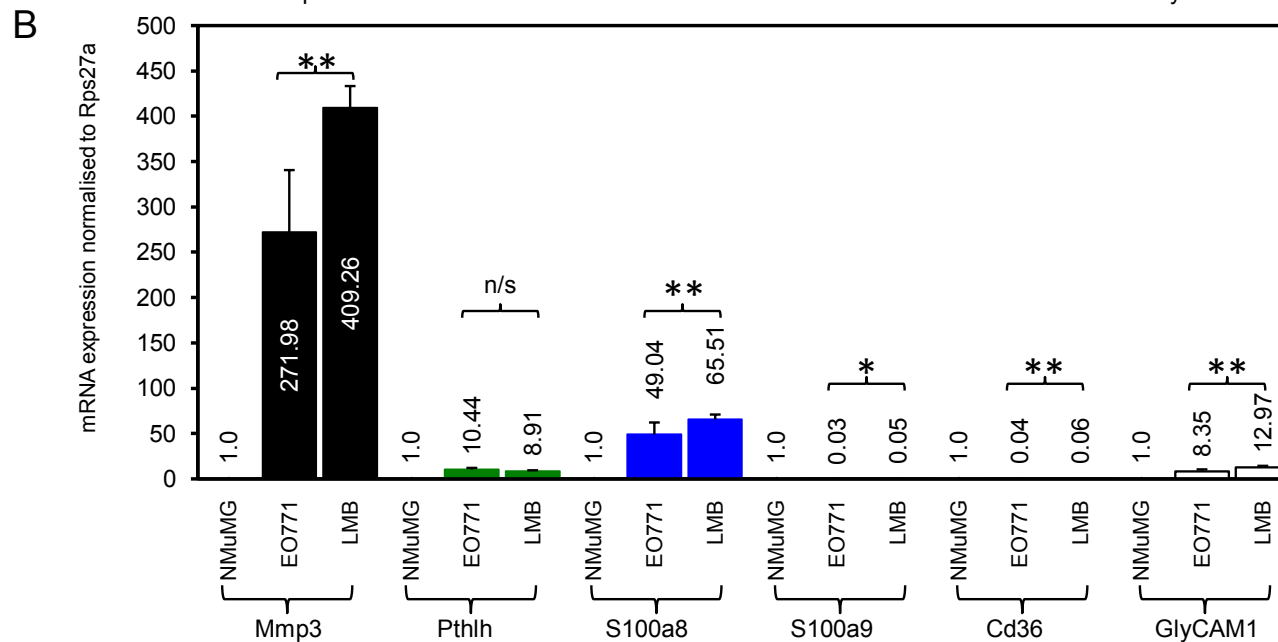

Supp. Figure 12

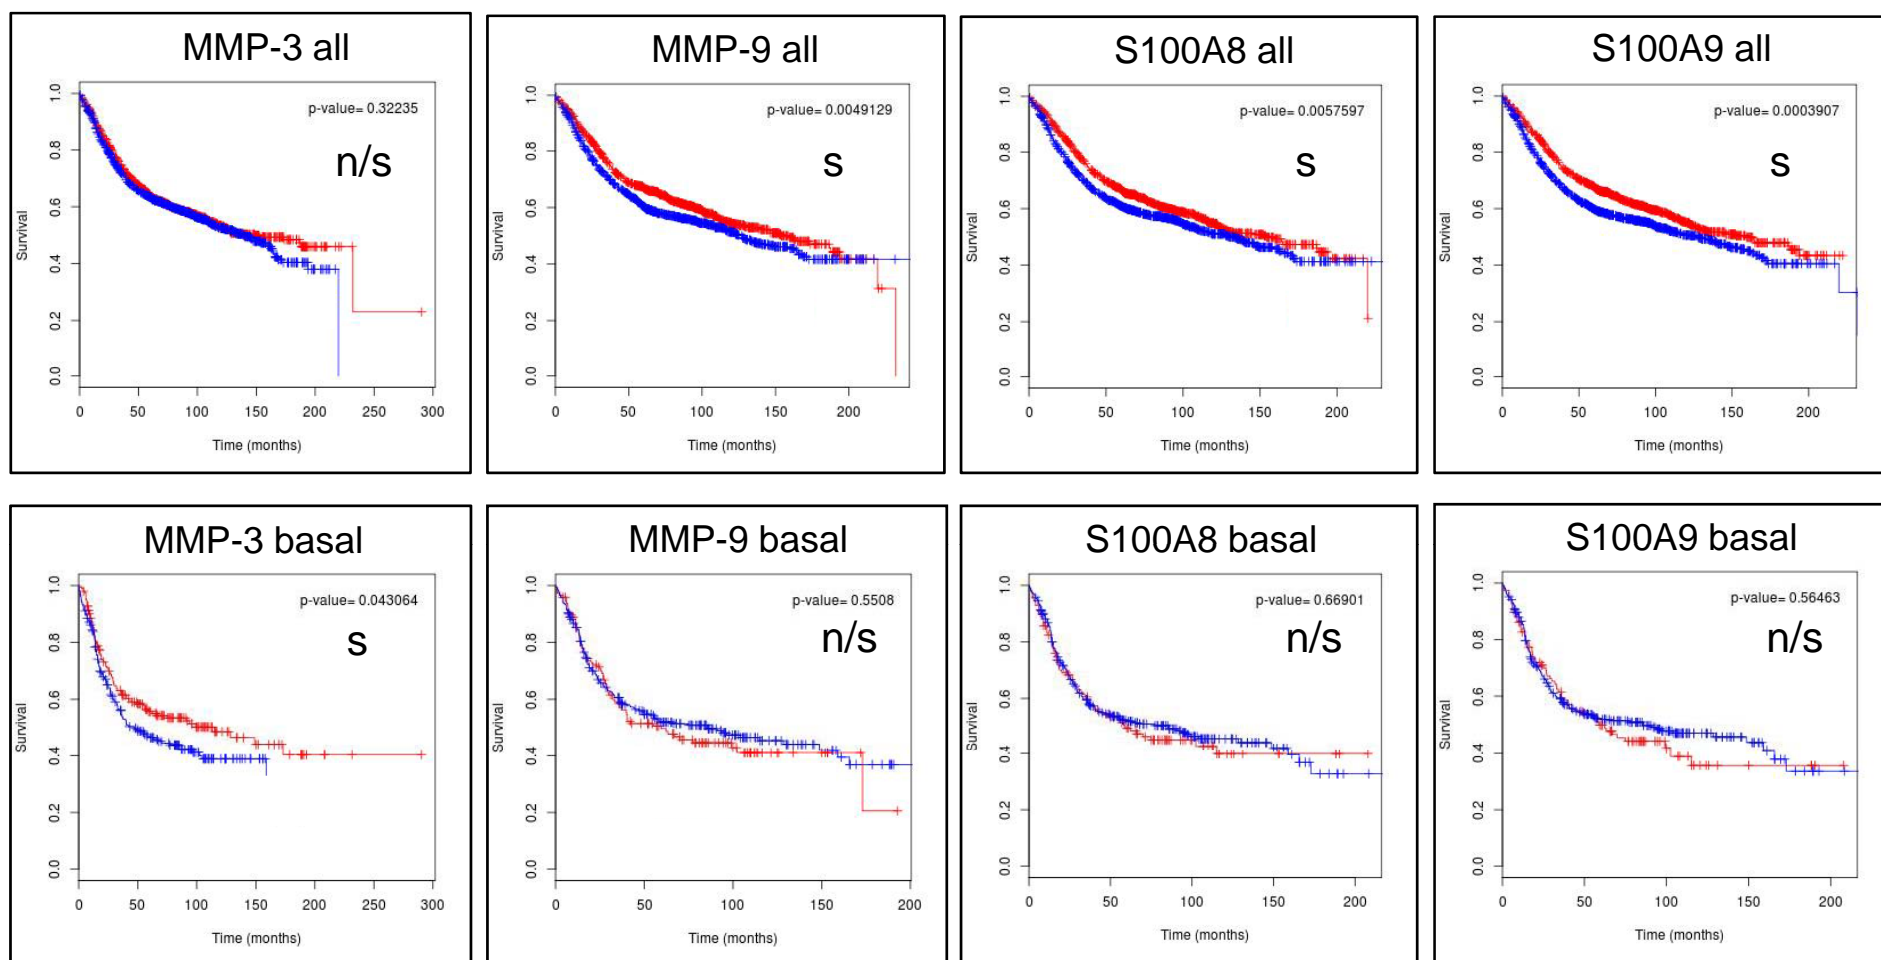

Supplementary Figure 13

Supplementary Table 1

**Signature**	**67NR**	**4T1.2**	**EO771**	**EO771.LMB**
BASAL sig-UP	4 (9%)	11 (23%)	5 (11%)	5 (11%)
BASAL sig-DOWN	11 (23%)	3 (6%)	11 (23%)	10 (21%)
BASAL insignificant	32 (68%)	33 (70%)	31 (66%)	32 (68%)
LUMINAL sig-UP	10 (18%)	**15 (27%)**	4 (7%)	8 (15%)
LUMINAL sig-DOWN	14 (25%)	**3 (5%)**	17 (31%)	15 (27%)
LUMINAL insignificant	31 (56%)	**37 (67%)**	34 (62%)	32 (58%)
PROLIFERATION sig-UP	6 (6%)	4 (4%)	**50 (48%)**	**57 (54%)**
PROLIFERATION sig-DOWN	61 (58%)	24 (23%)	**5 (5%)**	**4 (4%)**
PROLIFERATION insignificant	38 (36%)	77 (73%)	**50 (48%)**	**44 (42%)**
HYPOXIA sig-UP	3 (3%)	6 (5%)	**28 (25%)**	**29 (25%)**
HYPOXIA sig-DOWN	43 (38%)	17 (15%)	**5 (4%)**	**2 (2%)**
HYPOXIA insignificant	68 (60%)	91 (80%)	**81 (71%)**	**83 (73%)**
EMT sig-UP	22 (24%)	16 (17%)	16 (17%)	15 (17%)
EMT sig-DOWN	27 (29%)	13 (14%)	29 (31%)	28 (30%)
EMT insignificant	44 (47%)	64 (69%)	48 (52%)	50 (54%)
INTERFERON sig-UP	1 (4%)	3 (12%)	**9 (35%)**	**13 (50%)**
INTERFERON sig-DOWN	13 (50%)	3 (12%)	**3 (12%)**	**1 (4%)**
INTERFERON insignificant	12 (46%)	20 (77%)	**14 (54%)**	**12 (46%)**
CANCER STEM CELLS sig-UP	23 (23%)	20 (20%)	17 (17%)	20 (20%)
CANCER STEM CELLS sig-DOWN	15 (15%)	17 (17%)	18 (18%)	18 (18%)
CANCER STEM CELLS insignificant	62 (62%)	63 (63%)	65 (65%)	62 (62%)
INVASION sig-UP	13 (20%)	14 (22%)	8 (13%)	9 (14%)
INVASION sig-DOWN	17 (27%)	10 (16%)	30 (47%)	31 (48%)
INVASION insignificant	34 (53%)	40 (63%)	26 (41%)	24 (38%)
**SIGNIFICANT GENE EXPRESSION SIGNATURES**		**LUMINAL**	**PROLIFERATION<br>HYPOXIA<br>INTERFERON**	**PROLIFERATION<br>HYPOXIA<br>INTERFERON**

[illegible]

[illegible]

1006640	NM_172203 // <i>Nov1</i> // NADPH oxidase 1 // X 15 // 23708 // ENSMUST0000033630 //	Nov1	NM_172203	0.0441651	0.1914710	1.2752400	1.2752400	0.0456763	0.6350840	1.3056600	1.3105600
10481626	NM_131054 // <i>Dna2</i> // DNA topoisomerase II (2) C2 4 A3.1 cm // 13192 // ENDM4	Dna2	NM_131054	0.0432535	0.1413830	1.2740300	1.2740300	0.0208966	0.6209360	1.2621800	1.3021500
10523068	NM_01081105 // 4933407H180k // <i>Riken</i> cDNA 4933407H18 gene // 5 kb // 71101 //	4933407H180k	NM_01081101	0.0377139	0.1804450	1.2712400	1.2712400	0.0163674	0.5851120	1.2541300	1.2541300
10460782	NM_130453 // <i>Gph2a</i> // glycoprotein hormone alpha 2 // 19 A // 170468 // ENDMJ01	Gph2a	NM_130453	0.0389703	0.1853650	1.2695900	1.2695900	0.0001728	0.3887110	1.1764400	1.1764400
1033448	NM_130453 // <i>Gph2a</i> // glycoprotein hormone alpha 2 // 19 A // 170468 // ENDMJ01	Gph2a	NM_130453	0.0401230	0.2000120	1.2695400	1.2695400	0.0001979	0.5966630	1.2900000	1.2900000
10445839	NM_177052 // <i>Ki6a</i> // <i>kinase family member 6</i> // 17 C // 131991 // ENDMJ5700000	Ki6a	NM_177052	0.0514602	0.1114930	1.2686800	1.2686800	0.0244108	0.5966630	1.2277000	1.2277000
10445678	NM_145489 // <i>A061453</i> // expressed sequence A061453 // 17 C // 124813 // BC006	A061453	NM_145489	0.0517891	0.1188910	1.2674400	1.2674400	0.0181295	0.5851120	1.1041100	1.1041100
10073075	NM_178201 // <i>Thp27</i> // <i>unc-119</i> protein 877 // 8 C-2 // 43207 // ENDMJ570	Thp27	NM_178201	0.0509517	0.1854030	1.2674200	1.2674200	0.0191761	0.5890040	1.2149100	1.2149100
10361846	NM_009048 // <i>Reps1</i> // <i>Ku80</i> associated Eps domain containing protein // 10 A3 //	Reps1	NM_009048	0.0096497	0.1267080	1.2670800	1.2670800	0.0228651	0.5966630	1.1247800	1.1247800
10356065	NM_001024720 // <i>Hmcs1</i> // <i>hemocytin 1</i> // 1 G1 // 545370 // ENDMJ570000074783 //	Hmcs1	NM_001024720	0.0472177	0.2054160	1.2652400	1.2652400	0.0480029	0.6420950	1.1460800	1.1460800
10359138	NM_001031480 // <i>R4301700130k</i> // <i>Riken</i> cDNA R430170013 gene // 1 G1 // 71932 //	R4301700130k	NM_001031480	0.0379530	0.1396430	1.2642200	1.2642200	0.0380074	0.5851120	1.2851200	1.2851200
10488323	NM_001081262 // 4932431H170k // <i>Riken</i> cDNA 4932431H17 gene // 3 D // 54552 //	4932431H170k	NM_001081262	0.0070742	0.0215685	1.2637500	1.2637500	0.0045377	0.5213400	1.1621200	1.1621200
10472598	NM_177784 // <i>Wht2</i> // <i>leucine like 23 (Drosophila)</i> // 2 C2 // 277396 // ENDMJ570	KR23	NM_177784	0.0413307	0.1064800	1.2589700	1.2589700	0.0009181	0.4730920	1.0846300	1.0846300
10097975	NM_172544 // <i>Nov3</i> // <i>nov3</i> // 12024 (2.45 kb) cm // ENDMJ57000000	Nov3	NM_172544	0.0707198	0.2052030	1.2587600	1.2587600	0.0030323	0.5207630	1.2475800	1.2475800
10059425	NM_020208 // <i>Aqap3</i> // <i>septin 9</i> // 9 D // 64008 // ENDMJ570000074465 // <i>Aqap3</i>	Aqap3	NM_020208	0.0219587	0.1343070	1.2494800	1.2494800	0.0325598	0.6144630	1.1198400	1.1198400
10052780	NM_133892 // <i>Lao1</i> // <i>L-aminine acid oxidase 1</i> // 1 D2.1 // 100470 // ENDMJ57000000	Lao1	NM_133892	0.0338348	0.1709150	1.2469100	1.2469100	0.0370077	0.6149790	1.1848700	1.1848700
10490590	ENSMJ570000025448 // <i>Nov2</i> // <i>nov2</i> // 12024 (2.45 kb) cm // 17 C2 // 17755	Nov2	ENSMJ570000025448	0.0707198	0.2052030	1.2468900	1.2468900	0.0030323	0.5207630	1.2475800	1.2475800
10521136	NM_001081102 // <i>Whsc1</i> // <i>Wnt1</i> -shc/lin syndrome candidate 1 <i>human</i> // 5 B1 //	Whsc1	NM_001081102	0.0056497	0.1245070	1.2450700	1.2450700	0.0045377	0.5213400	1.2025000	1.2025000
10396278	NM_026102 // <i>Daam1</i> // <i>disseminated activator of morphogenesis 1</i> // 12	Daam1	NM_026102	0.0046071	0.0540762	1.2405200	1.2405200	0.0494036	0.6430890	1.1631300	1.1631300
10519589	NM_008642 // <i>Mtp</i> // <i>microtubule triglyceride transfer protein</i> // 9 G31 68.1 cm	Mtp	NM_008642	0.0605600	0.0648978	1.2402000	1.2402000	0.0040517	0.5001000	1.1851300	1.1851300
10502575	NM_008642 // <i>Mtp</i> // <i>microtubule triglyceride transfer protein</i> // 9 G31 68.1 cm	Mtp	NM_008642	0.0317946	0.0864307	1.2387600	1.2387600	0.0368218	0.6187790	1.1511800	1.1511800
10550022	NM_133948 // <i>Pip1</i> // <i>PC</i> and <i>SFRS</i> interacting protein 3 // 4 C3 // 101739 //	Pip1	NM_133948	0.0005001	0.0205357	1.2231400	1.2231400	0.0033854	0.5153990	1.1521900	1.1521900
10564169	NF242154 // <i>Scor116</i> // <i>small nuclear RNA, C/D box 116 cluster</i> // 7 C17 29.0	Scor116	NF242154	0.0230070	0.1374940	1.2230500	1.2230500	0.0285367	0.6031410	1.2999600	1.2999600
10444086	NM_013860 // <i>Crm1</i> // <i>cysteine rich transmembrane BMP regulator 1</i> <i>chicken</i> <i>liver</i>	Crm1	NM_013860	0.0493016	0.2088000	1.2212600	1.2212600	0.0313908	0.5153990	1.1485400	1.1485400
10496077	NM_027907 // <i>Agp215</i> // <i>aspartate glyoxylate aminotransferase 2-like 1</i> // 3 G3 //	Agp215	NM_027907	0.0163949	0.1767900	1.2211800	1.2211800	0.0016389	0.4825080	1.0607900	1.0607900
10361507	NM_030796 // <i>Smyd2</i> // <i>S</i> and <i>W</i> domain containing 2 // 1 H6 // 23683 // 195	Smyd2	NM_030796	0.0489162	0.1884460	1.2211900	1.2211900	0.0142127	0.6172700	1.2211900	1.2211900
10451782	NM_133066 // <i>Gid4</i> // <i>gap junction protein, delta 4</i> // 18 A1 // 275152 // ENDM425	Gid4	NM_133066	0.0316691	0.1694830	1.2200100	1.2200100	0.0044127	0.6443000	1.0987900	1.0987900
10461856	NM_008137 // <i>Gna14</i> // <i>guanine nucleotide binding protein, alpha 14</i> // 19 A 8.19	Gna14	NM_008137	0.0168781	0.1172790	1.2168800	1.2168800	0.0151827	0.5813830	1.2639400	1.2639400
10474207	NM_212413 // <i>Fluo3</i> // <i>F</i> -box protein 1 // 2 C2 // 57443 // NM_020593 // <i>Fluo3</i> //	Fluo3	NM_212413	0.0450184	0.1448010	1.2109700	1.2109700	0.0045120	0.5213400	1.1569100	1.1569100
10330446	NC138179 // <i>ABR1100</i> // expressed sequence ABR1100 // 1 H2.1 // 22805 // ENDM4	ABR1100	NC138179	0.0451227	0.1997820	1.2091900	1.2091900	0.0051660	0.5213400	1.1639000	1.1639000
10427661	---	---	---	0.0013233	0.2053400	1.2053400	1.2053400	0.0080597	0.5362340	1.2110300	1.2110300
10420148	NM_001081129 // <i>Cttnp3</i> // <i>connectin associated protein like 3</i> // 13 B3 // 23868	Cttnp3	NM_001081129	0.0884408	0.2081170	1.2031700	1.2031700	0.0347380	0.6172700	1.1258800	1.1258800
10521183	NM_007418 // <i>Adra2c</i> // <i>adrenergic receptor, alpha 2c</i> // 5 B3.1-20.0 cm // 11551	Adra2c	NM_007418	0.0295531	0.1852160	1.2012700	1.2012700	0.0217295	0.5966630	1.0901800	1.0901800
10359422	NM_007453 // <i>Prd6</i> // <i>perlecan domain 6</i> // 1 H2.1.1 83.6 cm // 13758 // ENDMJ5700	Prd6	NM_007453	0.0439768	0.1969760	1.1996900	1.1996900	0.0295687	0.6047360	1.1236600	1.1236600
10545057	NM_008210 // <i>H3f5a</i> // <i>H3</i> histone, family 3A // 1 D2.3 // 15078 // BC008353 // H	H3f5a	NM_008210	0.0470108	0.2039880	1.1993500	1.1993500	0.0175517	0.5851120	1.0691600	1.0691600
10380741	ENSMJ570000074598 // 31100434290k // <i>Riken</i> cDNA 3110043429 gene // 13 B2 // 71	31100434290k	ENSMJ570000074598	0.0603655	0.1872150	1.1955700	1.1955700	0.0061170	0.5123400	1.1407800	1.1407800
10481818	NM_144852 // <i>Sct4a</i> // <i>solute carrier family 7 (cationic amino acid transporter,</i>	Sct4a	NM_144852	0.0348129	0.1728970	1.1892900	1.1892900	0.0214823	0.5966630	1.2164200	1.2164200
10517058	NM_001083916 // 18100101016k // <i>Riken</i> cDNA 181001016 gene // 4 D2.3 // 69073	18100101016k	NM_001083916	0.0001141	0.1595320	1.1885500	1.1885500	0.0402122	0.5213770	1.1297100	1.1297100
10501210	NM_146558 // <i>Ctrf6a</i> // <i>cellular receptor like 6</i> // 17 C85.1 // ENDMJ5700000	Ctrf6a	NM_146558	0.0029165	0.0465227	1.1882500	1.1882500	0.0035498	0.5103990	1.1046100	1.1046100
10554140	BC116191 // <i>Zck</i> // <i>zinc finger protein of the cerebellum 4</i> // 9 E3.319 61.0 cm	Zck	BC116191	0.0134328	0.0993844	1.1859600	1.1859600	0.0082483	0.5362340	1.1053000	1.1053000
10373660	NM_146777 // <i>Qtrf18</i> // <i>cellular receptor 18</i> // --- // 258773 // ENDMJ5700000	Qtrf18	NM_146777	0.0261747	0.1472200	1.1842600	1.1842600	0.0158094	0.5813830	1.1566000	1.1566000
10358571	NM_015121 // <i>Vsr1</i> // <i>vesicular nuclear 1</i> receptor // 18 B1 // 131838 // NM_134185	Vsr1	NM_015121	0.0013865	0.0612626	1.1810600	1.1810600	0.0151341	0.6172700	1.1251100	1.1251100
10358631	NM_001024720 // <i>Hmcs1</i> // <i>hemocytin 1</i> // 1 G1 // 545370 // ENDMJ570000074783 //	Hmcs1	NM_001024720	0.0511771	0.1105830	1.1810200	1.1810200	0.0448210	0.6308800	1.0158800	1.0158800
10437737	NM_025546 // <i>Rut1a1</i> // <i>retinol L1 domain containing 1</i> // 16 B1 // 66409 // 176	Rut1a1	NM_025546	0.0327645	0.1872130	1.1810200	1.1810200	0.0448754	0.6308800	1.0679500	1.0679500
10354253	NM_001081342 // <i>Gtf1a1</i> // <i>general transcription factor 1 repeated domain cont</i>	Gtf1a1	NM_001081342	0.0441150	0.1978850	1.1801600	1.1801600	0.0122651	0.5717140	1.1059800	1.1059800
10408367	NM_008232 // <i>Hdgf1</i> // <i>hepatoma derived growth factor-like 1</i> // 13 A3.1 // 15192	Hdgf1	NM_008232	0.0201178	0.1282400	1.1775200	1.1775200	0.0018780	0.4852520	1.1927500	1.1927500
10398136	---	---	---	0.0575408	0.1134790	1.1753200	1.1753200	0.0411185	0.6296050	1.1580200	1.1580200
10477495	NM_001012392 // <i>U4608</i> // cDNA sequence U4608 // 2 H1 // 22880 // NM_153418 //	U4608	NM_001012392	0.0441138	0.1994130	1.1746600	1.1746600	0.0000120	0.5061480	1.1877900	1.1877900
10564159	NF241250 // <i>Scord116</i> // <i>small nuclear RNA, C/D box 116 cluster</i> // 7 C17 29.0 c	Scord116	NF241250	0.0277795	0.1530940	1.1713300	1.1713300	0.0378411	0.6190170	1.2204400	1.2204400
10503374	---	---	---	0.0466304	0.2027780	1.1709600	1.1709600	0.0482236	0.6417260	1.1164400	1.1164400
10601545	---	---	---	0.0494560	0.1843950	1.1681900	1.1681900	0.0048514	0.5213400	1.1807100	1.1807100
10502070	NM_008718 // <i>Npas1</i> // <i>neuronal PAS domain protein 1</i> // 7 A217 4.0 cm // 18142 //	Npas1	NM_008718	0.0413704	0.1851050	1.1672100	1.1672100	0.0379938	0.6166390	1.1065800	1.1065800
10406611	NM_009045 // <i>Rela</i> // <i>v-rel reticuloendotheliosis viral oncogene homolog A</i> <i>avian</i>	Rela	NM_009045	0.0317343	0.1651500	1.1651500	1.1651500	0.0377845	0.6190170	1.1435700	1.1435700
10473276	---	---	---	0.0237779	0.1672580	1.1609900	1.1609900	0.0450986	0.6351460	1.2043900	1.2043900
10584986	NM_146806 // <i>Orf143</i> // <i>olfactory receptor 143</i> // --- // 258802 // ENDMJ5700000	Orf143	NM_146806	0.0122221	0.1354200	1.1594200	1.1594200	0.0254860	0.5966630	1.0959700	1.0959700
10471298	NM_001199634 // <i>Batzf</i> // <i>HLA-B associated transcript 2 like 7 B</i> // 22772 //	Batzf	NM_001199634	0.0064942	0.0795273	1.1589000	1.1589000	0.0252456	0.5966630	1.1493200	1.1493200
10510957	NM_172990 // <i>Par1a</i> // <i>parathormone kinase 1</i> // 1 E2 // 206814 // ENDMJ57000000	Par1a	NM_172990	0.0210579	0.0977279	1.1478900	1.1478900	0.0040296	0.6077970	1.1789900	1.1789900
10461713	NM_146684 // <i>Orf1440</i> // <i>olfactory receptor 1440</i> // --- // 258679 // ENDMJ5700000	Orf1440	NM_146684	0.0489931	0.2084230	1.1452900	1.1452900	0.0259882	0.5966630	1.1837000	1.1837000
10461818	NM_146636 // <i>Orf1487</i> // <i>olfactory receptor 1487</i> // --- // 258629 // ENDMJ5700000	Orf1487	NM_146636	0.0389115	0.1589130	1.1450900	1.1450900	0.0308615	0.6077970	1.1653900	1.1653900
10389997	AK048022 // <i>CL30030630k</i> // <i>Riken</i> cDNA CL30030630 gene // --- // 320644	CL30030630k	AK048022	0.0494058	0.1717790	1.1406200	1.1406200	0.0497865	0.6169010	1.1763800	1.1763800
10521088	ENSMJ570000011513 // <i>ENMDJ5700000077044</i> // predicted gene, ENMDJ5700000077										

Supplementary Table 4: Sequences of oligonucleotide primers used for qRT-PCR

Gene	Forward Sequence	Reverse Sequence
Pthrp	5' TTC GGT GGA GGG GCT TGG CC	5' CGG CGG CGC AAG TCT TGG AT
S100a8	5' CAC CAT GCC CTC TAC AAG AAT G	5' TCA CCA TCG CAA GGA ACT CC
S100a9	5' GGA AGC ACA GTT GGC AAC	5' TCC AGG TCC TCC ATG ATG TCA
Egfr	5' CTG TCG CAA AGT TTG TAA TG	5' GAA TTT CTA GTT CTC GTG GG
MMP-9	5' CCA GAC ACT AAA GGC CAT TCG A	5' TCC CAC TTG AGG CCT TTG AAG
Rps27a	5' GAC CCT TAC GGG GAA AAC CAT	5' AGA CAA AGT CCG GCC ATC TTC

How the deposited data were processed for this re-analysis (not part of the article)

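Whole primary tumours of 67NR, 4T1.2, EO771, EO771.LMB and EMT6.5 were measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per tumour and 3 tumours per type, 15 in all. The labels number the tumours of each type by mouse, so they were taken as separate animals. The authors deposited log2 signals of 35556 transcript clusters, after background adjustment, quantile normalization and summarization of the probes. The methods name GCRMA for these steps, without software, and the submitters' processing notes name Partek 6.6 and RMA, without its version, so which algorithm made the values is not settled. A table of the series and a sheet of the authors' workbook hold the same values, since 0 of 533340 differed. Another 30 columns of per-sample values in the workbook's other sheets were not used. No background or detection values were used, so a low signal was not told apart from none, and the number of arrays limits the precision.

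The gene assignment text that comes with each cluster stops at 80 characters, so a further gene of a cluster can be missing. Of the clusters, 25440 carry a symbol and 10116 carry none in that text, and 37 show more than 1 symbol. A cluster was named by its leading symbol, and a gene with several clusters (1853 of 21975 genes) by the one with the highest mean signal. Symbols were compared with a RefSeq table of the mouse, in which 18079 of 18445 RefSeq accessions were found, 17864 of them with the same symbol or a synonym of it. Of 976 members of the gene lists, 966 were measured, 21 of them under an older symbol.

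Differences were computed from the log2 values as deposited, without further normalization or filter, in R 4.3.3 with limma 3.58.1. One linear model with tumour type as the only term was fitted to all 15 tumours, so that all types share one estimate of the spread for each cluster. The comparisons were 4T1.2 minus 67NR, EO771.LMB minus EO771, the difference between these changes, the mean of EO771 and EO771.LMB minus the mean of 67NR and 4T1.2, and each type minus the mean of the 5 types. The p-values are limma's, adjusted by the Benjamini-Hochberg method over all clusters within a comparison, and 0.05 was the threshold. The study's rule, an unadjusted p under 0.05 and a share of 25% of a signature's members, was applied beside it.

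The lists written for the study's signature themes are basal, luminal, proliferation, hypoxia, interferon, EMT, stem cell and invasion genes. The other lists are MMPs and TIMPs, the S100 family, neutrophils, neutrophil recruitment, macrophages, T and NK cells, B cells, antigen presentation, endothelial cells, adipocytes, fibroblasts, mammary secretory cells, skeletal muscle, keratinocytes, erythroid cells, epithelial genes, p53 targets, immediate early genes and ribosomal proteins. Each was tested with camera at a preset correlation of 0.01 over the genes with a symbol. The p-values were adjusted over the 27 lists in comparisons of types and for EMT6.5 against the mean, and over the 8 themes and the 4 other tumour types in their comparisons with the mean, where the 19 other lists were adjusted among themselves within each type. An estimated correlation and fry, which asks whether a list's genes move one way, were run beside it. A list's score in a tumour is the mean of its members' log2 differences from the mean of the types.

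The genes named are those the paper names for these tumours, whose values in Table 1 had been read beforehand. For each pair and direction they also include the 8 genes with the largest change past the threshold whose 3 tumours of one type all lie beyond the 3 of the other type. Where fewer than 8 passed, the study's threshold was used. Chance gives such a separation in 10% of genes with 3 tumours against 3. Across both pairs, the 8 genes per direction with the largest smaller change at the study's threshold were added, up to 4 called members of each list discussed (or 2 where none was called), and the 8 genes per direction furthest from the mean in EMT6.5.

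The alternatives were the authors' workbook table, centring each array on its median, quantile normalization, only clusters above the median signal, one-way analysis of variance over the 5 types, only the groups compared, an intensity trend with a robust prior, each tumour left out in turn, the tumour number as a block, the study's threshold, an adjusted p in both pairs, the estimated correlation, fry, the mean of a gene's clusters, and the mean of the other 4 types as reference. The methods name one-way analysis of variance for the differences within the pairs, and the paper's text does not name which tumours entered the model. One-way analysis of variance over the 6 tumours of a pair and a test of only the clusters with a symbol were added after the values were seen.

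The steps were tested on simulated data made from the real means and spreads of 35556 clusters with 200 of them changed. For 4T1.2 against 67NR, 13 of 56 changes of 0.5 on the log2 scale were recovered, 57 of 71 of size 1 and 70 of 73 of size 2, with 4 false calls among 144. For EO771.LMB against EO771, 20 of 77, 35 of 53 and 68 of 70 were recovered, with 6 false calls among 129. A list shifted by 0.2 was called with both correlations, and 0 of 26 other lists were called at 21975 genes. The genes were simulated independently of each other, so false list calls that come from correlated genes could not appear. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The study's signatures, shown as pictures, and its tables of shared genes, of which only a part was at hand, were not used in any test.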

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

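The tests of EO771.LMB replicate 1, of macrophages and of T and NK cells were chosen only after the result was seen, as were a look at the mammary secretory genes above the median signal and one at the adipocyte genes lower in EO771.LMB. The test of EO771.LMB replicate 3 was narrowed after the result was seen, and the test of the direction of shared clusters was chosen then too.

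The change from 67NR to 4T1.2 differed from the change from EO771 to EO771.LMB by a direct test in 3618 transcript clusters, 1742 with a more positive log2 difference in the 4T1 pair and 1876 with a more negative one (limma, adjusted p). Among the genes the paper names, the 4T1 pair's log2 difference was the more positive by 2.51 for Mmp3, 1.68 for Mmp9, 1.67 for S100a9, 1.17 for Ifit3, 1.16 for S100a8 and 1.03 for Egfr. The difference between the pairs was -0.963 for Esr1, -0.809 for Erbb2 and -0.778 for Trp53. Over all settings run, the adjusted p ranged from 0.0016 to 0.12 for S100a8, 0.021 to 0.11 for Erbb2, 0.0092 to 0.080 for Trp53 and 0.0092 to 0.051 for Ifit3, so these calls ended under some settings, such as one-way analysis of variance (0.11, 0.081, 0.052 and 0.051).

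Several gene lists also moved differently in the pairs by camera, and here too the sign is that of the 4T1 pair's change minus the EO771 pair's. The median difference between the pairs' changes was 0.921 for interferon genes (34 of 56 more positive in the 4T1 pair and 1 more negative, adjusted p = 2.0e-18, and adjusted p = 0.074 with an estimated correlation). It was 0.78 for antigen presentation genes (9 of 20 more positive, adjusted p = 1.5e-07, and 0.14 with an estimated correlation) and 0.55 for hypoxia genes (18 of 50 more positive, adjusted p = 1.1e-11, and 0.074 with an estimated correlation). Neutrophil genes had a median of 0.598 (16 of 36 more positive, adjusted p = 3.1e-08) and MMPs and TIMPs one of 0.445 (8 of 27 more positive, adjusted p = 8.8e-06), and both were called with an estimated correlation too (adjusted p = 0.036 and 0.0083 with an estimated correlation). For neutrophil recruitment genes the median was 0.532 (adjusted p = 0.0020, and 0.24 with an estimated correlation), for invasion genes 0.348 (adjusted p = 0.0024, and 0.37 with an estimated correlation), for adipocyte genes 0.308 (adjusted p = 0.0037, and 0.25 with an estimated correlation) and for epithelial genes 0.256 (adjusted p = 0.00022, and 0.070 with an estimated correlation). Genes that p53 activates had a median of -0.415 (10 of 33 more negative and 3 more positive, adjusted p = 0.00012, and 0.046 with an estimated correlation). The medians of macrophage genes, -0.275 (adjusted p = 0.014), and of ribosomal protein genes, -0.204 (adjusted p = 0.00012), were also negative, and neither call held with an estimated correlation (adjusted p = 0.37 and 0.38 with an estimated correlation). Adjusted over the list alone, 41 interferon, 16 antigen presentation, 26 hypoxia, 18 neutrophil and 11 MMP and TIMP genes had a more positive change in the 4T1 pair, and 17 p53 target genes a more negative one.

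EMT6.5 tumours, for which the paper reports no array result of their own, had 3529 clusters above and 3530 below the mean of the 5 types (limma, adjusted p). These values have no control samples of their own and rest on 3 tumours.

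The EO771 pair had 7 clusters called, against 6335 in the 4T1 pair. A larger spread between tumours of the EO771 pair is argued against, since its median within-type SD was 0.901 times that of the 4T1 pair, and so is EO771.LMB replicate 3 standing apart, since 4 clusters were called without it. Smaller differences between the lines, EO771.LMB being derived from EO771, are consistent with the SD of the log2 differences less their error variance, which was 0.143 in the EO771 pair and 0.484 in the 4T1 pair, a ratio of 0.296. EO771.LMB replicate 1 stays open as a further source, since 54 clusters were called without it. The 6 tumours of a pair allow 10 splits, too few for a share under 0.05, with the highest other split at 2 clusters in the EO771 pair and 0 in the 4T1 pair, and the real split was the 1 of 10 with as many in each.

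Glycam1 and Cd36 lay lower in both metastatic tumours, and Prlr in EO771.LMB. Less fat tissue in 4T1.2 is argued against as the source, since the other adipocyte genes had a median log2 difference of 0.0729 from 67NR (standard error over the members 0.0886), and the 10 of them lower in EO771.LMB, by a median of -1.12 there, had one of 0.41 (standard error 0.186) in 4T1.2. In EO771.LMB less fat tissue stays open, with a median of -0.152 (standard error 0.113), 10 of 33 other members lower by an unadjusted p and 0 higher, and mean log2 signals of 8.76 against 10.04 in EO771 for Fabp4 and 5.30 against 6.85 for Adipoq. Less mammary secretory tissue in EO771.LMB stays open as well, although the median of the other members, 0.0136 (standard error 0.0692), met the bound set for excluding it, because 23 of 33 members lay below the median signal, where a loss is hard to see, among them the milk protein genes Csn2 (5.72 in EO771 and 5.76 in EO771.LMB), Wap (5.32 and 5.59) and Lalba (5.48 and 5.60), and the 10 above it had a median of -0.22 (standard error 0.163), 4 of them lower by an unadjusted p and 1 higher, a condition added after the values were seen. A difference between the tumour cells of the lines was not tested here. By qRT-PCR, the paper found no significant fall of Cd36 in isolated tumour cells of the metastatic lines. It proposes that the lower Cd36 of whole tumours likely arises in the stroma.

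Interferon genes were higher in the EO771 pair than in the 4T1 pair. More macrophages in the EO771 pair are argued against, since the median of macrophage genes was -1.38 (standard error 0.189) and Csf1r averaged 7.76 in EO771 and 7.34 in EO771.LMB against 10.46 in 67NR and 9.72 in 4T1.2. Of the members, 82.1% were called higher, at percentile 100 of 10000 random lists matched on mean signal, whose highest share was 67.9%. Sequence differences between the strains under the probes stay open all the same. The random lists take such differences to be as frequent in interferon genes as in other genes, which was not tested. T and NK cells stay open, with a median of -0.0495 (standard error 0.0771) over members that went both ways and Ccl5 at 10.34 in EO771 and 9.89 in EO771.LMB against 8.96 and 9.08 in the 4T1 pair. Host strain and tumour line cannot be told apart, since the EO771 pair also exceeded EMT6.5, the third line in BALB/c mice, by a median of 0.918 (standard error 0.130), and no other line was grown in C57BL/6 mice.

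The EO771 pair was also compared with the 4T1 pair with each pair taken as one group. Only 1 of 100 drawn splits, the real one, gave as many as its 11518 clusters, and the highest other gave 853. The splits exchange single tumours and mostly break up the lines, which puts line differences into the spread. They therefore cannot tell whether chance between the few lines plays a part. Of the clusters past the unadjusted threshold in both pairs, 609 changed in the same direction in the real tumours and at most 363 in the other drawn joint splits (1 of 100 as large). This does not settle whether the shared direction is due to chance, because the other splits also called fewer clusters in each pair, a median of 1567 against 10498 in the 4T1 pair and of 1072 against 2952 in the EO771 pair, and because clusters changed in opposite directions numbered 563 against at most 363. The odds ratio of same against opposite directions was 1.19, and 44 of 100 splits gave one as large, the highest other being 20.4, so whether a preference for the same direction exists stays open.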

How the results depend on the processing

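One-way analysis of variance over the 6 tumours of a pair and the test of only the clusters with a symbol were chosen only after the result was seen. No result changed direction past the threshold under any setting. The authors' workbook table and the mean of the other 4 types as reference could not change a call. The first holds the same values, and the second only rescales each difference and its standard error alike. The cause was not tested for any of the changes given here, except where a setting tests fewer clusters or tumours or moves the threshold. No detection values were used, so low signals limit what can be read from small differences. The mouse numbers do not pair the tumours, since deviations of same-numbered tumours had correlations of -0.065 to 0.149, 1 of 6 of them over 0.1, and 3 of 6 tumours correlated best with their own number.

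In EO771.LMB against EO771, where 0 clusters were higher and 7 lower by limma, 4 were lower over clusters above the median signal, 4 by one-way analysis of variance over the 5 types, 1 higher and 4 lower in only the groups compared, and 10 higher and 30 lower among clusters with a symbol. With the replicate block 1 was higher. At the study's threshold, limma gave 1392 higher and 1560 lower, one-way analysis of variance over the 5 types 1408 and 1372, and that over the 6 tumours of the pair 1477 and 1278. Without single tumours, 0 to 12 were higher and 4 to 42 lower, both highest without EO771.LMB replicate 1. In 4T1.2 against 67NR, the study's threshold gave 5588 higher and 4910 lower by limma and 5518 higher by one-way analysis of variance. Over clusters above the median signal, 4548 clusters were lower in the EO771 pair than in the 4T1 pair and 142 were higher in both metastatic tumours. With an adjusted p in both pairs, 0 clusters were higher and 2 lower in both, and without single tumours the shared clusters at the unadjusted threshold ranged from 198 to 327 and from 195 to 326, both lowest without EO771 replicate 1.

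With an estimated correlation, camera called 2 lists higher and 1 lower in 4T1.2 against 67NR, 0 and 2 in EO771.LMB against EO771, 0 and 1 in the EO771 pair against the 4T1 pair, and 2 and 1 for the difference between the pairs. Among the lists on the study's themes, the calls lost this way, with their median log2 differences, were in 4T1.2 against 67NR hypoxia (0.53), interferon (0.75) and invasion (0.31), in EO771.LMB against EO771 proliferation (0.064), interferon (-0.17) and EMT (-0.041), and in the EO771 pair against the 4T1 pair proliferation (0.81), interferon (0.98) and invasion (-0.85). Against the mean they were proliferation (-0.49), hypoxia (-0.33) and interferon (-0.77) in 67NR, proliferation (-0.36), hypoxia (0.17) and invasion (0.31) in 4T1.2, proliferation (0.34), interferon (0.60) and invasion (-0.51) in EO771, and luminal (-0.10), proliferation (0.42), interferon (0.46) and invasion (-0.51) in EO771.LMB. Another 23 calls, of the other lists or of the difference between the pairs, were lost too. Fry, which does not compare a list with other genes, called 0 lists higher and 3 lower in EO771.LMB against EO771, 6 and 8 in the EO771 pair against the 4T1 pair, and 5 lower for the difference between the pairs. It lost proliferation (0.064), interferon (-0.17) and EMT (-0.041) in EO771.LMB against EO771, together with 5 other lists there, namely epithelial, macrophage, T and NK cell, B cell and erythroid genes. It added basal (0.056) in 4T1.2 against 67NR, luminal (-0.12), hypoxia (0.10) and stem cells (-0.19) in the EO771 pair, and, against the mean, basal (-0.081) and stem cells (0.00103) in 67NR, EMT (0.060) and stem cells (0.029) in 4T1.2, basal (-0.14) in EO771, and basal (-0.080) and EMT (-0.071) in EO771.LMB, as well as 9 calls of the other lists. The values in brackets are list medians, and their sign need not be the direction that fry called. The EMT scores of the 4T1.2 tumours, which are means over the list, were -0.061, -0.032 and -0.210. For stem cells in the EO771 pair and in 67NR, fry's direction was opposite to that of camera, which had not called the list. Under the other settings, of 84 tests of the other lists and of the difference between the pairs, 6 lost and 3 gained their call over clusters above the median signal, 1 lost and 1 gained it by one-way analysis of variance and with the intensity trend, 2 gained it after quantile normalization, with the block and in only the groups compared, and 1 after centring, while without single tumours 8 lost and 15 gained it.

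Centring added the basal (-0.030) and EMT (-0.021) lists in EO771.LMB against the mean and moved its EMT share to 28.6%. Quantile normalization added proliferation in 4T1.2 against 67NR (0.14) and moved the interferon share in 4T1.2 to 28.6% and the stem cell share in EO771 to 24.4%. Over clusters above the median signal the basal shares were 50.0% in 67NR, 40.0% in 4T1.2 and 30.0% in EO771 and EO771.LMB. The luminal shares there were 35.7% in 67NR and 4T1.2 and 28.6% in EO771.LMB. Few members were left, with standard errors over them of 14.5 to 15.8 percentage points for basal and 12.1 to 12.8 for luminal shares. Under this filter the luminal call in EO771.LMB (-0.10) ended, and 1 list was called higher in EO771.LMB against EO771. That luminal call ended by one-way analysis of variance too (-0.10), and in only the groups compared the luminal list was called in EO771.LMB against EO771 (-0.050). The basal share in 4T1.2 was 25.0% with the intensity trend, with the replicate block and with the mean of a gene's clusters, and 27.8% among clusters with a symbol. With the block, 8 clusters were lower in EO771.LMB against EO771, 10 lists were called lower there and 10 lists higher for the difference between the pairs, and no other count given here moved by over 1.5 times.

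Without single tumours, list medians against the mean ranged from -0.16 to -0.12 for basal in EO771, from -0.12 to -0.063 for basal and from -0.17 to -0.085 for luminal in EO771.LMB. Shares ranged from 22.4% to 26.5% for EMT in 67NR, in 4T1.2 from 13.9% to 30.6% for basal, 17.9% to 26.8% for interferon and 22.4% to 30.6% for EMT, from 24.4% to 28.9% for stem cells in EO771 and from 24.0% to 34.0% for hypoxia in EO771.LMB. Proliferation in 4T1.2 against 67NR ranged from 0.014 to 0.17. In EO771.LMB against EO771, basal ranged from -0.017 to 0.029, proliferation from 0.049 to 0.090, hypoxia from -0.061 to 0.051, EMT from -0.078 to -0.028 and invasion from -0.067 to 0.0034, and 0 to 2 lists were called higher. Of 512 tests of named genes, 15 lost their call by one-way analysis of variance, 3 after centring and 2 with the intensity trend, 4 gained and 4 lost it with the block, 11 gained it among clusters with a symbol, 1 over clusters above the median signal and 1 after quantile normalization, and in only the groups compared 2 gained and 7 lost it. Of these tests with single tumours left out, 18 gained and 108 lost their call and 5107 kept their side of the threshold.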

Differences from the paper's values

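No test in this part was chosen only after the result was seen, apart from one-way analysis of variance over the 6 tumours of a pair and the test of clusters with a symbol. The paper counts 1477 genes higher and 1278 lower in EO771.LMB than in EO771 at an unadjusted P, where limma with an adjusted p called 0 transcript clusters higher and 7 lower. Among the alternatives set before the data were examined, those at the study's threshold lie within 1.5 times of the paper's counts, with 1392 higher and 1560 lower by limma and 1408 and 1372 by one-way analysis of variance over the 5 types. All alternatives at an adjusted p stay far from the paper's counts, namely the authors' workbook table, centring, quantile normalization, clusters above the median signal, one-way analysis of variance over the 5 types, only the groups compared, the intensity trend, the block and each tumour left out. One-way analysis of variance over the pair's own 6 tumours at an unadjusted p gave 1477 and 1278, equal to the paper's counts, but it was chosen after seeing the values, and how many of the paper's own called items it drops was not tested, since only a part of those tables was at hand. Its counts in the 4T1 pair and of shared clusters, 4444, 3993, 205 and 220, also match the paper's.

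The ratios of the genes in Table 1 match the paper's. They were 12.2 and 2.13 for Mmp3 in the 4T1 pair and the EO771 pair, 2.28 and 2.05 for Pthlh, 4.08 and 1.83 for S100a8, 3.61 and 1.13 for S100a9, 0.162 and 0.0931 for Glycam1, 0.424 and 0.352 for Cd36, and 0.886 and 0.318 for the brighter cluster of Prlr, with 0.762 and 0.375 for the dimmer one.

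The paper names Mmp3, Pthlh, S100a8 and Cd36 as changed in both metastatic tumours, and Glycam1 and Prlr as lower in EO771.LMB. It draws on qRT-PCR in whole tumours as well as on the arrays. By qRT-PCR it also reports Mmp3, Pthlh, S100a8 and S100a9 as higher in isolated tumour cells of both metastatic lines. Cd36 was not significantly lower in those cells. In cultured cells it reports Mmp3 and S100a8 as higher, while the changes of Pthlh, S100a9 and Cd36 were not found consistently in both pairs. Only the array values are set beside the paper here. In EO771.LMB against EO771, after adjustment over all clusters, the p-values were 0.072 for Mmp3, 0.22 for Pthlh, 0.32 for S100a8, 0.16 for Cd36, 0.39 for Glycam1 and 0.55 for Prlr, while at the study's unadjusted threshold they all passed (2.7e-05, 0.0011, 0.0033, 0.00047, 0.0076 and 0.031). Without EO771.LMB replicate 1, Pthlh and Cd36 passed after adjustment (each with an adjusted p = 0.011). Over all settings run, the adjusted p in the EO771 pair ranged from 0.028 to 0.28 for Mmp3, 0.011 to 0.65 for Pthlh, 0.20 to 0.81 for S100a8, 0.011 to 0.55 for Cd36, 0.16 to 0.86 for Glycam1 and 0.31 to 0.94 for Prlr. Mmp3 passed when only clusters with a symbol were tested (adjusted p = 0.028), a setting chosen after seeing the values. Glycam1 in 4T1.2 against 67NR had an adjusted p = 0.12, and it passed with the block (0.045) and without 67NR replicate 3 (0.016), with a range from 0.016 to 0.35 over all settings.

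The signatures of the study are compared here with other gene lists on the same themes, so shares of members higher than the mean are not on the same lists. The paper finds luminal genes enriched in 4T1.2 and not in 67NR. The luminal share was 18.9% in 4T1.2 and 16.2% in 67NR. Over clusters above the median signal it was 35.7% in both, with a standard error over the fewer members left of 12.8 percentage points. The paper sets hypoxia apart as enriched in the EO771 tumours. The hypoxia share was 30.0% in EO771 and 34.0% in EO771.LMB (24.0% without EO771.LMB replicate 1), above the 6.00% in 67NR and below the 46.0% in 4T1.2. The paper finds no enrichment for EMT, stem cell and invasion signatures. Invasion shares were 37.7% in 67NR and 52.8% in 4T1.2, EMT shares 28.6% in 4T1.2 and EO771, and stem cell shares 31.1% in 67NR, 26.7% in EO771 and 33.3% in EO771.LMB. By the same rule, 17.0% of all genes were higher in 67NR, 19.0% in 4T1.2, 20.0% in EO771 and 21.5% in EO771.LMB. Camera called neither the EMT nor the stem cell list in any of these types. As in the paper, the proliferation shares of EO771 and EO771.LMB (76.2% and 79.8%) and the interferon shares (82.1% and 73.2%) lay above the study's line, and the basal share was at most 22.2% in 67NR, 4T1.2, EO771 and EO771.LMB. The basal share did pass the line over clusters above the median signal, with 50.0% in 67NR, 40.0% in 4T1.2 and 30.0% in EO771 and EO771.LMB. These shares rest on the few members left by that filter, with standard errors over them of 15.8, 15.5 and 14.5 percentage points. The share of all genes under the filter was not determined. Without 4T1.2 replicate 1, the basal share in 4T1.2 was 30.6%. The paper's table has its highest interferon share in EO771.LMB, whereas the share of the interferon list was higher in EO771.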

Other observations

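The relations of Glycam1 with B cell and mammary secretory genes were tested only after the result was seen. In EMT6.5 tumours, camera at the preset correlation called lists of matrix and stromal genes higher, and muscle genes were high in some of the tumours. None of these list calls held with an estimated correlation. Relative to the mean of the types, 35 of 53 invasion genes were higher in EMT6.5 and 1 was lower (39 and 1 when adjusted over the list alone; camera adjusted p = 8.1e-18, and 0.069 with an estimated correlation). Of 36 fibroblast genes, 22 were higher and 2 lower (24 and 4 adjusted over the list alone; adjusted p = 5.4e-08, and 0.085 with an estimated correlation). EMT genes had 25 of 49 higher and 7 lower (29 and 9 adjusted over the list alone; adjusted p = 1.1e-05, and 0.14 with an estimated correlation), and basal genes 12 of 36 higher and 2 lower (17 and 2 adjusted over the list alone; adjusted p = 3.7e-05, and 0.085 with an estimated correlation). The genes furthest above the mean included Crabp2, which encodes a retinoic acid binding protein (3.87 on the log2 scale), the desmosome gene Dsp (3.82) and Edil3 (3.66), while Zbtb10 (-3.19) and the prolyl hydroxylase gene Egln3 (-3.10) were among those furthest below. Interferon genes were lower, 35 of 56 with 8 higher, the same counts adjusted over the list alone (adjusted p = 1.8e-07, and 0.30 with an estimated correlation), whereas 12 of 20 antigen presentation genes were higher and 0 lower by limma (13 higher adjusted over the list alone; camera adjusted p = 6.2e-05, and 0.30 with an estimated correlation). Genes that p53 activates had 12 of 33 higher and 2 lower (14 and 3 adjusted over the list alone; adjusted p = 0.00077, and 0.085 with an estimated correlation). Skeletal muscle genes stood out in part of the tumours. Of 34, 23 were higher and 1 lower (25 and 1 adjusted over the list alone; adjusted p = 6.0e-09, and 0.30 with an estimated correlation), and the list scores of the EMT6.5 tumours were 1.25, -0.21 and 1.64, where the tumours of other types lay between -0.29 and -0.14.

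In the 4T1 pair, camera at the preset correlation called epithelial, interferon and hypoxia genes higher in 4T1.2. It called macrophage, T and NK cell, p53 target and ribosomal protein genes lower. Of these calls, only that of p53 target genes held with an estimated correlation. Of 40 epithelial genes, 12 were higher and 2 lower (13 and 3 adjusted over the list alone), led by Krt18 (3.78), the plakin gene Ppl (2.49) and the protease inhibitor gene Spint1 (2.46), with a camera adjusted p = 0.0038, and 0.13 with an estimated correlation. Of 56 interferon genes, 33 were higher and 1 lower (40 and 1 adjusted over the list alone; adjusted p = 9.5e-13, and 0.15 with an estimated correlation), and of 50 hypoxia genes 29 were higher, including Stc1 (3.39) and the carbonic anhydrase gene Car12 (3.33), and 0 lower (32 higher adjusted over the list alone; adjusted p = 7.0e-12, and 0.086 with an estimated correlation). Of 20 antigen presentation genes 8 were higher, such as the proteasome gene Psmb10 (0.79), with the same count adjusted over the list alone (adjusted p = 0.0091, and 0.50 with an estimated correlation). Of 28 macrophage genes 13 were lower and 1 higher (18 and 1 adjusted over the list alone), including the lysozyme gene Lyz1 (-3.42) and Lyve1 (-2.63), with an adjusted p = 1.1e-06, and 0.086 with an estimated correlation. Of 34 T and NK cell genes 9 were lower, such as the granzyme gene Gzma (-1.71), and none was higher (10 lower adjusted over the list alone; adjusted p = 1.0e-05, and 0.36 with an estimated correlation). Trp53 itself was lower in 4T1.2 (-0.99, standard error 0.15, adjusted p = 0.00029), as were 17 of 33 genes that p53 activates, with 3 higher (19 and 4 adjusted over the list alone). Among these, Ephx1 had a log2 difference of -3.57 and Zmat3 one of -1.76, and the list was called with both correlations (adjusted p = 1.0e-05, and 0.032 with an estimated correlation). A dimmer cluster of Zmat3 gave -0.20 (adjusted p = 0.28 from limma). The paper found both lines of the 4T1 pair negative for p53 protein, in tumours and in cultured cells. The lower Trp53 and target signals are therefore not read as a fall of p53 activity in the tumour cells. Which cells of the whole tumours gave the Trp53 signal was not tested. Of 49 ribosomal protein genes 19 were lower, such as Rps20 (-0.71), and none was higher (23 lower adjusted over the list alone; adjusted p = 5.4e-07, and 0.31 with an estimated correlation), with negative medians also after centring (-0.26) and quantile normalization (-0.26).

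In the EO771 pair, camera called immune lists lower in EO771.LMB although none of their members passed over all clusters. The median log2 difference was -0.27 for antigen presentation genes (4 of 20 lower adjusted over the list alone, adjusted p = 7.3e-12, and 0.098 with an estimated correlation), with the class II gene H2-DMa at -1.25 (limma adjusted p = 0.072). It was -0.39 for T and NK cell genes (adjusted p = 2.1e-10, and 0.27 with an estimated correlation), -0.39 for B cell genes (adjusted p = 9.7e-06, and 0.47 with an estimated correlation), -0.21 for macrophage genes (adjusted p = 1.1e-06, and 0.11 with an estimated correlation) and -0.17 for interferon genes (adjusted p = 1.4e-09, and 0.29 with an estimated correlation). The B cell call ended without EO771 replicate 1 (median -0.21, adjusted p = 0.057). The B cell scores of the EO771 tumours were 0.91, 0.28 and -0.15 and those of the EO771.LMB tumours 0.17, -0.36 and -0.33. Lymphoid tissue taken with some tumours may contribute to these lists, since across tumours the B cell genes ran with Glycam1 (r = 0.818). The calls of the other 4 lists held with each tumour of the pair left out, that of T and NK cell genes with a median of -0.23 (adjusted p = 1.8e-06) without EO771 replicate 1. Erythroid genes were called higher (median 0.18, adjusted p = 0.021, and 0.29 with an estimated correlation).

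In 4T1.2 against 67NR, fibroblast genes went both ways, with 13 of 36 higher, such as Sfrp1 (2.35), and 6 lower, such as Ogn (-3.14) (adjusted p = 0.17), and so did immediate early genes, with 4 of 24 higher and 2 lower, among them Klf2 (-2.27) (adjusted p = 0.82). Camera called neither B cell genes (adjusted p = 0.16) nor skeletal muscle (0.79), keratinocyte (0.37) or erythroid genes (0.43) in that pair. In the EO771 pair against the 4T1 pair, 24 of 36 fibroblast genes were lower and 5 higher (adjusted p = 1.1e-05, and 0.21 with an estimated correlation), while immediate early genes, with Myc at 2.52, were not called (adjusted p = 0.081).

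Array signals of receptor and protease genes are given here as values. Esr1 averaged 7.87 in 67NR, 6.95 in 4T1.2, 5.80 in EO771 and 5.84 in EO771.LMB, and was lower in 4T1.2 than in 67NR by limma (-0.92, standard error 0.13, adjusted p = 0.00016). The paper's qRT-PCR of this transcript differs, with no significant difference between whole 67NR and 4T1.2 tumours. In isolated tumour cells it found higher levels in 67NR. Erbb2 was lower in 4T1.2 than in 67NR too by limma (-0.59, standard error 0.17, adjusted p = 0.025), a call that ended without 67NR replicate 1 (adjusted p = 0.081), 67NR replicate 2 (0.108), 4T1.2 replicate 2 (0.053) or 4T1.2 replicate 3 (0.084), with a range of 0.011 to 0.11 over all settings run. Pgr did not pass (0.26, adjusted p = 0.72). Mmp9 was higher in 4T1.2 (1.64, standard error 0.21, adjusted p = 7.2e-05), and Mmp2 did not pass (0.63, adjusted p = 0.08). In EO771.LMB against EO771 Mmp9 did not pass, whereas the paper reports more MMP-9 in cultured EO771.LMB cells. The change of Mmp9 in the 4T1 pair exceeded that in the EO771 pair by 1.68 (standard error 0.30, adjusted p = 0.0021 from limma).

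Glycam1 was high in some tumours of a type and low in others, and a candidate explanation is lymphoid tissue, such as a lymph node, taken with some tumours. Across the 15 tumours, deviations of Glycam1 from the type means ran with those of the 22 B cell genes (Pearson's r = 0.818 and Spearman's rho = 0.911, each with p = 0.000129, the smallest that the 7776 permutations within types can give, adjusted p = 0.000257 over 4 tests). Without the 2 tumours farthest from the median, r was 0.827. Since Glycam1 was either high or low in most tumours, r describes mainly which tumours were high. The B cell scores were 0.27, 0.32 and -0.21 in the 67NR tumours, of which the third had little Glycam1, and 0.71, -0.53 and -0.46 in EMT6.5, of which the first had high Glycam1, as had the first of EO771.LMB. EO771 replicate 3 went against the relation of levels, with a Glycam1 signal of 9.21 and a B cell score of -0.15, where 4T1.2 replicate 3 had 5.10 and -0.14. The B cell gene Cd79a averaged between 5.04 in 4T1.2 and 6.61 in EO771, and none of the B cell genes is on another list. Mammary tissue taken with the tumours stays open, since the other mammary secretory genes had r = 0.462 (p = 0.274, adjusted p = 0.274) and rho = 0.475 (p = 0.207), with r = 0.704 without the 2 tumours farthest from the median.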
